# Impact of spaceflight and artificial gravity on sulfur metabolism in mouse liver: sulfur metabolomic and transcriptomic analysis

**DOI:** 10.1038/s41598-021-01129-1

**Published:** 2021-11-08

**Authors:** Ryo Kurosawa, Ryota Sugimoto, Hiroe Imai, Kohei Atsuji, Koji Yamada, Yusuke Kawano, Iwao Ohtsu, Kengo Suzuki

**Keywords:** Metabolomics, Oxidoreductases, Transcriptomics, Astrobiology, Liver diseases

## Abstract

Spaceflight induces hepatic damage, partially owing to oxidative stress caused by the space environment such as microgravity and space radiation. We examined the roles of anti-oxidative sulfur-containing compounds on hepatic damage after spaceflight. We analyzed the livers of mice on board the International Space Station for 30 days. During spaceflight, half of the mice were exposed to artificial earth gravity (1 g) using centrifugation cages. Sulfur-metabolomics of the livers of mice after spaceflight revealed a decrease in sulfur antioxidants (ergothioneine, glutathione, cysteine, taurine, thiamine, etc.) and their intermediates (cysteine sulfonic acid, hercynine, *N*-acethylserine, serine, etc.) compared to the controls on the ground. Furthermore, RNA-sequencing showed upregulation of gene sets related to oxidative stress and sulfur metabolism, and downregulation of gene sets related to glutathione reducibility in the livers of mice after spaceflight, compared to controls on the ground. These changes were partially mitigated by exposure to 1 g centrifugation. For the first time, we observed a decrease in sulfur antioxidants based on a comprehensive analysis of the livers of mice after spaceflight. Our data suggest that a decrease in sulfur-containing compounds owing to both microgravity and other spaceflight environments (radiation and stressors) contributes to liver damage after spaceflight.

## Introduction

Spaceflight is known to impose changes on human physiology with unknown molecular etiologies because of hostile environments, such as microgravity and high-dose space radiation. Multi-omics and systems biology studies using data from astronauts and hundreds of samples flown into space revealed that the liver undergoes a larger change in the expression levels of genes and proteins than other organs^1^. Research on astronaut health and model organisms has revealed several features of molecular changes during space travel, including oxidative stress^2^.

Oxidative stress is caused by an altered balance between the production of reactive oxygen and/or nitrogen species (ROS, RNS) and the antioxidant defense capacity partly achieved by sulfur-containing compounds^3^. Exposure to space radiation, hypoxia, and microgravity induces the production of ROS and RNS^1^, and sulfur-containing compounds protect against the oxidative stress caused by radiation^4^. Furthermore, accumulating evidence indicates that alterations in the metabolism of sulfur-containing amino acids are important factors contributing to the development of liver disease^5^. Using transcriptomic analyses, changes in gene expression related to sulfur metabolism have been detected in the livers of mice exposed to space^1,6–8^.

Sulfur metabolism involves a variety of reactions, forming a complex metabolic network^3^. In mammals, the liver plays a central role in sulfur metabolism because nearly half of the dietary methionine, an essential sulfur-containing amino acid, is metabolized there^9^. Methionine metabolism occurs primarily via the trans-sulfuration pathway, which results in the transfer of methionine sulfur to serine to form cysteine^10^. l-Cysteine plays an important role in this network as a metabolic hub, and its reduced sulfur has strong nucleophilic properties^11–13^. An important role of sulfur in biological systems is that it controls the redox state in the cells; for example, glutathione (GSH), which is an abundant tripeptide (0.5–10 mmol/L) comprising glutamate, cysteine, and glycine, reduces reactive oxygen species as the most common defense mechanism against free radical damage^14^. Dysregulation of GSH synthesis contributes to the pathogenesis of liver diseases^15^. Moreover, ergothioneine, a ubiquitous sulfur-containing compound (100–2 mmol/L) in animals, is synthesized only by a few microorganisms and acts as an antioxidant and cytoprotectant^16,17^. Furthermore, taurine is an abundant amino sulfonic acid with diverse cytoprotective activities, including antioxidant activity^18^. Importantly, administration of GSH, ergothioneine and taurine has protected against liver damage in vivo^19^. In general metabolomes, it had been considered extremely difficult to measure highly reactive sulfur metabolites, such as cysteine and glutathione, and inorganic sulfur compounds, such as sulfite, hydrogen sulfide, and thiosulfate. Recently, the measurements of reactive sulfur compounds have been broken through by the multiple-reaction monitoring mode (MRM) of mass spectrometry using alkylating reagents, such as monobromobimane^20^. This method has been used to detect and compare approximately 61 chemical compounds related to sulfur metabolism in humans^21,22^.

Thus, in this study, we aimed to investigate the changes in sulfur compounds in the livers of mice after spaceflight and those of controls on the ground. We obtained the livers of mice under microgravity in space, mice under artificial earth gravity (1 g) in space, and the control mice on Earth, provided by the Japan Aerospace Exploration Agency (JAXA) mission at the International Space Station (ISS) in 2017 (Mouse habitat Unit-2; MHU-2)^23^. In the mission, JAXA used a newly established experimental platform known as the Multiple Artificial-gravity Research System (MARS)^24–29^, which monitors the effect of altered gravity on live mice by centrifuging mouse cages to control the gravity experienced. JAXA conducted space experiments using MARS in the ISS during orbit for 30 days, and then returned all the mice back to Earth in a live condition. The environmental conditions of controls on the ground were as close as possible to the acclimation conditions of mice used in flight, using the same diets and the same type of cages. Notably, exposure to 1 g during spaceflight is expected to help elucidate the influence of microgravity on mice. Indeed, artificial 1 g has mitigated some of the harmful effects of microgravity during spaceflight, such as a decrease in femur bone density and soleus/gastrocnemius muscle mass (MHU-1), downregulation of erythrocyte-related genes in the spleen (MHU-1), retinal endothelial cell damage (MHU-1), and reduction in thymic size (MHU-1 and MHU-2)^24–26,28^. Moreover, artificial 1 g tended to mitigate a decrease in body weight (MHU-2)^23^. Importantly, Oil Red O (ORO) staining of liver samples showed increased lipid droplets in mice after spaceflight compared to ground controls, though there was no artificial 1 g group in this session (MHU-3)^30^. Our results showed that spaceflight decreased sulfur metabolites, including ergothioneine, GSH, and cysteine, in the livers of mice. Furthermore, RNA sequencing demonstrated a change in the gene expression of multiple pathways related to sulfur-containing compounds. This study is the first to perform a comprehensive analysis of sulfur-containing compounds in the liver after spaceflight.

## Results

### Sulfur metabolomics of the livers from mice exposed to spaceflight

To study the regulation of sulfur-containing compounds after spaceflight, we conducted sulfur metabolomics of the livers from the control mice on Earth (GC mice), mice under artificial earth gravity in space (A1G mice), and mice under microgravity in space (MG mice). Thirty-eight compounds were detected in the relative quantification of sulfur-containing compounds using sensitive liquid chromatography coupled to tandem mass spectrometry (LC–MS/MS), of which half were significantly different between GC and MG mice, and between GC and A1G mice (Fig. 1a). Spaceflight decreased S-adenosylmethionine, cystathionine, cysteine, hypotaurine, cysteine sulfonic acid, taurine, GSH, glutathione persulfide (GS-SH), ergothioneine, hercynine, histidine, serine, *N*-acetylserine, homoserine, and thiamine, whereas some sulfur compounds were decreased only in MG mice compared to GC or A1G mice. Conversely, spaceflight increased adenosine-5′-phosphosulfate (APS) and 3′-phosphoadenosine-5′-phosphosulfate (PAP). Heatmap analysis showed that the amount of sulfur-containing compounds in the livers of A1G and MG mice was considerably different from that of GC mice (Fig. 1b). Similarly, a multivariate sample-to-sample similarity mapping analysis based on the detected sulfur-related compound data showed that the sulfur metabolomics profiles of A1G and MG mice were considerably different from those of GC mice (Fig. 1c). The correlation coefficients of each compound calculated for the two coordinates in the non-metric multidimensional scaling showed that GSH, thiamine, and cysteine were the main contributors to PC1, and glutathione disulfide (GSSG), the oxidized form of GSH, was the main contributor to PC2 (Supplementary Table 1 online).

**Figure 1.**
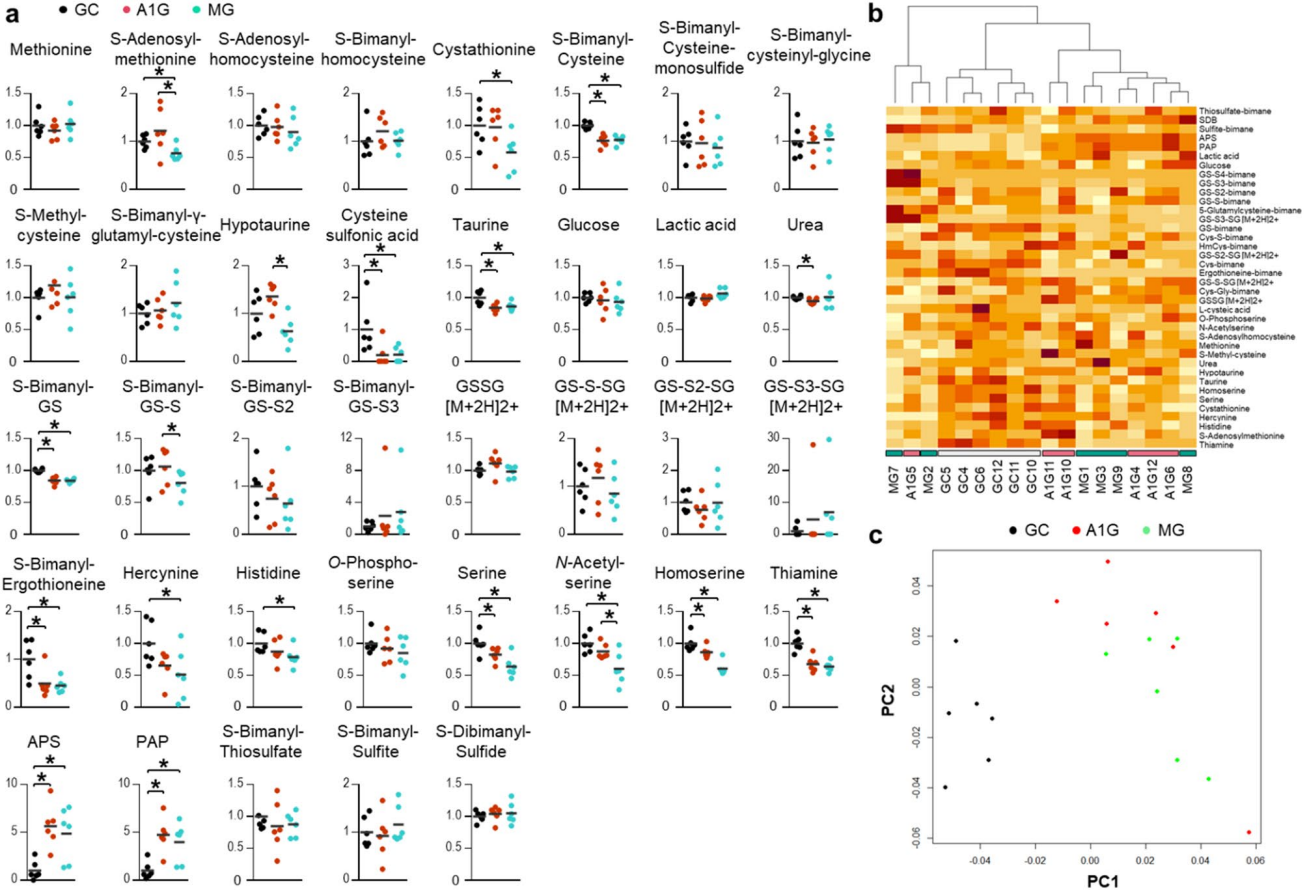
Measurement of sulfur compounds in the liver. (**a**) Quantification of sulfur compounds in the liver homogenates of control mice on Earth (GC), mice under artificial earth-gravity in space (A1G), and mice under microgravity in space (MG). GS, Glutathione; GSSG, glutathione disulfide; PAP, 3′-phosphoadenosine-5′-phosphosulfate; APS, adenosine-5′-phosphosulfate. ‘S-Bimanyl-’ indicates that the compounds were detected as bimane-derivates. Each horizontal bar represents the mean. *P < 0.05. Comparisons of parameters were performed with one-way ANOVA followed by Dunnett’s test for multiple comparisons (*n *= 6 each). Dot plots were made using GraphPad Prism 6.07 for Windows, GraphPad Software, San Diego, CA USA, www.graphpad.com. (**b**) Heatmap and hierarchical clustering were performed in R. The red color intensity correlates with the relative signal abundance. (**c**) Spatial placement of crowds on a non-metric multidimensional scaling (NMDS) using the Bray index. NMDS analysis, using the “vegan” package in R to analyze similarity indices, was performed on normalized metabolomics data that was subsequently log-transformed and auto-scaled^31,32^. The first two coordinates were plotted. *PC* principal coordinate.

GSH is converted to an oxidized form of GSH (GSSG), which is formed by a covalent disulfide bond between two GSHs and can be restored to separate GSHs by the activity of NADPH-glutathione reductase^3,14^. To evaluate the redox status of the liver after spaceflight, we focused on the increase and decrease in GSH-related compounds in the sulfur metabolomics data (Fig. 2a). GSH decreased after spaceflight, and GS-SH (persulfide form of GSH) decreased in MG mice, whereas GS-S2H (persulfide form of GS-SH) and GS-S3H (persulfide form of GS-S2H) did not change significantly. Here, GS-SH exhibits cytoprotective effects against oxidative stress^33^. In contrast, there was no significant change in GSSG, GS-S-SG (a persulfide form of GSSG), GS-S2-SG (a persulfide form of GS-S-SG), and GS-S3-SG (a persulfide form of GS-S2-SG). Importantly, the ratio of GSH/GSSG was lower in A1G and MG mice than in GC mice, indicating a shift to an oxidized form (Fig. 2b). Thus, our quantification of GSH-related compounds indicates that their reduced forms decreased after spaceflight with a shift to their oxidized forms. Similarly, hercynine is the oxidized form of ergothioneine^34^, and the ratio of hercynine to ergothioneine was higher (not significantly) in A1G and MG mice than in GC mice (Supplementary Fig. S1 online).

**Figure 2:**
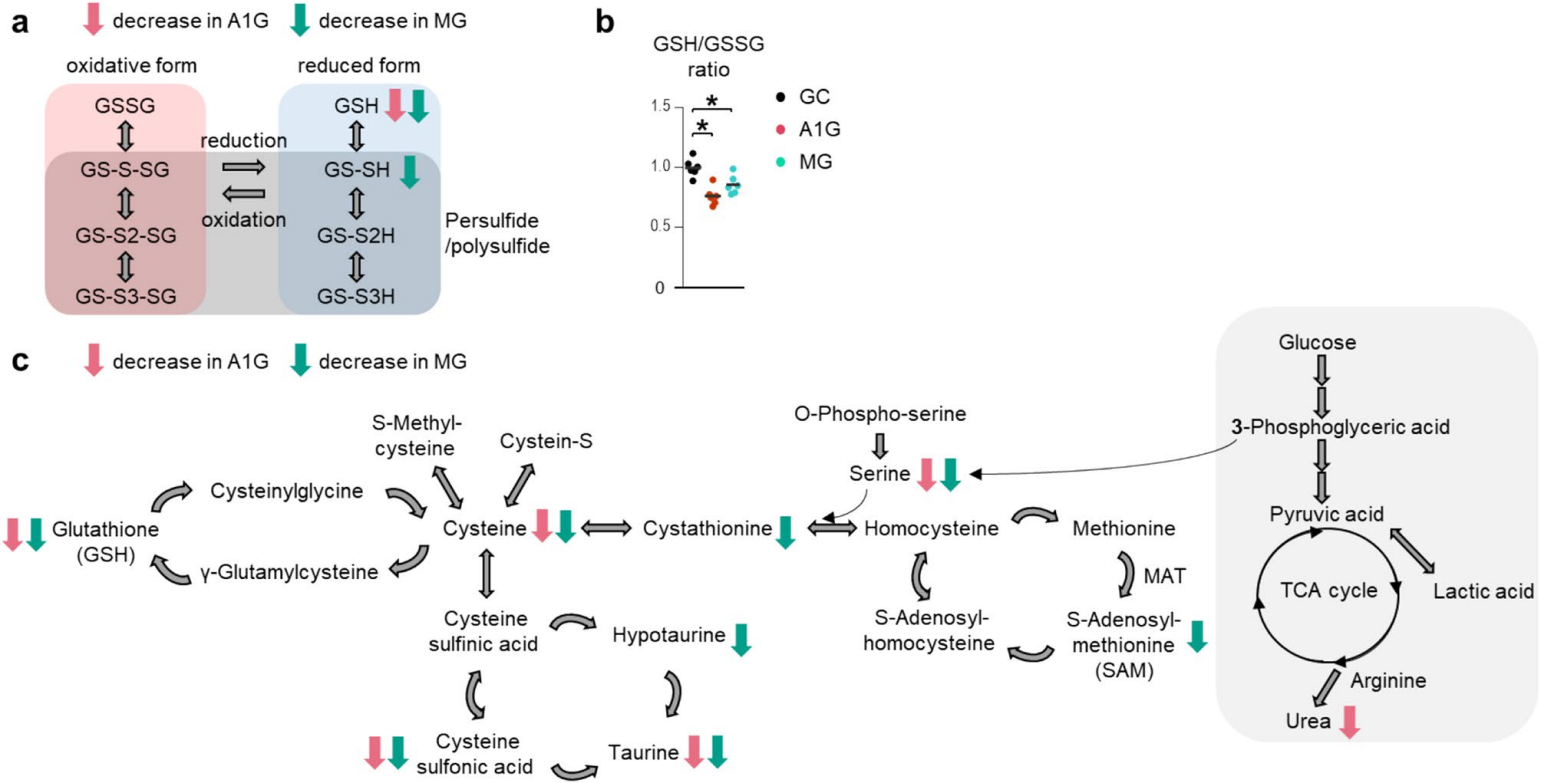
Downregulation of sulfur compounds in the livers of mice exposed to a spaceflight. (**a**) An illustration of the reduction and oxidization network of glutathione. Glutathione (GSH), glutathione disulfide (GSSG), and their persulfidated derivatives GS-SH, GS-S2H, GS-S3H, GS-S-SG, GS-S2-SG, and GS-S3-SG.  or  indicates a significant decrease in A1G or MG mice compared to GC mice. GC, control mice on Earth; A1G, mice under artificial earth gravity in space; MG, mice under microgravity in space. (**b**) The ratio of the relative amount of GSH to GSSG. Each horizontal bar represents the mean. Dot plots were made using GraphPad Prism 6.07 for Windows, GraphPad Software, San Diego, CA USA, www.graphpad.com. (**c**) An illustration of the metabolic network of sulfur compounds in mammals.  and  between compounds indicates metabolic reactions in mammals.  or  indicates a decrease in A1G or MG mice compared to GC mice. MAT, methionine adenosyltransferase. *P < 0.05. Comparisons of parameters were performed with one-way ANOVA followed by Dunnett’s test for multiple comparisons (*n *= 6 each).

We then examined the metabolic network of sulfur compounds in mammals with reference to previous research^35^ (Fig. 2c). Our sulfur metabolomics data indicated that cysteine, GSH, serine, cysteine sulfonic acid, and taurine decreased in the livers of A1G and MG mice compared to those in GC mice. Furthermore, S-adenosylmethionine (SAM), cystathionine, and hypotaurine were downregulated only in MG mice compared to GC or A1G mice, indicating that the difference in gravity between A1G and MG mice affected the amount of these compounds. Notably, SAM is an important precursor of cysteine and GSH, especially in the liver^5^. Here, the fact that there was no decrease in methionine in A1G and MG mice compared to that in GC mice, which is not synthesized de novo in mammals and is a substrate for other sulfur-containing compounds, indicates that the dietary intake of methionine in space was sufficient. Furthermore, changes were observed in ergothioneine and other sulfur-containing compounds that are biosynthesized only by microorganisms and plants (Supplementary Fig. S2 online)^21,36^.

Altogether, multivariate analysis showed that the sulfur metabolomics profiles of A1G and MG mice were considerably different from those of GC mice, and that sulfur antioxidants such as ergothioneine, GSH, and cysteine were downregulated in the livers of A1G and MG mice compared to those in GC mice with a shift to an oxidized state, whereas some sulfur compounds were downregulated only in MG mice compared to GC or A1G mice.

### Transcriptomic analysis of the livers from mice exposed to spaceflight

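Poly(A) RNA from the livers of 9 male mice was sequenced, 3 kept on the ground (GC), 3 flown in a centrifuge at 1 g (A1G) and 3 flown in microgravity (MG). The mouse was the unit of every comparison. The authors quantified the reads with Salmon, and the deposited counts per gene were rounded to whole numbers, normalized by TMM and fitted for all 9 libraries in edgeR's quasi-likelihood model. Of 34866 genes in the table, 13193 had enough counts to be tested. Each log2 fold change is given with its standard error, as MG over GC, A1G over GC or MG over A1G, and each p was adjusted by Benjamini-Hochberg over the genes tested. A gene is said to rise, fall or change only where its adjusted p from edgeR was under 0.05. Genes were also examined as 27 functional lists, 10 gene families and 12 lists of cell type markers, all written down before the data were examined, though after reading the paper and its supplement, which give fold changes from the same libraries. The same holds for the comparisons, the model and the rule by which single genes were picked for naming. Sulfur metabolism was well covered at this depth, from *Mat1a*, which makes S-adenosylmethionine, at a mean of 69162 counts per library, through *Gclc*, which starts glutathione synthesis, at 6113, to *Gsr*, which regenerates glutathione, at 1444. The paper states that the ground control experiment was run in Tsukuba months after the flight, so GC differs from A1G and MG in site and date as well as in spaceflight. It also gives a lower CO2 concentration on the ground. Launch, landing and transport before dissection are further differences that it names. A1G and MG flew together, but the paper gives a somewhat higher CO2 concentration for MG than for A1G. Mice of both groups were dissected on Earth, within 36.5 hours of splashdown.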

Next, we performed RNA-Seq analysis to overview the changes in gene expression of molecules around sulfur compounds. RNA-Seq analysis of the livers of GC, A1G, and MG mice showed that the largest difference in the gene expression profile was between GC and MG mice, suggesting a considerable impact of environmental change consequent to spaceflight (Fig. 3a,b). 

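From GC to MG, the liver raised genes of several unrelated kinds. *Acnat2*, which conjugates fatty acids in the peroxisome, rose from 27.7 ± 3.63 to 148 ± 32.7 CPM (counts scaled to library size, mean ± SD, n = 3 mice per group), a log2 fold change of 2.41 ± 0.25 (adjusted p = 0.000506). *Ildr2*, which encodes a membrane protein of the endoplasmic reticulum, rose by 2.80 ± 0.49 (adjusted p = 0.00975), and *Inhbb*, a subunit of the hormone activin B, by 2.83 ± 0.57 (adjusted p = 0.0198). The largest falls among genes outside lipid synthesis included *Chrna4*, a subunit of the nicotinic acetylcholine receptor (from 9.30 ± 3.41 to 0.0846 ± 0.101 CPM, with few counts in MG), *Cib3*, a calcium-binding protein (-4.71 ± 0.60, adjusted p = 0.00185), and *Tff3*, a secreted trefoil peptide (-3.77 ± 0.76, adjusted p = 0.0201). *Pnpla5*, a lipase, went from 5.54 ± 2.14 CPM to 0.0385 ± 0.0667 CPM, too few counts in MG for a fold to be given.

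Many genes that fold and export proteins in the endoplasmic reticulum rose. Of 32 measured members of the endoplasmic reticulum chaperones and unfolded protein response list, 15 were higher in MG, 1 was lower and 16 did not pass. When adjusted over the list alone, 19 were higher and 1 lower. They include *Derl3*, which draws misfolded proteins out of the organelle (3.57 ± 0.67, adjusted p = 0.0132), the folding helpers *Creld2* (1.68 ± 0.29, adjusted p = 0.00951) and *Sdf2l1* (1.54 ± 0.23, adjusted p = 0.00398), and *Syvn1*, a ubiquitin ligase (1.44 ± 0.31, adjusted p = 0.0275). The member that fell is *Sec61b*, a part of the channel by which proteins enter (-0.53 ± 0.11, adjusted p = 0.0233). The list's camera test gave an adjusted p of 7.54e-19, and 0.124 with an estimated correlation. The count of higher members was 8 without GC replicate 2 or MG replicate 2 and 9 without GC replicate 1 or MG replicate 1, and that of lower members 0 without GC replicate 1, GC replicate 2, MG replicate 1, MG replicate 2 or MG replicate 3. In A1G vs. GC no member passed, although 11 were higher and 1 lower over the list alone (camera adjusted p = 8.08e-05, 0.475 with an estimated correlation): edgeR called 0 higher and 0 lower, against 13 higher and 1 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1). The number that rose there was 2 without A1G replicate 2.

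Some plasma proteins made in the acute phase of inflammation rose as well. 7 of 29 measured acute phase proteins rose in MG vs. GC, none fell and 22 did not pass, with 7 higher and 0 lower over the list alone (camera adjusted p = 1.16e-06, 0.124 with an estimated correlation). *Lbp*, which binds lipopolysaccharide, rose by 1.23 ± 0.11 (adjusted p = 0.000388), complement *C3* by 1.08 ± 0.16 (adjusted p = 0.00417), the protease inhibitor gene *Serpina3m* by 0.82 ± 0.12 (adjusted p = 0.00397) and *Apcs*, serum amyloid P, by 0.69 ± 0.16 (adjusted p = 0.0367). The number that rose was 3 without MG replicate 1 and 4 without GC replicate 1, GC replicate 2, MG replicate 2 or MG replicate 3. Among 38 proteasome subunits, which degrade proteins, 4 rose, namely *Psmd3* (0.57 ± 0.12), *Psmd1* (0.52 ± 0.12), *Psmd2* (0.47 ± 0.11) and *Psmd11* (0.42 ± 0.10), with 12 higher and 1 lower over the list alone (camera adjusted p = 8.11e-05, 0.636 with an estimated correlation). The number of proteasome subunits that rose was 0 without GC replicate 2, MG replicate 1, MG replicate 2 or MG replicate 3, 1 without A1G replicate 3 and 2 without GC replicate 1 or GC replicate 3, and their camera adjusted p was 0.0625 without GC replicate 3. The list stood higher in MG than in A1G as well (0 higher and 0 lower over the list alone, camera adjusted p = 0.00148, 0.592 with an estimated correlation, 0.0587 without A1G replicate 2 and 0.0588 without MG replicate 3), where edgeR called 0 higher and 0 lower, against 2 higher and 0 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1), and in A1G vs. GC its camera adjusted p was 0.0869, against 0.000192 without GC replicate 1 and 0.0117 without A1G replicate 2.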

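A pair of genes changed in every comparison. *Prlr*, the prolactin receptor, rose from 63.0 ± 4.58 CPM in GC to 111 ± 24.9 in A1G and 238 ± 18.3 in MG (mean ± SD, n = 3), with log2 fold changes of 1.92 ± 0.15 (adjusted p = 0.000127) in MG vs. GC, 0.81 ± 0.15 (adjusted p = 0.0385) in A1G vs. GC and 1.10 ± 0.15 (adjusted p = 0.0402) in MG vs. A1G. *Acacb*, which makes the malonyl-CoA that holds back fatty acid oxidation, fell, with log2 fold changes of -2.45 ± 0.19 (adjusted p = 0.000127), of -1.08 ± 0.18 (adjusted p = 0.0336), and of -1.37 ± 0.19 (adjusted p = 0.0402) in the same order. The change of *Prlr* in MG vs. GC was kept in 9 of the 9 tests that each left out a library, that in A1G vs. GC in 2 (highest adjusted p 0.192, without GC replicate 2) and that in MG vs. A1G in 3 (0.134, without A1G replicate 2). For *Acacb* the numbers were 9, 4 (0.143, without GC replicate 2) and 3 (0.134, without A1G replicate 2).

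In total edgeR called 439 genes in MG vs. GC (155 higher and 284 lower), 85 in A1G vs. GC (23 and 62) and 10 in MG vs. A1G (7 and 3). At an unadjusted p under 0.05 there were 2438, 1876 and 1184 genes. The groups' CPM did not overlap for 438, 85 and 10 of the called genes, and for 22.7%, 19.4% and 15.4% of all genes tested, where chance alone gives 10%. An absolute log2 fold change of at least 1 was reached by 202, 49 and 8 of them. DESeq2 on the 6 libraries of each comparison called 865, 339 and 183 genes, of which 433, 85 and 10 were among those of edgeR. Leaving out a library moved the MG vs. GC count to between 181 (without GC replicate 2) and 642 (without A1G replicate 1). The A1G vs. GC count ranged from 4 (without A1G replicate 3) to 204 (without GC replicate 3), and that of MG vs. A1G from 0 to 48 (without A1G replicate 1).

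The balance of higher and lower calls depends on how the libraries are scaled. With TMM, 35.3% of the calls in MG vs. GC, 27.1% in A1G vs. GC and 70% in MG vs. A1G were higher. With library sizes alone the shares were 64.6%, 65.8% and 100%, and the median log2 fold change of all genes moved to 0.14 in MG vs. GC and 0.18 in A1G vs. GC. With limma on log2(TPM + 1) of genes of at least 1 TPM in 3 libraries the shares were 81.4%, 68.0% and 50%, and the medians 0.24 and 0.24. With log2(TPM + 0.1) they were 81.4% and 74.2% against GC, and with log2(TPM + 1) and no filter 77.1% in MG vs. GC. In MG vs. A1G the share was 45.2% without a filter on low counts, 53.6% and 49.7% with DESeq2 on 6 and on 9 libraries, and 44.1% with robust empirical Bayes. For A1G vs. GC it was 41.1% without a filter and 38.2% with DESeq2 on 9 libraries.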

The number of differentially expressed genes was the highest between GC and MG (Fig. 3a). The volcano plot also showed that differentially expressed genes were abundant with much lower *p*-values in MG vs. GC than in A1G vs. GC and MG vs. A1G (Fig. 3b). 

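Of the genes labelled in Fig. 3b, *Serpina1e*, a protease inhibitor of the male liver, fell in MG vs. GC from 5564 ± 1612 to 688 ± 351 CPM (mean ± SD, n = 3; log2 fold change -3.01 ± 0.44, adjusted p = 0.00397), and so did *Selenbp2*, a selenium-binding protein (-3.26 ± 0.63, adjusted p = 0.0168). Neither changed in A1G vs. GC (-2.01 ± 0.42, adjusted p = 0.0586, and -2.41 ± 0.61, adjusted p = 0.119). *Igfbp1*, which binds insulin-like growth factors and rises in fasting, did not pass in MG vs. GC (1.73 ± 0.47, adjusted p = 0.0720), A1G vs. GC (-0.50 ± 0.47, adjusted p = 0.671) or MG vs. A1G (2.23 ± 0.48, adjusted p = 0.109). The same holds for *Pck1*, the first enzyme of gluconeogenesis (0.43 ± 0.32, adjusted p = 0.520, -1.19 ± 0.33, adjusted p = 0.143, and 1.62 ± 0.33, adjusted p = 0.0893). *Acaa1b*, a thiolase of peroxisomal fatty acid oxidation, had -1.05 ± 0.29 (adjusted p = 0.0767), 0.75 ± 0.29 (adjusted p = 0.268), and -1.80 ± 0.30 (adjusted p = 0.0648) in the same order. *Gm28437*, annotated as an unprocessed pseudogene, stood at 31.3 ± 3.55, 226 ± 117 and 134 ± 181 CPM in GC, A1G and MG, a spread in MG wider than its mean, and passed nowhere (2.09 ± 0.80, adjusted p = 0.193 in MG vs. GC). The smallest adjusted p of any gene was 6.72e-05 in MG vs. GC, 0.00481 in A1G vs. GC and 0.0402 in MG vs. A1G. The median absolute log2 fold change of the called genes was 0.93, 1.16 and 1.13.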

The heatmap showed that many genes were differentially expressed between any two of the three groups, especially in MG and GC mice (Fig. 3c). 

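Many of the genes that set MG apart from GC are ones whose level in the mouse liver differs between the sexes, although all 9 mice were male. Of 22 measured female-biased liver genes, 15 rose in MG vs. GC, none fell and 7 did not pass (17 higher over the list alone, camera adjusted p = 2.02e-34, 0.00356 with an estimated correlation). *Cyp2a22*, a cytochrome P450 gene, rose from 0.629 ± 0.236 to 7.75 ± 4.03 CPM (mean ± SD, n = 3, log2 fold change 3.58 ± 0.57, adjusted p = 0.00559). Another cytochrome P450 gene, *Cyp2c69*, rose by 3.03 ± 0.59 (adjusted p = 0.0168). Close copies of these P450 genes share sequence, so reads of a family can be split between them. Of 39 measured male-biased liver genes, 24 fell, none rose and 15 did not pass (31 lower over the list alone, camera adjusted p = 1.73e-43, 0.03 with an estimated correlation). They include *Moxd1*, a monooxygenase-like protein (-5.70 ± 0.87, adjusted p = 0.00434), and the glucuronosyltransferase gene *Ugt2b38* (-3.91 ± 0.50, adjusted p = 0.00185). Without GC replicate 1, 10 of the female-biased liver genes rose, and 16 of the male-biased liver genes fell without MG replicate 1 and 16 without MG replicate 3.

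From GC to A1G, 3 female-biased liver genes rose (9 over the list alone, camera adjusted p = 6.38e-07, 0.0889 with an estimated correlation), among them *Cyp4a14* (4.41 ± 0.60, adjusted p = 0.0137). 8 male-biased liver genes fell (21 over the list alone, camera adjusted p = 5.52e-27, 0.0802 with an estimated correlation), among them *Moxd1* (-4.32 ± 0.74, adjusted p = 0.0316), *Mup17* (-2.41 ± 0.38, adjusted p = 0.0257), *Mup1* (-1.66 ± 0.30, adjusted p = 0.0360) and *Mup7* (-1.49 ± 0.20, adjusted p = 0.0137). Among the female-biased liver genes the number that rose in A1G vs. GC was 0 without GC replicate 1 or GC replicate 2, 1 without GC replicate 3 or A1G replicate 3 and 5 without A1G replicate 2, and among the male-biased liver genes the number that fell was 0 without A1G replicate 3, 2 without GC replicate 1 or A1G replicate 1, 3 without MG replicate 2 and 4 without GC replicate 2. For MG vs. A1G only *Prlr* of the female-biased liver genes passed, with 15 higher over the list alone (camera adjusted p = 2.38e-29, 0.014 with an estimated correlation), and the number was 0 without GC replicate 1, GC replicate 2, A1G replicate 2, A1G replicate 3, MG replicate 1 or MG replicate 2 and 2 without GC replicate 3 or MG replicate 3. No member of the male-biased liver genes passed there, with 1 higher and 11 lower over the list alone (camera adjusted p = 7e-11, 0.192 with an estimated correlation): edgeR called 0 higher and 0 lower, against 1 higher and 14 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1). The number of male-biased liver genes that fell there was 1 without GC replicate 3 or MG replicate 3 and 3 without A1G replicate 1. Relative to GC, the mean log2 CPM of the female-biased liver genes was 1.18, 0.48 and 0.98 in the A1G mice and 2.05, 2.07 and 2.33 in the MG mice.

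The major urinary protein genes encode pheromone carriers that male mice shed in urine, and are near-identical copies whose reads cannot be told apart with certainty. Of 19 measured, 13 fell in MG vs. GC (17 over the list alone, camera adjusted p = 3.07e-32, 0.0618 with an estimated correlation) and 9 in A1G vs. GC (14 over the list alone, camera adjusted p = 5.72e-28, 0.0802 with an estimated correlation), with none higher. *Mup2* had log2 fold changes of -3.88 ± 0.56 (adjusted p = 0.00352), in MG vs. GC and -3.14 ± 0.53 (adjusted p = 0.0316), in A1G vs. GC, and *Mup9* of -3.09 ± 0.48 (adjusted p = 0.00508), and -2.64 ± 0.47 (adjusted p = 0.0360). The number of major urinary protein genes that fell in A1G vs. GC was 0 without A1G replicate 3, 2 without MG replicate 2, 3 without A1G replicate 1, 4 without GC replicate 1 or A1G replicate 2 and 5 without GC replicate 2. As a family they took 8.55 ± 2.51% of all counts in GC, 3.83 ± 0.518% in A1G and 2.85 ± 0.149% in MG (mean ± SD, n = 3). From A1G to MG no copy passed (camera adjusted p = 0.000392, 0.413 with an estimated correlation): edgeR called 0 higher and 0 lower, against 0 higher and 2 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1). Of 15 genes of growth hormone signalling, the hormone whose pattern of release sets the sex-biased genes, 2 rose and 1 fell in MG vs. GC (3 and 1 over the list alone, camera adjusted p = 0.0212, 0.335 with an estimated correlation). Beside *Prlr*, *Igfals*, which carries insulin-like growth factors in blood, rose by 0.67 ± 0.12 (adjusted p = 0.00982), and *Igfbp2*, another carrier of these factors, fell (-0.86 ± 0.21, adjusted p = 0.0445). The camera adjusted p was 0.0687 without GC replicate 3 and 0.138 without MG replicate 3, and the number that fell 0 without GC replicate 1, GC replicate 2, A1G replicate 3, MG replicate 1 or MG replicate 2 and 2 without MG replicate 3. In A1G vs. GC and in MG vs. A1G the only member that passed was *Prlr*, with 1 and 5 higher over the list alone (camera adjusted p = 0.875 and 0.000392, the latter 0.162 with an estimated correlation and 0.0629 without A1G replicate 1), and the number of growth hormone signalling genes that rose in A1G vs. GC was 0 without GC replicate 1, GC replicate 2, GC replicate 3, A1G replicate 1, A1G replicate 3, MG replicate 1 or MG replicate 2 and in MG vs. A1G 0 without GC replicate 1, GC replicate 2, A1G replicate 2, A1G replicate 3, MG replicate 1 or MG replicate 2.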

Principal component analysis showed that the gene expression profiles of MG mice were considerably different from those of GC mice, whereas the gene expression profiles in A1G vs. GC and MG vs. A1G were also different (Fig. 3d). Therefore, these results suggest an impact of the space environment on gene expression in the livers of mice, with considerable effects owing to microgravity.

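On the log2 CPM of all 13193 genes tested, the first principal component held 26.9% of the variance and the second 14.7%. On the first component the GC mice lay at -32.1, -28.3 and -33.2 and the MG mice at 29.8, 29.5 and 18.8. The A1G mice lay between, at 23.2, -7.5 and -0.2, with A1G replicate 1 inside the range of MG. The distance between group means over all genes was 59.0 for MG and GC, 49.4 for A1G and GC and 45.1 for MG and A1G, in log2 CPM units. Mice of the same group lay 66.3 apart on average in GC, 63.7 in A1G and 66.8 in MG. These are distances between single mice, so they cannot be set directly against those between means. Group explained 37.9% of the variance, part of which any division into 3 groups would explain. Of the 280 ways to divide 9 mice into 3 groups of 3, none separated the groups as far as the real one (exact permutation test, p = 0.00357, the smallest that can be reached). With log2(TPM + 1) the p of that exact test was 0.00714.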

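A1G vs. GC compares mice that flew at 1 g with mice on the ground. *Cyp26b1*, which clears retinoic acid, rose there from 3.49 ± 2.27 to 40.7 ± 18.7 CPM (mean ± SD, n = 3, log2 fold change 3.51 ± 0.46, adjusted p = 0.0137), and *Retsat*, which saturates retinol, by 1.60 ± 0.31 (adjusted p = 0.0474). *Hipk2*, a kinase of stress signalling, rose by 1.44 ± 0.27 (adjusted p = 0.0458), and *Impact*, which restrains the response to amino acid shortage, by 1.23 ± 0.24 (adjusted p = 0.0499). All 4 also rose in MG vs. GC, by 2.39 ± 0.46 (adjusted p = 0.0161), by 1.30 ± 0.31 (adjusted p = 0.0426), by 1.26 ± 0.27 (adjusted p = 0.0288) and by 1.30 ± 0.24 (adjusted p = 0.0140). *Lpin1*, which takes part in triglyceride synthesis and responds to fasting, fell in A1G vs. GC (-2.28 ± 0.24, adjusted p = 0.00481) but did not pass in MG vs. GC (-0.44 ± 0.23, adjusted p = 0.331). It was the lowest in A1G, at 51.0 ± 14.1 CPM, against 247 ± 68.1 in GC and 182 ± 24.6 in MG. Of 29 genes in the list of fasting, gluconeogenesis and glucocorticoid response, 3 fell in A1G vs. GC and none rose (11 lower over the list alone, camera adjusted p = 2.5e-10, 0.0802 with an estimated correlation). Beside *Lpin1* these are *Zbtb16*, a transcription factor raised by glucocorticoids (-1.27 ± 0.25, adjusted p = 0.0499), and *Tsc22d3*, another such gene (-1.07 ± 0.19, adjusted p = 0.0360). The number that fell was 1 without GC replicate 1, GC replicate 2, A1G replicate 3 or MG replicate 2 and 5 without MG replicate 3. In MG vs. GC 1 fell, *Tat*, which breaks down tyrosine (-0.71 ± 0.14, adjusted p = 0.0208), with 4 higher and 4 lower over the list alone (camera adjusted p = 0.42), and of this list the number that fell was 0 without GC replicate 2, MG replicate 1 or MG replicate 2, 2 without GC replicate 3 and 3 without A1G replicate 1 and the number that rose 1 without A1G replicate 1 or MG replicate 2 and 2 without GC replicate 3. In MG vs. A1G only *Lpin1* passed, with 9 higher over the list alone (camera adjusted p = 1.71e-09, 0.0717 with an estimated correlation), a number that was 0 without GC replicate 1, GC replicate 2, A1G replicate 2, A1G replicate 3, MG replicate 1 or MG replicate 2 and 2 without A1G replicate 1.

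The paper reasons from the number of differentially expressed genes, the volcano plot, the heatmap and the principal components, all of which set MG furthest from GC. From these it proposes that the space environment alters gene expression in the liver and that microgravity has considerable effects.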

**Figure 3.**
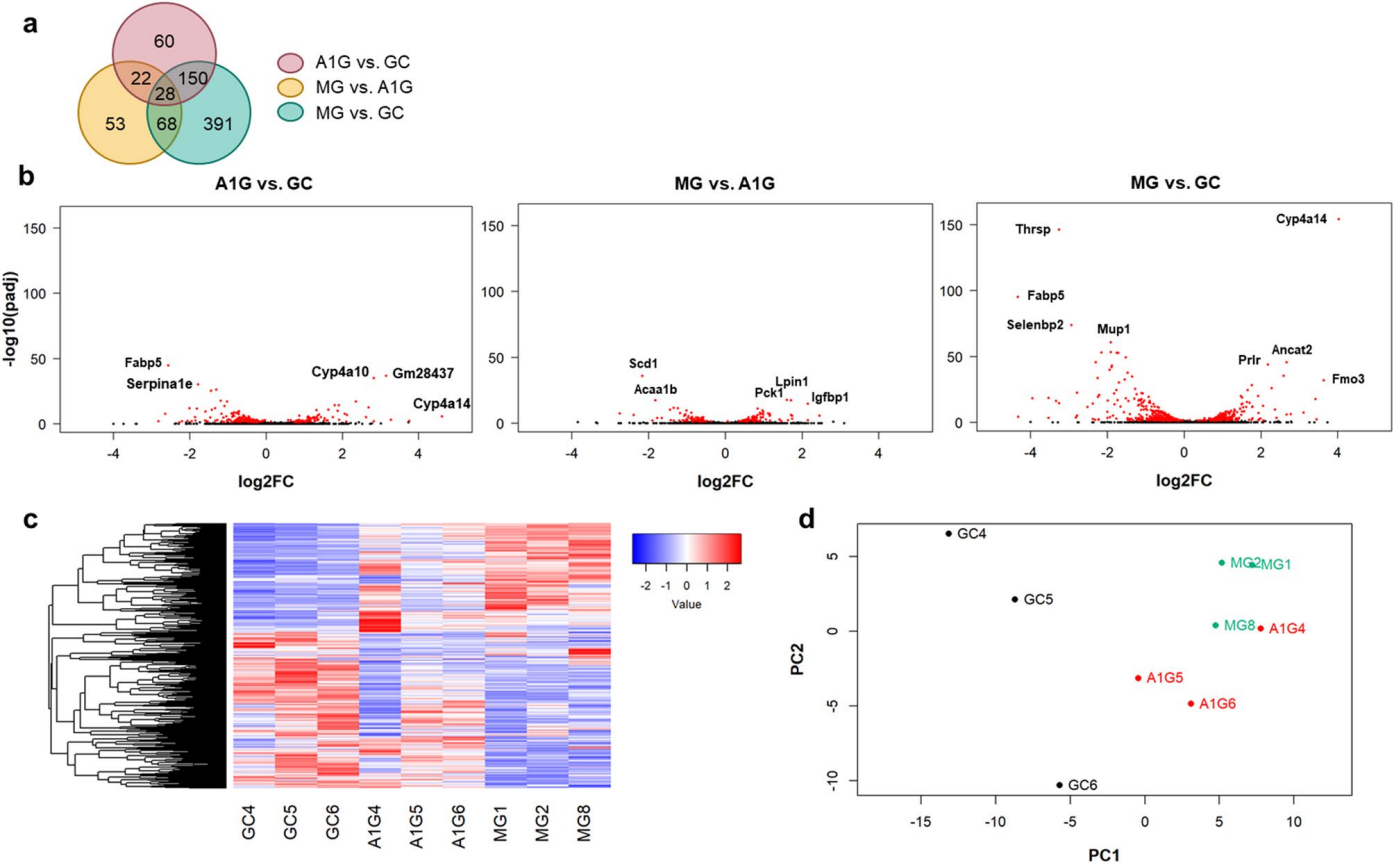
Global transcriptomic differences in the livers from control mice on Earth (GC), mice under artificial earth gravity in space (A1G), and mice under microgravity in space (MG). (**a**) Venn diagram representing the number of significant differentially expressed genes. The number of overlapping regions means significant differentially expressed genes in common. For example, the number of overlapping regions of “A1G vs. GC” and “MG vs. GC” was 150, indicating that 150 genes were significantly differentially expressed between not only A1G and GC, but also MG and GC. (**b**) Volcano plot showing the log2 scaled fold change (x-axis) and the minus log10 *p*-value (y-axis) of each gene in the differential expression analysis. Genes with a significant expression change are highlighted as red dots. Prominent transcripts are labelled by GeneSymbol. (**c**) Heatmap showing the gene expression values (normalized as transcripts per millions) of selected genes in each sample, significantly differentially expressed between any two groups. Red and blue color intensity correlates with relative signal abundance of selected genes. (**d**) Principal component analysis (PCA) plot, which shows the two first PCs (principal components) values of each sample. Differentially expressed genes were detected by means of DESeq2^37^ cloud using a Wald test, a parametric fit type, and setting an adjusted *p*-value cutoff of 0.05 (*n *= 3 each). Analysis was conducted in R^31^.

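Most genes that changed in A1G vs. GC also changed in MG vs. GC. 64 genes passed in both comparisons, 16 higher and 48 lower in both, and 0 moved in opposite directions. Of these, 62 did not pass in MG vs. A1G and 2 did. The number that passed in both was 3 without A1G replicate 3, 11 without GC replicate 2, 13 without GC replicate 1, 21 without MG replicate 2, 27 without A1G replicate 1, 33 without MG replicate 1 and 141 without GC replicate 3. Genes shared and higher include *Cyp2c29*, a cytochrome P450 of drug metabolism (0.87 ± 0.14, adjusted p = 0.00728, in MG vs. GC and 1.03 ± 0.14, adjusted p = 0.0148, in A1G vs. GC), and *Acnat2* (1.65 ± 0.24, adjusted p = 0.0200, in A1G vs. GC). Genes shared and lower include *Chrna4* (-2.82 ± 0.43, adjusted p = 0.0234, in A1G vs. GC, n = 3 mice per group) and *Cib3* (-2.81 ± 0.50, adjusted p = 0.0360). 370 genes passed in MG vs. GC alone, 20 in A1G vs. GC alone and 2 in MG vs. A1G alone, of 462 that passed anywhere. Had the lists been independent, 0.27 shared higher and 1.34 shared lower genes would be found. Both comparisons use the same 3 GC libraries, which by itself makes log2 fold changes alike. In 40 simulations without any group difference that kept the shared libraries, the mean number of genes shared in the same direction was 0.1 and the highest 1, which is chance with few calls in either comparison and does not show how many of the 64 come from the GC libraries they share. Across the genes tested, which are not independent replicates, the covariance of the log2 fold changes was 0.189 against 0.0583 in the simulations, and 74.7% against 66.7% had the same sign. 3 control libraries cannot be divided into separate controls of at least 2 each, so part of the excess may still come from the controls they share. MG vs. GC and MG vs. A1G, which share the MG libraries, had 7 genes in common, 4 higher and 3 lower in both, with a covariance of 0.154 against 0.0601 in the simulations and the same sign in 66.8% of genes against 67.0%, so the signs agreed no more often than without a group difference. A1G vs. GC and MG vs. A1G shared 2 in the same direction and 1, *Lpin1*, in opposite directions, with a covariance of -0.0505 against -0.0566 and the same sign in 41.4% against 33.7%.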

We then performed pathway data prediction using databases, such as Gene Ontology (GO), Reactome, and KEGG pathway (Supplementary Figs. S3, S4 and S5 online). 

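Many genes that make fatty acids were lower in flown mice. *Fasn*, fatty acid synthase (ENSMUSG00000025153.9, chromosome 11, 120805846 to 120824547, GRCm38), fell from 1655 ± 101 CPM in GC to 435 ± 1.18 in MG (mean ± SD, n = 3), a log2 fold change of -1.93 ± 0.14 (adjusted p = 6.72e-05). *Scd1*, which desaturates fatty acids (ENSMUSG00000037071.2, chromosome 19, 44394455 to 44407879), fell from 14575 ± 1933 to 1289.9 ± 709 CPM (-3.50 ± 0.42, adjusted p = 0.00133). *Acss2*, which makes acetyl-CoA from acetate, had -2.07 ± 0.14 (adjusted p = 6.72e-05), *Elovl6*, which lengthens fatty acids, had -2.35 ± 0.22 (adjusted p = 0.000388), and *Thrsp*, a regulator of lipid synthesis, had -3.56 ± 0.53 (adjusted p = 0.00412). *Fabp5*, a fatty acid carrier, fell by more (-4.73 ± 0.46, adjusted p = 0.000388), as did *Pnpla3*, a lipase of lipid droplets (-5.03 ± 0.59, adjusted p = 0.00109). Of 30 measured genes of fatty acid and triglyceride synthesis, 19 fell in MG vs. GC, none rose and 11 did not pass, with 24 lower over the list alone (camera adjusted p = 5.47e-64, 0.00356 with an estimated correlation). For A1G vs. GC 13 fell, with 22 lower over the list alone (camera adjusted p = 2.02e-40, 0.0125 with an estimated correlation). There *Fasn* had -1.18 ± 0.13 (adjusted p = 0.00682), *Acss2* -1.32 ± 0.14 (adjusted p = 0.00481), *Elovl6* -1.63 ± 0.22 (adjusted p = 0.0137), *Fabp5* -2.81 ± 0.40 (adjusted p = 0.0158), and *Pnpla3* -2.94 ± 0.48 (adjusted p = 0.0280), whereas *Scd1* (-1.34 ± 0.39, adjusted p = 0.158) and *Thrsp* (-2.14 ± 0.50, adjusted p = 0.0898) did not pass. The number that fell in A1G vs. GC was 3 without A1G replicate 3, 5 without GC replicate 2, 6 without GC replicate 1 and 8 without MG replicate 2.

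**Figure D1:**
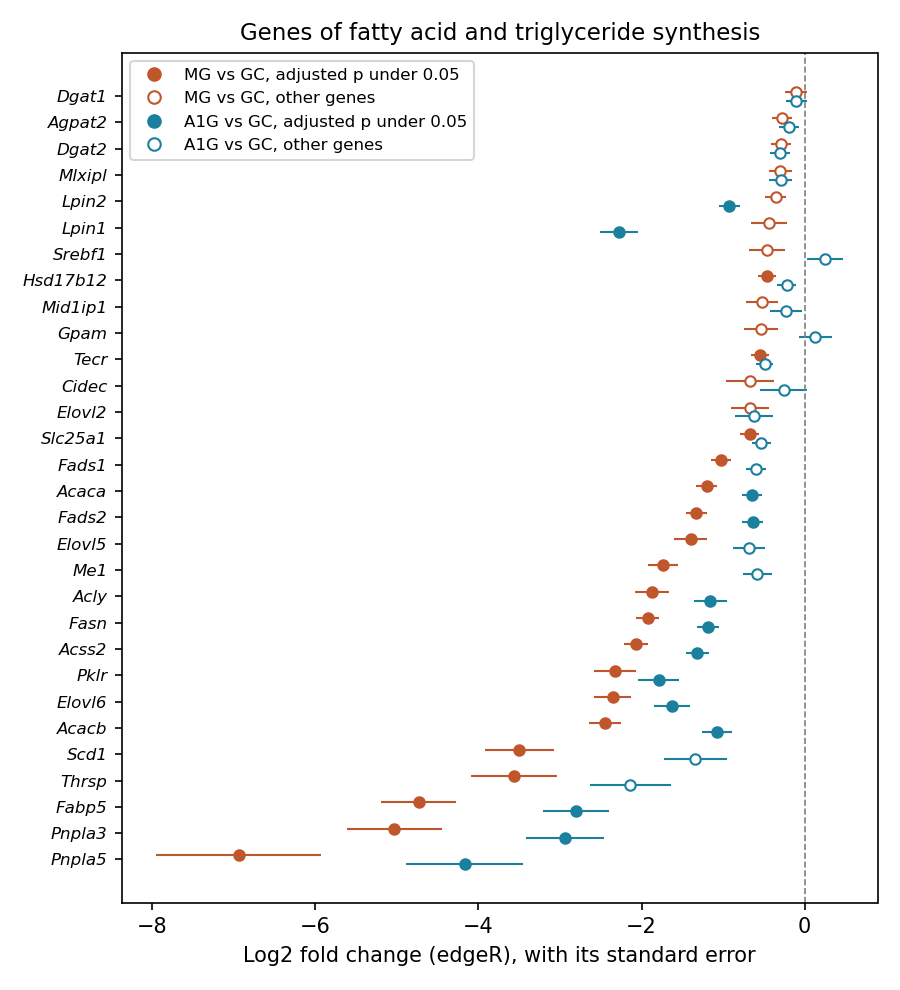
Log2 fold changes (x axis, edgeR, with standard errors) of the genes of fatty acid and triglyceride synthesis in MG vs. GC and A1G vs. GC, n = 3 mice per group. Filled points passed an adjusted p of 0.05: 19 genes in MG vs. GC and 13 in A1G vs. GC, all lower than in GC.

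Some genes of cholesterol synthesis fell as well. 7 of 25 measured genes of cholesterol synthesis and uptake were lower in MG vs. GC and none was higher (1 and 7 higher and lower over the list alone, camera adjusted p = 6.04e-05, 0.586 with an estimated correlation), among them *Pmvk* (-1.38 ± 0.15, adjusted p = 0.000808), *Dhcr7* (-1.12 ± 0.16, adjusted p = 0.00375), *Fdps* (-1.03 ± 0.18, adjusted p = 0.00873) and *Acat2* (-0.79 ± 0.12, adjusted p = 0.00397). The median log2 fold change of the list in MG vs. GC was -0.23, and turned to 0.02 in log2(TPM + 1), where the median of all genes was 0.24. From GC to A1G 6 fell (18 over the list alone, camera adjusted p = 3.11e-23, 0.0889 with an estimated correlation), among them *Fdps* (-1.16 ± 0.18, adjusted p = 0.0228). Of the cholesterol synthesis and uptake genes, the number that fell in MG vs. GC was 3 without MG replicate 2 and 4 without MG replicate 1, and in A1G vs. GC 0 without GC replicate 1, GC replicate 2 or A1G replicate 3, 1 without A1G replicate 1 and 2 without MG replicate 1 or MG replicate 2.

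Genes that PPARalpha turns on to burn fatty acids went the other way, in part. Of 42 measured PPARalpha targets and fatty acid oxidation genes, 7 rose and 1 fell in MG vs. GC (11 and 2 over the list alone, camera adjusted p = 0.000244, 0.636 with an estimated correlation). *Cyp4a14*, which hydroxylates fatty acids, rose from 138 ± 18.6 to 2052 ± 403 CPM (3.89 ± 0.59, adjusted p = 0.00434), and *Acot3*, an acyl-CoA thioesterase, by 2.42 ± 0.56 (adjusted p = 0.0382). *Cyp4a10*, another fatty acid hydroxylase, rose by 2.09 ± 0.50 (adjusted p = 0.0418), and the member that fell was *Fabp1*, the liver's main fatty acid carrier (-1.45 ± 0.21, adjusted p = 0.00349). In A1G vs. GC 4 rose (20 over the list alone, camera adjusted p = 2.38e-14, 0.451 with an estimated correlation), which were *Cyp4a14*, at 2947 ± 3064 CPM with a spread wider than the mean, *Cyp4a31* (2.58 ± 0.50, adjusted p = 0.0463), *Acot1* (1.45 ± 0.28, adjusted p = 0.0463) and *Crat*, which handles short acyl groups (0.85 ± 0.14, adjusted p = 0.0316). The number of PPARalpha targets and fatty acid oxidation genes that rose in MG vs. GC was 1 without GC replicate 2 or MG replicate 3, 2 without GC replicate 3 or MG replicate 1, 3 without MG replicate 2 and 11 without A1G replicate 1, and in A1G vs. GC 0 without GC replicate 1 or GC replicate 2, 1 without A1G replicate 3 and 2 without GC replicate 3, MG replicate 1 or MG replicate 2. In glycolysis, which supplies fat synthesis, 6 of 15 genes fell in MG vs. GC (8 over the list alone, camera adjusted p = 1.84e-12, 0.0965 with an estimated correlation), led by *Pklr*, liver pyruvate kinase (-2.33 ± 0.26, adjusted p = 0.000808), and *Khk*, which traps fructose (-1.32 ± 0.20, adjusted p = 0.00456). 3 fell in A1G vs. GC (8 over the list alone, camera adjusted p = 1.17e-10, 0.0889 with an estimated correlation): *Pklr* (-1.79 ± 0.25, adjusted p = 0.0150), *Eno1* (-0.60 ± 0.11, adjusted p = 0.0360) and *Gpi1* (-0.56 ± 0.11, adjusted p = 0.0458). This number was 0 without GC replicate 1, GC replicate 2 or A1G replicate 3, 1 without A1G replicate 1, MG replicate 1 or MG replicate 2 and 6 without GC replicate 3. The list also stood lower in MG than in A1G, where edgeR called 0 higher and 0 lower, against 0 higher and 2 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1) (0 higher and 0 lower over the list alone, camera adjusted p = 0.0445, 0.521 with an estimated correlation, 0.0512 without GC replicate 1, 0.0526 without GC replicate 2, 0.241 without A1G replicate 2, 0.114 without A1G replicate 3 and 0.218 without MG replicate 1).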

In general, lipid metabolism was in a prominent change between MG and GC mice, as described before^1^. 

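Genes of enzymes that oxidize or conjugate drugs, steroids and other foreign or waste molecules went both ways in MG mice. Supplementary Table 3 lists 72 genes under 'biological oxidations', of which 68 had enough counts, and 26 of these rose in MG vs. GC and none fell (35 higher and 0 lower over the list alone). The study chose these genes on the same samples, so their count is not independent evidence. Among the genes that oxidize nitrogen and sulfur in foreign compounds, *Fmo2* rose (29.0 ± 8.91 CPM in GC and 108 ± 61.4 in MG, mean ± SD, n = 3, log2 fold change 1.89 ± 0.34, adjusted p = 0.0112), as did *Fmo1* (0.68 ± 0.14, adjusted p = 0.0224). Of 18 UDP-glucuronosyltransferase genes, which attach glucuronic acid to molecules for excretion and share parts of their transcripts, 2 rose and 4 fell (2 higher and 4 lower over the list alone). *Ugt1a1*, which clears bilirubin, rose by 0.64 ± 0.14 (adjusted p = 0.0285) and *Ugt3a1* by 0.75 ± 0.17 (adjusted p = 0.0311), whereas *Ugt1a5* (-1.54 ± 0.23, adjusted p = 0.00434) and *Ugt2b1* (-1.19 ± 0.15, adjusted p = 0.00157) fell. The median log2 fold change of this family was 0.07, its mean -0.32, and its camera test pointed down (adjusted p = 0.387). The number of UDP-glucuronosyltransferase genes that rose was 0 without GC replicate 2 or MG replicate 2 and 1 without GC replicate 1, GC replicate 3, MG replicate 1 or MG replicate 3. Among 8 sulfotransferase genes, which attach sulfate, 2 rose and 1 fell (2 higher and 1 lower over the list alone, camera adjusted p = 0.0945, against 0.0351 without GC replicate 1 and 0.0463 without GC replicate 2): *Sult1e1* (3.00 ± 0.68, adjusted p = 0.0343) and *Sult2a7* (1.78 ± 0.31, adjusted p = 0.00975) rose at low counts and *Sult5a1* (-1.52 ± 0.35, adjusted p = 0.0383) fell. Of the sulfotransferase genes, the number that rose was 1 without GC replicate 1, GC replicate 2, A1G replicate 3, MG replicate 1, MG replicate 2 or MG replicate 3, and the number that fell 0 without GC replicate 1, GC replicate 2, A1G replicate 2, MG replicate 1, MG replicate 2 or MG replicate 3. Supplementary Table 4 lists 23 genes under 'glutathione metabolism'. Of 23 measured, 0 rose and 4 fell in MG vs. GC (0 higher and 6 lower over the list alone), which were *Rrm2*, a subunit of ribonucleotide reductase (-1.47 ± 0.25, adjusted p = 0.00873), *Pgd*, which makes NADPH (-1.33 ± 0.16, adjusted p = 0.00157), *Gstp1* and *Gstm6*.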

Notably, pathways including biological oxidation, oxidoreductase activity, and glutathione metabolism were among the top ten pathways that largely changed in MG compared to GC mice (Supplementary Fig. S3 online). Furthermore, pathways related to oxidative stress were also changed in A1G vs. GC mice and MG vs. A1G mice, implying that oxidative stress was induced by both the spaceflight environment and microgravity. 

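Of 35 genes listed as oxidative stress defence enzymes, most of which remove superoxide or peroxides or restore oxidized thiols, none changed in A1G vs. GC or in MG vs. A1G. The list also holds *Ncf1* and *Cyba*, parts of an enzyme that makes superoxide, and *Txnip*, which inhibits thioredoxin. A shared direction of the list would therefore not mean defence alone. For A1G vs. GC the smallest p belonged to *Prdx4*, a peroxide-reducing enzyme of the endoplasmic reticulum (-0.57 ± 0.12, adjusted p = 0.0538, n = 3 mice per group), *Gsr*, glutathione reductase (0.67 ± 0.14, adjusted p = 0.0559), *Srxn1*, which repairs oxidized peroxiredoxins (1.22 ± 0.28, adjusted p = 0.0803), and *Txnrd1*, thioredoxin reductase (0.53 ± 0.13, adjusted p = 0.111). For MG vs. A1G they belonged to *Mt2*, a metallothionein (1.42 ± 0.51, adjusted p = 0.394), and *Selenop*, a carrier of selenium (0.35 ± 0.13, adjusted p = 0.414). Against GC, in A1G edgeR called 0 higher and 0 lower, against 5 higher and 4 lower at an unadjusted p under 0.05 and 1 higher and 0 lower by limma on log2(TPM + 1), and 3 higher and 1 lower over the list alone (camera adjusted p = 0.875). For MG vs. A1G, edgeR called 0 higher and 0 lower, against 3 higher and 0 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1), and 0 higher and 0 lower over the list alone (camera adjusted p = 0.23). For MG vs. GC 1 rose, *Gsr*, and 2 fell, *Prdx3* (-0.51 ± 0.12, adjusted p = 0.0341) and *Prdx4* (-0.48 ± 0.12, adjusted p = 0.0476), with 3 higher and 2 lower over the list alone (camera adjusted p = 0.387). In limma on log2(TPM + 1) of filtered genes the camera adjusted p of the oxidative stress defence enzymes in MG vs. GC was 0.0214, and in edgeR it was 0.0348 without GC replicate 1. The number of oxidative stress defence enzymes that rose was 0 without GC replicate 2, GC replicate 3, A1G replicate 2, A1G replicate 3, MG replicate 1, MG replicate 2 or MG replicate 3 and 4 without A1G replicate 1, and the number that fell 0 without GC replicate 1, GC replicate 2, A1G replicate 2, A1G replicate 3, MG replicate 1, MG replicate 2 or MG replicate 3 and 1 without GC replicate 3. Genes induced by heat shock and as immediate early responses to stress (25 measured), p53 targets (18) and the hypoxia response (13) gave 1 lower gene in MG vs. GC and in A1G vs. GC, *Pdk1*, a kinase that inhibits pyruvate dehydrogenase (-0.92 ± 0.09, adjusted p = 0.000506, and -0.59 ± 0.09, adjusted p = 0.0257). Of the hypoxia response list, the number that fell in A1G vs. GC was 0 without GC replicate 1, GC replicate 2, A1G replicate 1, A1G replicate 3 or MG replicate 2. Of the immediate early and heat shock genes, the number that fell in MG vs. GC was 1 without GC replicate 3 or MG replicate 2. Their camera adjusted p was 0.484, 0.48 and 0.484 in MG vs. GC, 0.229, 0.272 and 0.839 in A1G vs. GC and 0.625, 0.769 and 0.205 in MG vs. A1G. For the immediate early and heat shock genes it was 0.0134 without GC replicate 2 and 0.00545 without A1G replicate 3 in A1G vs. GC and 0.0328 without A1G replicate 3 in MG vs. A1G.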

(Supplementary Figs. S4 and S5 online).

We also performed gene set enrichment analysis (GSEA) of differentially expressed genes. Importantly, changes in some pathways related to oxidative stress or sulfur metabolism were detected in various databases (Fig. 4, Supplementary Fig. S6a and Supplementary Table 2 online). 

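In Supplementary Table 3, 12 genes stand under 'oxidative stress', all measured. 2 rose in MG vs. GC and none fell (4 higher and 0 lower over the list alone): *Ugt1a1* and *Gsr*, the latter from 53.6 ± 4.27 to 79.7 ± 0.912 CPM (mean ± SD, n = 3, log2 fold change 0.57 ± 0.14, adjusted p = 0.0463). *Gsr* kept its call in 1 of 9 tests that each left out a library (highest adjusted p 0.177, without GC replicate 2). From GC to A1G 0 of them passed over all genes and 7 were higher when adjusted over the list alone: edgeR called 0 higher and 0 lower, against 7 higher and 0 lower at an unadjusted p under 0.05 and 2 higher and 0 lower by limma on log2(TPM + 1) (study list: oxidative stress). The genes nearest to a call there, after *Gsr*, were *Txnrd1* (0.53 ± 0.13, adjusted p = 0.111), *Ugt1a1* (0.53 ± 0.14, adjusted p = 0.127) and *Gclc* (0.78 ± 0.24, adjusted p = 0.182). From A1G to MG 0 passed, with 1 higher and 0 lower at an unadjusted p under 0.05. Of the 68 measured genes under 'biological oxidations', 6 rose and none fell in A1G vs. GC (24 higher and 2 lower over the list alone). They include *Cyp4a14*, *Cyp26b1*, *Cyp2b10* (3.17 ± 0.41, adjusted p = 0.0137) and *Cyp2c29*. In MG vs. A1G 1 rose, *Cyp2c68* (25 higher and 2 lower over the list alone). The members were picked by the study from the same libraries, so these counts are not independent evidence.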

Notably, GSEA revealed that gene sets of ‘oxidative stress’ and ‘biological oxidations’ were upregulated in A1G mice compared to GC mice, as well as in MG mice compared to GC mice (Fig. 4c and Supplementary Fig. S6b online), consistent with the upregulation of gene expression related to these gene sets (Supplementary Table 3 online). These results suggest that both microgravity and other spaceflight environments (e.g., radiation and stressors) change gene expression related to oxidative stress. In contrast, GSEA revealed that gene sets of ‘glutathione transferase activity’, ‘glutathione-mediated detoxification’, and ‘glutathione metabolism’ were downregulated in MG mice compared to A1G mice (Fig. 4c and Supplementary Fig. S6b online), consistent with the downregulation of gene expression related to these gene sets (Supplementary Table 4 online). These results imply that the reducing ability of GSH is lower in MG mice than in A1G mice. Furthermore, GSEA revealed that gene sets of ‘methionine adenosyltransferase (MAT) activity’, ‘superpathway of methionine degradation’, and ‘sulfur amino acid metabolism’ were upregulated in the livers of MG mice compared to A1G mice (Fig. 4c and Supplementary Fig. S6b online), consistent with the upregulation of gene expression related to these gene sets (Supplementary Table 5 online). This upregulated metabolism (production and degradation) of sulfur compounds was considered to be caused by a compensatory metabolism in response to the decrease in the amount of SAM and its derivative cystathionine in MG mice compared to A1G mice (Figs. 1a and 2c).

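Glutathione S-transferases join glutathione to reactive molecules. For MG vs. A1G no gene of the family changed, while most stood lower in MG. *Gstp1*, the main form of the male liver, stood at 1034 ± 478 CPM in A1G and 415 ± 95.7 in MG (mean ± SD, n = 3, log2 fold change -1.32 ± 0.27, adjusted p = 0.0912). *Gsta1*, an inducible form, had -4.17 ± 1.09 (adjusted p = 0.219), *Gstm3* -1.65 ± 0.55 (adjusted p = 0.321), and *Gstm6* -0.58 ± 0.15 (adjusted p = 0.221). Their copies are alike, so reads can be split between them. Under 'glutathione transferase activity' in Supplementary Table 4, 15 of 15 genes had a negative log2 fold change, under 'glutathione-mediated detoxification' 10 of 10 and under 'glutathione metabolism' 23 of 23. The numbers lower at an unadjusted p under 0.05 were 9, 7 and 12, and over the list alone 5, 6 and 7. edgeR called 0 of them over all genes. The study chose these genes for their change in the same mice, so the counts are not independent evidence. In A1G vs. GC, none of them passed over all genes, and 3, 2 and 4 were higher when adjusted over the list alone.

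Of all 24 glutathione S-transferase genes chosen by symbol, 19 had a negative log2 fold change in MG vs. A1G (median -0.32), with 0 higher and 3 lower over the list alone (camera adjusted p = 0.000106, 0.364 with an estimated correlation). For this family edgeR called 0 higher and 0 lower, against 0 higher and 9 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1). The camera adjusted p was 0.0919 without A1G replicate 1, where the median log2 fold change was -0.06. Relative to GC, the family's mean log2 CPM was 0.95 in A1G replicate 1, 0.14 and -0.05 in the other A1G mice and -0.04, -0.31 and -0.20 in the MG mice. For A1G vs. GC the family did not change either (3 higher and 1 lower over the list alone, camera adjusted p = 0.272, against 0.0206 without GC replicate 1 and 0.0018 without A1G replicate 3): edgeR called 0 higher and 0 lower, against 4 higher and 3 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1). *Gsta1* had 4.16 ± 1.07 (adjusted p = 0.123) there, and 1.77 in the test without A1G replicate 1.

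**Figure D2:**
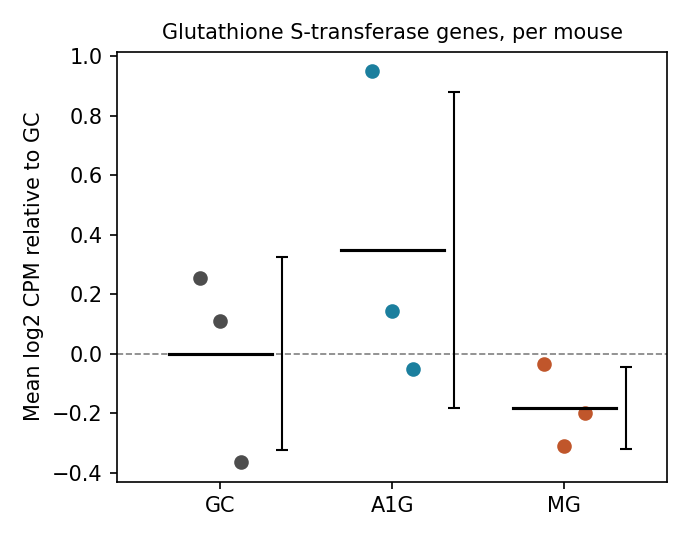
Mean log2 CPM of the glutathione S-transferase genes relative to the GC mean (y axis), a point per mouse, with the mean (bar) and SD (whisker) of each group, n = 3. A1G replicate 1, at 0.95, lies above all other mice, which range from -0.37 to 0.26.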

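Of the enzymes that make, reduce and recycle glutathione, edgeR called none between MG and A1G. *Gclc* and *Gclm*, the parts of the enzyme that limits glutathione synthesis, had log2 fold changes of -0.37 ± 0.24 (adjusted p = 0.736), and 0.15 ± 0.11 (adjusted p = 0.772), and *Gsr* of -0.10 ± 0.14 (adjusted p = 0.907) (n = 3 mice per group). *Pgd*, which supplies NADPH for the reduction, came nearest to a call (-0.89 ± 0.16, adjusted p = 0.0648). Of 23 genes of glutathione synthesis, recycling and turnover, edgeR called 0 higher and 0 lower, against 1 higher and 3 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1), with 0 higher and 1 lower over the list alone (camera adjusted p = 0.231), and the number that fell was 1 without MG replicate 3. Genes that the oxidant sensor NRF2 switches on stood lower in MG as a list. Of 34 measured NRF2 target genes, 0 rose and 1 fell (0 higher and 4 lower over the list alone, camera adjusted p = 1.23e-08, 0.364 with an estimated correlation). The member that fell, *Me1*, makes NADPH for fat synthesis (291 ± 76.6 CPM in A1G and 131 ± 18.1 in MG, mean ± SD, -1.16 ± 0.18, adjusted p = 0.0423). The list's camera adjusted p was 0.108 without A1G replicate 1, and *Me1* kept its call in 2 of 9 tests that each left out a library (highest adjusted p 0.167, without MG replicate 1).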

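Methionine is turned into S-adenosylmethionine by the MAT enzymes, then into homocysteine, cystathionine and cysteine. Of the genes of this route, none changed in MG vs. A1G over all genes tested, while most stood higher in MG. In Supplementary Table 5, 2 of 2 measured genes under 'methionine adenosyltransferase activity', 12 of 12 under 'superpathway of methionine degradation' and 9 of 9 under 'sulfur amino acid metabolism' had a positive log2 fold change. At an unadjusted p under 0.05, 1, 5 and 5 were higher, and over the list alone 1, 2 and 2, against 0 called by edgeR over all genes. Having been chosen by the study on these samples, the lists are not independent evidence. *Mat2a*, the MAT form of other tissues, had 0.24 ± 0.21 (adjusted p = 0.810) (n = 3 mice per group) and *Mat2b*, its partner, 0.16 ± 0.13 (adjusted p = 0.799). *Cbs*, which joins homocysteine to serine, had 0.33 ± 0.13 (adjusted p = 0.484), and *Nnmt*, which spends S-adenosylmethionine on nicotinamide, 0.83 ± 0.20 (adjusted p = 0.185). Of 26 genes of the methionine cycle, trans-sulfuration and cysteine catabolism list, 20 had a positive log2 fold change, with 3 higher and 0 lower over the list alone (camera adjusted p = 0.00034, 0.276 with an estimated correlation), and edgeR called 0 higher and 0 lower, against 7 higher and 1 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1). For the 3 methionine adenosyltransferases (1 higher and 0 lower over the list alone), the camera adjusted p was 0.00249, and 0.158 with an estimated correlation. Against GC, the methionine cycle, trans-sulfuration and cysteine catabolism list stood lower in A1G (0 higher and 0 lower over the list alone, camera adjusted p = 0.0155, 0.475 with an estimated correlation, 0.0809 without A1G replicate 1), with a median log2 fold change of -0.23 that turned to 0.05 in log2(TPM + 1), where the camera adjusted p was 0.161, as it was 0.055 with library sizes alone. The median of all genes in A1G vs. GC was 0.24 in log2(TPM + 1), so that of the list stayed below it. From GC to MG 1 member rose and 1 fell (2 higher and 1 lower over the list alone, camera adjusted p = 0.726), *Mat1a* and *Kyat1*, which acts on cysteine conjugates (-0.69 ± 0.12, adjusted p = 0.0111), with a number of members that fell of 0 without MG replicate 2 and that rose of 0 without GC replicate 1, GC replicate 2, A1G replicate 2, MG replicate 1, MG replicate 2 or MG replicate 3. The study's lists gave 1, 1 and 2 higher in MG vs. GC (1, 2 and 3 over the list alone) and 0, 0 and 0 in A1G vs. GC. The 8 genes of sulfate activation and transport did not change in MG vs. GC, A1G vs. GC or MG vs. A1G (camera adjusted p = 0.841, 0.805 and 0.527): in A1G vs. GC edgeR called 0 higher and 0 lower, against 2 higher and 3 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1), with 2 higher and 2 lower over the list alone.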

**Figure 4.**
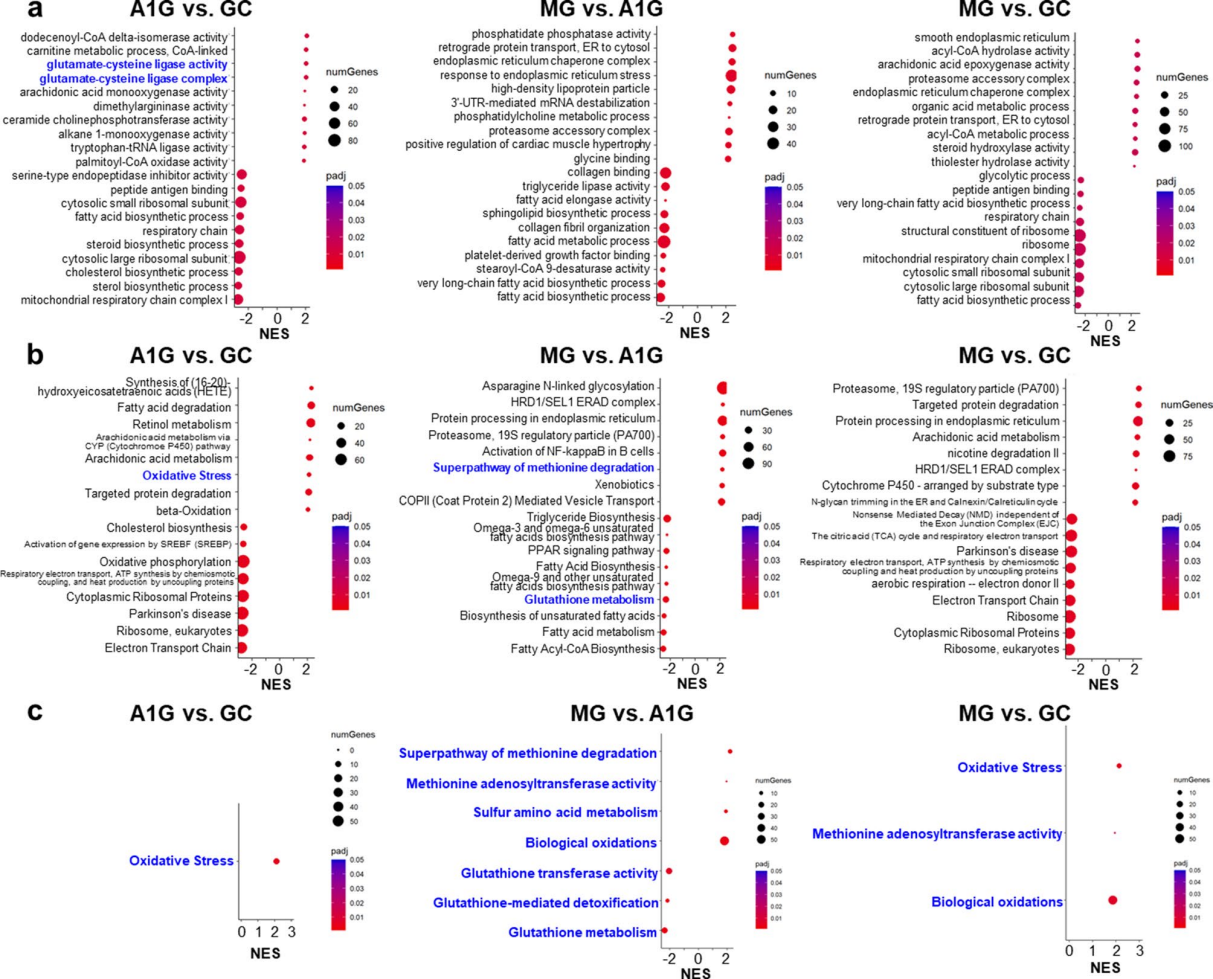
Gene set enrichment analysis (GSEA) of differentially expressed genes in the livers after spaceflight. The normalized enrichment score (NES) of each term is plotted. GSEA of differentially expressed genes annotated to Gene Ontology (GO) (**a**), and Reactome, KEGG, WikiPathways, BIOCYC, and LIPID MAPS (**b**) in the livers compared in between GC, A1G, and MG mice. The top 10 pathways with the highest and lowest NES values were shown each. (**c**) GSEA results about pathways related to oxidative stress, sulfur metabolism, or glutathione metabolism. The dot color, the adjusted p-value of enrichment; NumGenes, the leading-edge genes that drive the enrichment of each category. Pathways colored blue are related to oxidative stress, sulfur metabolism, or glutathione metabolism. Analysis was conducted in R^31^, using the R packages GOseq^38^ and fgsea^39^.

Moreover, we investigated the linkages of genes and biological concepts, which suggests that pathways, such as biological oxidations, antioxidant activity, and glutathione metabolism, were central hubs linked to other pathways changed in the livers after spaceflight (Fig. 5 and Supplementary Figs. S7, S8, and S9 online). In particular, there was a strong increase in many subtypes of *CYP* genes, each of which encodes a member of the cytochrome P450 superfamily of enzymes. 

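Of 65 measured cytochrome P450 genes, 17 rose and 8 fell in MG vs. GC, and 40 did not pass (21 higher and 13 lower over the list alone). The rises include *Cyp2c38* (34.2 ± 7.65 CPM in GC and 118 ± 33.4 in MG, mean ± SD, n = 3, log2 fold change 1.79 ± 0.21, adjusted p = 0.00131), *Cyp2c39* (1.75 ± 0.29, adjusted p = 0.00706), *Cyp2c54* (1.49 ± 0.18, adjusted p = 0.00150) and *Cyp2c37* (1.40 ± 0.14, adjusted p = 0.000506), which metabolize drugs and arachidonic acid. The falls include *Cyp1a2*, which metabolizes caffeine and aromatic amines (-1.64 ± 0.22, adjusted p = 0.00242), *Cyp2d40* (-1.39 ± 0.25, adjusted p = 0.0104), and *Cyp7b1* (-1.03 ± 0.24, adjusted p = 0.0365) and *Cyp27a1* (-0.62 ± 0.13, adjusted p = 0.0228), which make bile acids. Members of the Cyp2c and Cyp3a groups are close copies whose reads can be split between them. The median log2 fold change of the family was 0.01 and its mean 0.42 (camera adjusted p = 0.000506, 0.292 with an estimated correlation), and the median turned to -0.01 with upper quartile scaling. The camera adjusted p was 0.08 without GC replicate 3, and the number of cytochrome P450 genes that fell was 2 without MG replicate 1 or MG replicate 3 and 5 without GC replicate 1, GC replicate 2 or MG replicate 2. From GC to A1G 5 rose and 1 fell (15 higher and 7 lower over the list alone, camera adjusted p = 0.129, against 0.0122 without GC replicate 1 and 0.000138 without A1G replicate 1), the latter being *Cyp2d9* (-0.77 ± 0.15, adjusted p = 0.0458), and the number that rose was 1 without GC replicate 2 or A1G replicate 3, 2 without GC replicate 1 and 9 without A1G replicate 2, and the number that fell 0 without GC replicate 1, GC replicate 2, A1G replicate 1, A1G replicate 3 or MG replicate 1, 2 without A1G replicate 2 or MG replicate 3 and 3 without GC replicate 3. From A1G to MG 1 rose, *Cyp2c68* (12 higher and 5 lower over the list alone), where the median was -0.02, the mean 0.09 and the camera test pointed up (adjusted p = 0.00583, 0.361 with an estimated correlation and 0.223 without A1G replicate 1). Of 24 CAR and PXR target genes, which the drug receptors CAR and PXR switch on, 7 rose in MG vs. GC and none fell (13 higher and 2 lower over the list alone, camera adjusted p = 7.2e-10, 0.124 with an estimated correlation), and 3 rose in A1G vs. GC (12 higher and 1 lower over the list alone, camera adjusted p = 7.4e-09, 0.142 with an estimated correlation): *Cyp2b10*, *Cyp2c29* and *Abcc3*, which exports conjugates (0.96 ± 0.16, adjusted p = 0.0313). The number of CAR and PXR target genes that rose was 4 without GC replicate 2 or MG replicate 1 in MG vs. GC and 0 without GC replicate 2 or A1G replicate 3 in A1G vs. GC. In MG vs. A1G none passed (3 higher and 0 lower over the list alone, camera adjusted p = 0.121, against 0.0338 without A1G replicate 3 and 0.0212 without MG replicate 3): edgeR called 0 higher and 0 lower, against 4 higher and 2 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1).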

ROS can be generated while cytochrome P450 catalyzes the oxygenation of an organic substrate^40^. Therefore, *CYP* genes can be key genes related to oxidative stress after spaceflight.

**Figure 5.**
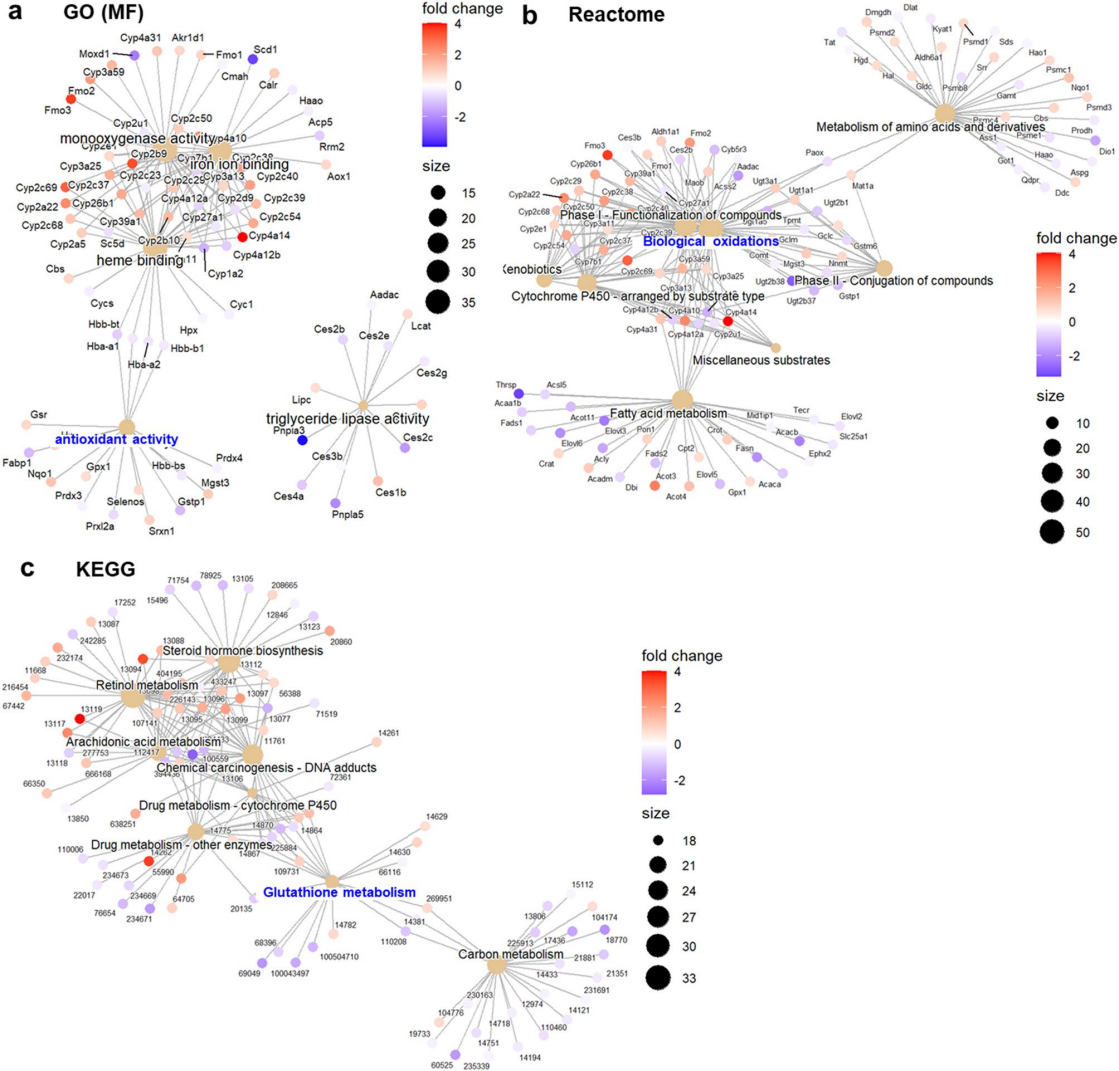
The linkages of genes and biological concepts changed in the livers of MG mice compared to GC mice. GC, control mice on Earth; MG, mice under microgravity in space. Biological concepts were from Gene Ontology (GO) terms (**a**), Reactome (**b**), or KEGG (**c**) pathways as a network. Dot color, the fold change of enrichment in the livers of MG mice compared to GC mice; Size, the node size. Pathways colored blue are related to oxidative stress. Analysis was conducted in R^31^, using the R package clusterProfiler^41^.

Finally, we integrated the metabolome and transcriptome data on the important pathways, such as ‘cysteine and methionine metabolism’ and ‘glutathione metabolism’ (Fig. 6 and Supplementary Fig. S10 online). This visualization supports our understanding that spaceflight decreased sulfur-containing compounds in mouse livers with compensatory changes in gene expression, and that artificial gravity mitigated this decrease to some extent. For example, in MG compared to A1G mice, there was a decrease in the volume of SAM, l-homocysteine, serine, l-cystathionine (the middle area of each compound is shown in blue), which means that artificial gravity mitigated the decrease. The upregulation of *Mat1a*, *Cth*, and *Cdo1* genes in MG compared to A1G mice (the middle area of each gene is shown in red) seemed to compensate for the decrease in these sulfur compounds (Fig. 6). On the other hand, spaceflight decreased GSH in the liver (the right area of GSH is shown in blue), but artificial gravity had a small effect on the glutathione pathway (the middle area of GSH and each gene is gray). 

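*Mat1a*, the MAT form of the liver (ENSMUSG00000037798.7, chromosome 14, 41105035 to 41124412, GRCm38), stood at 3235 ± 163 in GC, 2919 ± 267 in A1G and 4555 ± 177 in MG (CPM, mean ± SD, n = 3). Every MG mouse lay above every A1G mouse, and the log2 fold change of 0.64 ± 0.12 (adjusted p = 0.0648) in MG vs. A1G did not pass over all genes tested. *Mat1a* did rise in MG vs. GC (0.49 ± 0.12, adjusted p = 0.0431), a call kept in 2 of 9 tests that each left out a library (highest adjusted p 0.16, without MG replicate 2). For MG vs. A1G 1 of those 9 tests called it (adjusted p from 0.0361 to 0.262). *Cdo1*, which starts the breakdown of cysteine (ENSMUSG00000033022.7, chromosome 18, 46713193 to 46728395), stood at 1260.2 ± 152 in GC, 1014 ± 195 in A1G and 1579 ± 74.1 in MG CPM, and had 0.64 ± 0.15 (adjusted p = 0.172) in MG vs. A1G and 0.33 ± 0.15 (adjusted p = 0.277) in MG vs. GC. *Cth*, which splits cystathionine to yield cysteine (ENSMUSG00000028179.12, chromosome 3, 157894248 to 157925077), stood at 296 ± 29.8 in GC, 278 ± 58.1 in A1G and 379.8 ± 82.9 in MG CPM, and had 0.45 ± 0.18 (adjusted p = 0.472), and 0.36 ± 0.18 (adjusted p = 0.312). In A1G vs. GC none of the 3 changed: *Mat1a* had -0.15 ± 0.12 (adjusted p = 0.600), *Cdo1* -0.31 ± 0.15 (adjusted p = 0.377), and *Cth* -0.09 ± 0.18 (adjusted p = 0.860).

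**Figure D3:**
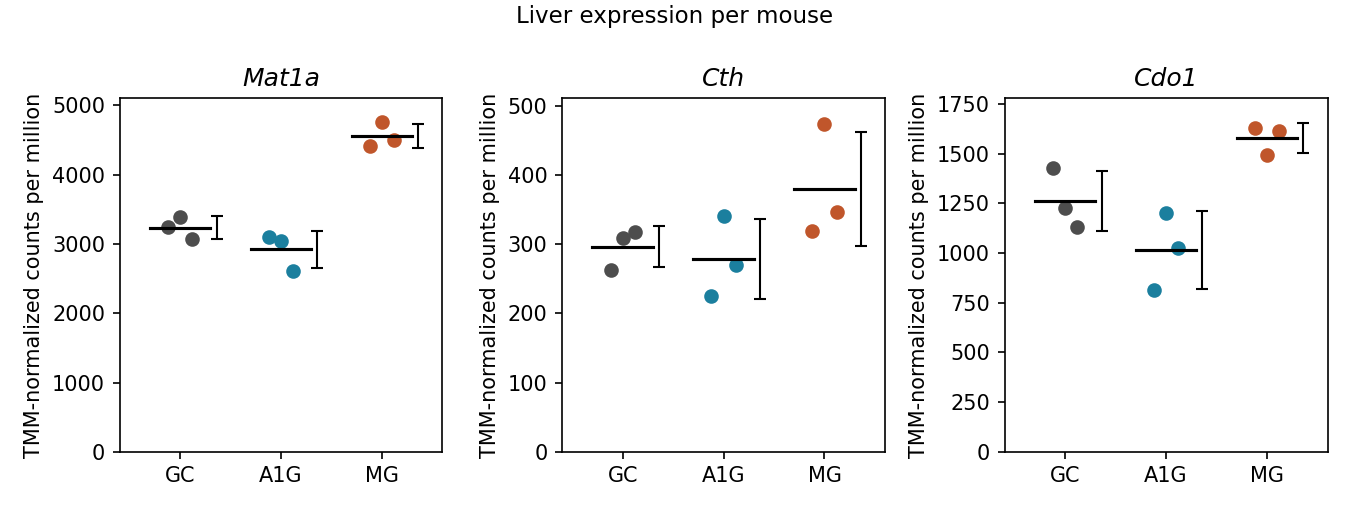
TMM-normalized CPM (y axis) of *Mat1a*, *Cth* and *Cdo1*, a point per mouse, with the mean (bar) and SD (whisker) of each group, n = 3. The MG mice lie above all A1G mice for *Mat1a* and *Cdo1*, and overlap with them for *Cth*.

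The paper proposes from Fig. 6 that higher *Mat1a*, *Cth* and *Cdo1* in MG than in A1G makes up for the lower sulfur compounds measured in the same livers.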

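For A1G vs. GC, *Gclm* had a log2 fold change of 0.37 ± 0.11 (adjusted p = 0.159) (n = 3 mice per group), *Idh2*, a mitochondrial source of NADPH, 0.33 ± 0.11 (adjusted p = 0.204), and *Gpx1*, which spends glutathione on peroxides, 0.40 ± 0.13 (adjusted p = 0.209). *Gclc* stood at 229 ± 55.7 CPM in GC and 394 ± 130 in A1G (mean ± SD). None of the 23 genes of glutathione synthesis, recycling and turnover changed there (camera adjusted p = 0.373): edgeR called 0 higher and 0 lower, against 5 higher and 3 lower at an unadjusted p under 0.05 and 3 higher and 0 lower by limma on log2(TPM + 1), with 1 higher and 0 lower over the list alone. Of the NRF2 target genes, 1 passed in A1G vs. GC, the exporter *Abcc3* (15 higher and 4 lower over the list alone, camera adjusted p = 1.88e-07, 0.475 with an estimated correlation). Members that did not pass include *Gsta2*, a glutathione S-transferase (2.14 ± 0.63, adjusted p = 0.165), and *Nqo1*, a quinone reductase (1.55 ± 0.53, adjusted p = 0.214). The number of NRF2 target genes that rose was 0 without GC replicate 1, GC replicate 2, A1G replicate 3 or MG replicate 2 and 4 without A1G replicate 2. Relative to GC, the mean log2 CPM of the NRF2 target genes was 1.19 in A1G replicate 1 and 0.20 and 0.19 in the other A1G mice.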

*Gclc* and *Gst* genes were upregulated in MG compared to GC mice (the right area of each gene is shown in red), which also seemed to compensate for the decrease in GSH (Supplementary Fig. S10 online).

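*Gclc* (ENSMUSG00000032350.9, chromosome 9, 77754535 to 77794485, GRCm38) stood at 305 ± 59.3 CPM in MG (mean ± SD, n = 3), and did not pass against GC, with a log2 fold change of 0.41 ± 0.24 (adjusted p = 0.392). *Gclm*, the other part of the same enzyme, rose from 160.2 ± 15.8 to 229 ± 6.89 CPM (0.52 ± 0.11, adjusted p = 0.0233), and kept that call in 5 of 9 tests that each left out a library (highest adjusted p 0.124, without GC replicate 2). *Idh2* rose as well (0.49 ± 0.11, adjusted p = 0.0328). Of the 23 genes of glutathione synthesis, recycling and turnover, 3 rose and 1 fell in MG vs. GC (4 higher and 3 lower over the list alone, camera adjusted p = 0.992), and the number that rose was 0 without GC replicate 2, MG replicate 1, MG replicate 2 or MG replicate 3 and 1 without GC replicate 3. Of 24 glutathione S-transferase genes, 0 rose and 2 fell and 22 did not pass (0 higher and 3 lower over the list alone, camera adjusted p = 0.123, against 0.0076 without GC replicate 3). *Gstp1* (ENSMUSG00000060803.5, chromosome 19, 4035407 to 4037985) fell from 1112 ± 38.2 CPM to the level it had in MG (-1.42 ± 0.27, adjusted p = 0.0156), and *Gstm6* fell with it (-0.93 ± 0.15, adjusted p = 0.00728). *Gstp1* kept the call in 6 of the 9 tests (highest adjusted p 0.0597, without MG replicate 2) and *Gstm6* in 9. The number of the glutathione S-transferase genes that rose was 1 without A1G replicate 1, and the number that fell 1 without GC replicate 2 or MG replicate 2. *Gsta1* (-0.02 ± 1.27, adjusted p = 0.997) and *Gsta2* (1.09 ± 0.63, adjusted p = 0.391) did not pass. Of the 34 NRF2 target genes, 2 rose and 4 fell (3 higher and 5 lower over the list alone, camera adjusted p = 0.729), the falls being *Me1* (-1.74 ± 0.18, adjusted p = 0.000506), *Pgd*, *Tkt* (-1.18 ± 0.16, adjusted p = 0.00259) and *Taldo1* (-0.63 ± 0.13, adjusted p = 0.0193), all of which feed or make NADPH and sugar phosphates for synthesis. The number of NRF2 target genes that rose was 0 without GC replicate 2, MG replicate 1, MG replicate 2 or MG replicate 3, 1 without GC replicate 1, GC replicate 3, A1G replicate 2 or A1G replicate 3 and 4 without A1G replicate 1.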

**Figure 6.**
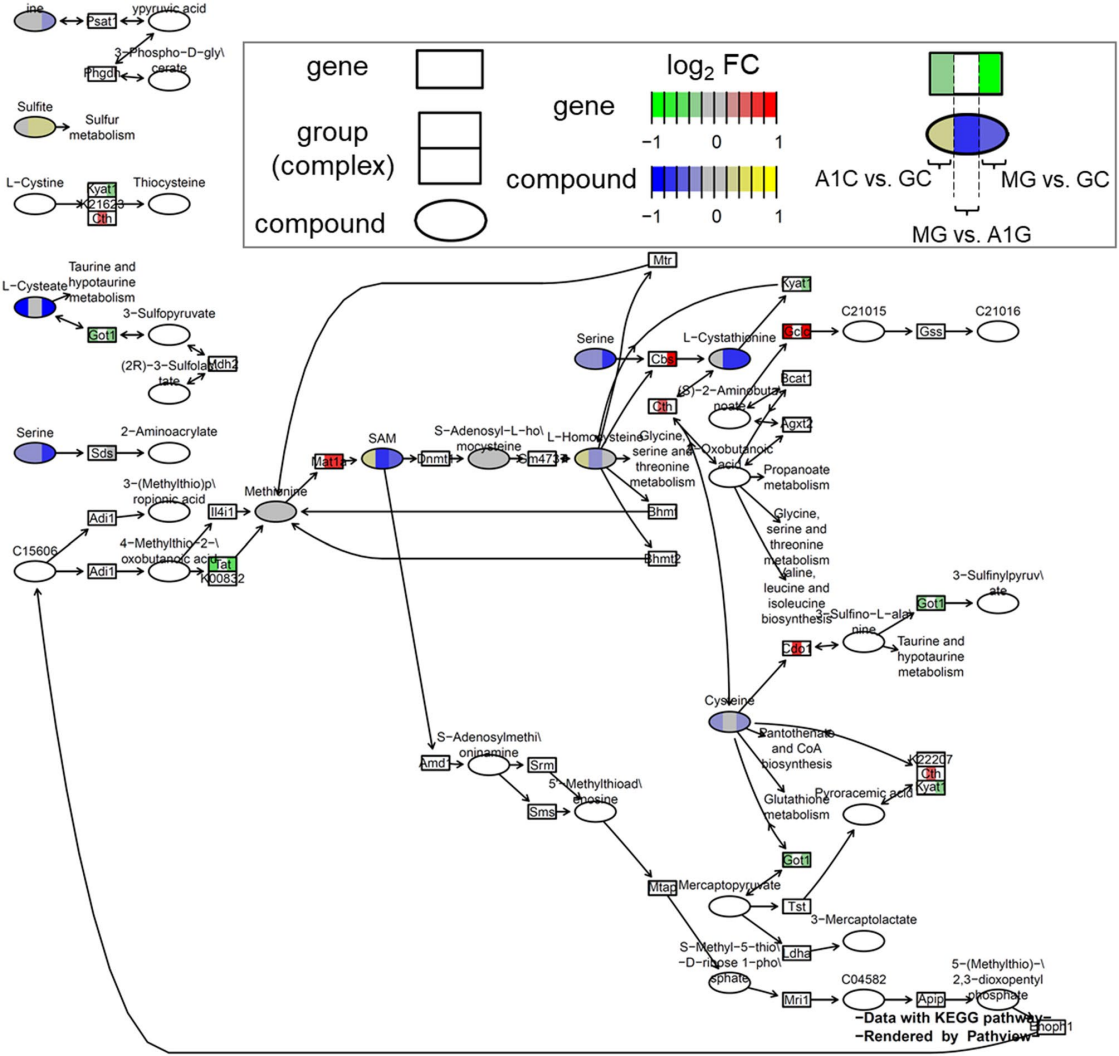
Pathway-based data integration and visualization of KEGG PATHWAY 00270 “Cysteine and methionine metabolism”. Analysis was conducted in R^31^ using the R package pathview^42^, which renders the metabolome and transcriptome data on the pathway. The color of genes and compounds means log_2_ fold change (log_2_FC), separated by three parts containing the ratio of A1G vs. GC (left), MG vs. A1G (middle), and MG vs. GC (right). Control mice on Earth (GC), mice under artificial earth-gravity in space (A1G), and mice under microgravity in space (MG). Images were obtained by KEGG^43,44^.

## Discussion

In this study, we demonstrated that compared to ground controls, mice after spaceflight had a lower antioxidant capacity owing to decreased sulfur-containing compounds such as ergothioneine, cysteine, and GSH in the liver, and that the spaceflight environment upregulated gene sets related to oxidative stress and sulfur metabolism, and downregulated gene sets related to GSH activity, whereas artificial earth gravity mitigated these changes in sulfur compounds and gene expression to some extent.

Multivariate analysis of sulfur metabolomics showed that the sulfur profiles of A1G and MG mice were considerably different from those of GC mice, in which cysteine, GSH, and GSSG showed strong correlation coefficients. Specifically, the amount of reduced sulfur compounds (ergothioneine, GSH, cysteine, taurine, thiamine, etc.) and their intermediates (cysteine sulfonic acid, hercynine, *N*-acethylserine, serine, etc.) in the livers of A1G and MG mice were lower than those of GC mice. We also found that some sulfur compounds (SAM, cystathionine, hypotaurine, hercynine, histidine, and *N*-acetylserine) were downregulated only in MG mice compared to GC or A1G mice. These results suggest that the spaceflight environment decreased the amount of sulfur-containing compounds, in which microgravity contributed to the decrease to some extent. In addition, SAM, homocysteine, S-methyl-cysteine, and hypotaurine appeared higher (not significantly) in only A1G than in GC mice. Changes in the expression of gene sets related to GSH and sulfur metabolism in the livers of mice exposed to a space environment have been detected previously using transcriptomic analyses^1,6–8^; however, to the best of our knowledge, this is the first report of measuring the amount of sulfur metabolites in the mouse liver after spaceflight using an LC–MS/MS system. A decrease in sulfur compounds in the liver is important because impairment of sulfur metabolism is strongly associated with chronic liver disease and causes the failure of liver regeneration after tissue damage in cultured hepatic cells, mice, and patients^15,45–47^. Conversely, pharmacological modification of abnormality in hepatic metabolism of sulfur-containing compounds has been effective against damage in cultured hepatic cells and liver injury in rodents^48–51^. Therefore, our results suggest that liver damage after spaceflight could be exacerbated by a decrease in sulfur-containing compounds, which would be alleviated by treatment for sulfur compound imbalance; for example, the intake of these sulfur compounds during spaceflight would be a good strategy. In particular, intake of GSH, ergothioneine, and taurine would be effective against liver damage after spaceflight, because their oral administration has been shown to be protective against liver damage in vivo^19^ and hepatic metabolism in humans^52^.

RNA-Seq analysis of the liver showed that the largest difference in gene expression profiles was between GC and MG mice, suggesting an impact of environmental change and long-term microgravity consequent to spaceflight. In addition, there was a considerable difference in gene expression in the liver between A1G and MG, as has also been shown using RNA-Seq in other organs, such as the spleen and the tyumus^25,26^. Specifically, pathway analyses showed the upregulation of gene sets related to oxidative stress and sulfur metabolism, and the downregulation of gene sets related to GSH activity in the livers of MG mice compared to GC mice, whereas these changes were mitigated in A1G mice to some extent. These results suggest that both microgravity and other spaceflight environments (e.g., radiation and stressors) changed gene expression. However, the RNA-seq results, which were extensively discussed in this study, suffer from the limitation of having been performed with only *n* = 3.

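10 genes changed between MG and A1G. *Rgs16*, which dampens receptor signalling in the liver on feeding and fasting, rose from 15.3 ± 1.99 CPM in A1G to 92.6 ± 43.9 in MG (mean ± SD, n = 3, log2 fold change 2.59 ± 0.38, adjusted p = 0.0413), and *Lpin1* by 1.84 ± 0.23 (adjusted p = 0.0402). *Idi1*, an enzyme of cholesterol synthesis, rose by 1.00 ± 0.14 (adjusted p = 0.0402), *Lbp* by 0.78 ± 0.11 (adjusted p = 0.0413), *Cyp2c68* by 1.02 ± 0.15 (adjusted p = 0.0413) and *Arhgef26*, which activates small GTPases, by 1.06 ± 0.16 (adjusted p = 0.0423). The other genes are *Prlr*, *Acacb*, *Me1* and *Cd276*, an immune checkpoint protein (-1.91 ± 0.29, adjusted p = 0.0423), the last of which has few counts and is named after its value was seen. All of these lost the call when 1 of several libraries was left out: each of *Rgs16*, *Lpin1* and *Arhgef26* kept it in 3 of 9 such tests and *Idi1*, *Lbp* and *Cyp2c68* in 2 (highest adjusted p 0.167, 0.134, 0.167, 0.122, 0.167 and 0.167 in that order, each without A1G replicate 2). Among acute phase proteins, *Lbp* alone passed in MG vs. A1G, with 15 higher and 0 lower over the list alone (camera adjusted p = 2.1e-16, 0.0717 with an estimated correlation), and in A1G vs. GC edgeR called 0 higher and 0 lower, against 3 higher and 6 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1) (2 higher and 2 lower over the list alone, camera adjusted p = 0.364, against 0.0306 without GC replicate 3). The endoplasmic reticulum chaperones and unfolded protein response list stood higher in MG than in A1G without a member passing (6 higher and 0 lower over the list alone, camera adjusted p = 1.2e-13, 0.182 with an estimated correlation): edgeR called 0 higher and 0 lower, against 18 higher and 0 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1). The number that rose was 2 without A1G replicate 1.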

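Whether a change seen in MG was smaller in A1G was read from MG vs. A1G, fitted in the same model, not from a call in one comparison and none in the other. Genes of fatty acid and triglyceride synthesis stood lower in MG than in A1G as a list (camera adjusted p = 2.1e-16, 0.074 with an estimated correlation), and 2 of them fell, *Acacb* and *Me1*, while *Lpin1* rose (2 higher and 16 lower over the list alone). The number of the fatty acid and triglyceride synthesis genes that fell was 0 without GC replicate 1, GC replicate 2, A1G replicate 2, A1G replicate 3, MG replicate 1 or MG replicate 2, 1 without GC replicate 3 and 8 without A1G replicate 1. *Scd1* (-2.16 ± 0.40, adjusted p = 0.0648, n = 3 mice per group), *Fasn* (-0.75 ± 0.13, adjusted p = 0.0648) and *Fabp5* (-1.93 ± 0.44, adjusted p = 0.149) did not pass. The list's mean log2 CPM relative to GC was -1.32, -0.77 and -1.02 in the A1G mice and -1.60, -1.56 and -1.65 in the MG mice. Genes of cholesterol synthesis and uptake stood higher in MG than in A1G, with *Idi1* alone passing (9 higher and 1 lower over the list alone, camera adjusted p = 1.86e-08, 0.28 with an estimated correlation). PPARalpha targets and fatty acid oxidation genes stood lower in MG than in A1G (0 higher and 5 lower over the list alone, camera adjusted p = 0.000258, 0.592 with an estimated correlation, 0.559 without A1G replicate 1), and edgeR called 0 higher and 0 lower, against 2 higher and 8 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1). *Fmo2* did not pass in MG vs. A1G (1.51 ± 0.34, adjusted p = 0.133). Among UDP-glucuronosyltransferase genes, edgeR called 0 higher and 0 lower, against 1 higher and 6 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1) (1 higher and 5 lower over the list alone, camera adjusted p = 0.0073, 0.311 with an estimated correlation, 0.116 without MG replicate 3). The sulfotransferase genes stood higher in MG than in A1G (4 higher and 0 lower over the list alone, camera adjusted p = 6.95e-08, 0.162 with an estimated correlation) and lower in A1G than in GC (0 higher and 1 lower over the list alone, camera adjusted p = 0.0329, 0.481 with an estimated correlation, 0.137 without GC replicate 1, 0.0913 without GC replicate 2 and 0.305 without A1G replicate 1), where their median of -0.30 turned to 0.02 in log2(TPM + 1), and no member passed in either: edgeR called 0 higher and 0 lower, against 4 higher and 0 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1) in MG vs. A1G. In log2(TPM + 1) the median of all genes in A1G vs. GC was 0.24, so that of the sulfotransferase genes stayed below it. From GC to A1G, the UDP-glucuronosyltransferase genes gave 1 lower, *Ugt2b1* (-0.76 ± 0.14, adjusted p = 0.0458, 4 higher and 3 lower over the list alone, camera adjusted p = 0.442, against 0.0309 without GC replicate 1). The number of UDP-glucuronosyltransferase genes that fell there was 0 without GC replicate 1, GC replicate 2, A1G replicate 1, A1G replicate 3 or MG replicate 1 and 2 without MG replicate 3.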

In a project conducted by JAXA using mice in space using an MHU, a unique attempt was made to create an artificial earth gravity group (A1G) during spaceflight using centrifugation cages^24^. However, to date, no study has investigated the influence of long-term microgravity on the liver using A1G mice. Notably, our experiments revealed that centrifuging at 1 g alleviated the decrease in sulfur-containing compounds, upregulation of gene sets related to oxidative stress and sulfur metabolism, and downregulation of gene sets related to GSH activity in the liver after spaceflight, suggesting that long-term microgravity contributes to the imbalance in sulfur metabolomics. Changes in the organs between A1G and MG were also observed in femur bone density and soleus/gastrocnemius muscle mass, spleen, retina, and thymus^24–26,28^, suggesting that in-flight artificial gravity can mitigate some of the harmful effects of microgravity during spaceflight. Although these changes in the other organs due to microgravity may have indirectly influenced the livers of MG mice, unidentified effects by microgravity may also have directly or indirectly affected the oxidative state and gene expression in the liver.

The conditional difference between A1G and GC mice is a spaceflight environment other than microgravity. As to exposure to radiation in space, total radiation during spaceflight was 0.26 ± 0.01 mGy/day and the dose equivalent rate was 0.53 ± 0.04 mSv/day in this project (MHU-2)^26^. Sulfur-containing compounds play a role in defense against oxidative stress induced by radiation in the liver^4^, and radiation during spaceflight may have decreased the reduced form of sulfur-containing compounds. It should also be noted that both MG and A1G mice experienced hypergravity during launching and landing. Moreover, it is inevitable that A1G mice experienced microgravity during transfers from the launch rocket to the ISS and back because there was no centrifuge inside the rocket^24^. Thus, the impact of these events on redox reactions and gene expression should be considered. In addition to these concerns, the transportation period from landing to dissection of mice may also have affected the data^24^. Taken together, the conditional difference between A1G and GC mice includes physical stress owing to launching and landing (hypergravity, microgravity, and transportation), as well as the space environment such as higher radiation.

In this study, for the first time, we observed a decrease in sulfur compounds in the livers of mice after spaceflight. A decrease in sulfur compounds, which are antioxidants against the oxidative stress induced by the stressful space environment, may contribute to the development of liver damage caused by spaceflight. It may be necessary to reconsider the roles of antioxidants, such as sulfur compounds, to counteract the negative effects of spaceflight, and approaches to maintaining homeostasis in hepatic sulfur metabolism can be a promising target in the therapy of liver disease during or after spaceflight. In conclusion, our data suggest that mice after spaceflight have less antioxidant capacity with a decrease in sulfur-containing compounds in the liver.

## Methods

### Animal samples

All mouse experiments were approved by the Institutional Animal Care and Use Committee of the University of Tsukuba, JAXA, Explore Biolabs, and NASA, and were conducted in accordance with the applicable guidelines in Japan and the United States of America. All animal procedures conformed to the ARRIVE guidelines for reporting animal research^53^. The mouse liver samples were unanalyzed samples from the mouse breeding experiments performed by JAXA on the International Space Station (ISS) Kibo in 2017 as described previously^23^. Briefly, pre-launch acclimation was conducted in the Space Station Processing Facility Science Annex at the Kennedy Space Center (KSC) (FL, USA). Five-week-old C57BL/6J male mice (stock number 000664) were purchased from The Jackson Laboratory (Bar Harbor, ME, USA) for space and ground control experiments. Twelve flight mice were given a health check by the NASA Launch Facility veterinarian before installation into the transportation cage unit (TCU). The selected mice were installed into the TCU and launched to the ISS via Space-X12 on August 14, 2017 (GMT). The Space-X12 arrived at the ISS on August 17, 2017 (GMT), and mice were relocated from the TCU to the habitat cage units (HCU) by an astronaut. We divided the mice into two groups of six mice each [AG (≈ 1 g, at a centrifugation speed of 77 rpm) and MG], and they were caged in the ISS for approximately 30 days. This time span was determined based on the flight schedule of this mission (mission #: MHU-2). The mice were relocated from the HCU to the TCU for return to Earth on September 16, 2017 (GMT), and the Dragon vehicle loading the TCU splashed down in the Pacific Ocean off the coast of California on September 17, 2017 (GMT). All the mice were sacrificed and dissected within 36.5 h of splashdown. Isoflurane-anesthetised mice were euthanized by exsanguination, and the organs were removed and snap-frozen in liquid N_2_, kept in a − 80 °C freezer^26^. A ground control experiment was conducted from January 18 to March 22, 2018, at JAXA (Tsukuba, Japan). The environmental conditions of housing were as close as possible to acclimation conditions at KSC, and mouse diets and water consumption were the same as those used during the flight as previously described; for example, the temperature was controlled at 23 ± 3 °C in flight and 23.0 °C on the ground, the humidity was controlled at 40 ± 15% in flight and 47.3% on the ground, and the CO_2_ concentration was 0.29% for A1G mice onboard, 0.33% for MG mice onboard, and 0.04% on the ground^23,26^.

### Sulfur metabolomics

Sulfur metabolomics was performed using the Sulfur Index service in Japan with an LC–MS/MS system. Recently, the measurements of reactive sulfur compounds have been broken through by the multiple-reaction monitoring mode (MRM) of mass spectrometry using alkylating reagents such as monobromobimane^20^. We named this method the Sulfur Index as the sulfur metabolome^54–57^. The 3 ml extraction reagent was prepared as follows; 25 µl of 2.5 mM D-camphor-10-sulfonic acid sodium salt (CSA, internal standard), 25 µl of 100 mM monobromobimane (mBBr; Thermo Fisher SCIENTIFIC), 25 µl of 200 mM Tris–HCl (pH8.8), 0.55 ml of Milli-Q water, and 2.375 ml of methanol were mixed. Each liver sample was cut into ~ 10 mg on dry ice. 120 µl of the prepared extract reagent was added to the ~ 10 mg of liver, and then immediately homogenized with a pestle on ice. After centrifugation, 90 µL of the supernatant was used as the sample for mass spectrometry (LC–MS/MS). The mBBr reagent was used as a thiol group-specific alkylation reagent, which means that it reacts with compounds, including free SH residues. Thus, both bimanyl and non-bimanyl compound were present in the final sample. Bimanyl compounds are stable from chemical reactions, and non-bimanyl sulfur compounds are primarily not active, which means that this sulfur index method not only avoids the autooxidation that occurs during the experimental sample preparation process, but is also feasible for taking snapshots of the liver’s physiological redox state. Therefore, this sulfur index is a specialized method for the visualization of oxidative stress by measuring whether the sulfur compound in the sample is detected in the oxidized or reduced form. The target metabolite levels were determined from the peak area by mass chromatography and represented as relative amounts after normalization with the peak area of the internal standard (d-camphor-10-sulfonic acid). The MS signal was identified and quantified manually and corrected by the weight of the liver subjected to sample preparation (*n* = 6 each). The values were then normalized, as shown in the legend of each graph. We also performed a multivariate sample-to-sample similarity mapping analysis based on the detected sulfur-related compound data using the R software vegan package.

### RNA extraction

A piece of liver weighing 20–30 mg was cut from each liver sample on dry ice. Homogenization was performed using a disposable homogenizer (Biomasher II, AS ONE CORPORATION, Osaka, Japan) on ice. RNA was isolated and purified using NucleoSpin RNA (Takara, Kusatsu, Shiga, Japan) according to the manufacturer's instructions. RNA was eluted in 40 μl RNase-free water per sample. The concentration and absorbance ratios of all RNA samples were measured using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

### RNA next-generation sequencing

The messenger RNA (mRNA) obtained from the livers of mice was sequenced using NovaSeq 6000 (Illumina Inc., San Diego, CA). We used the Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA) for poly(A) RNA preparation, and NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA) for library preparation. These data were analyzed with the RaNA-Seq^58^ cloud platform for the rapid analysis and visualization of RNA-Seq data to perform FASTQ preprocessing (fastp 0.19.4) and quantification (salmon 0.9.1) of the samples. Total reads obtained for each library ranged between 18 and 26 million, and properly matched reads/read pairs were between 81 and 94%. Differentially expressed genes were detected by means of DESeq2^37^ cloud using a Wald test, a parametric fit type, and setting an adjusted *p*-value cutoff of 0.05.

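The authors' deposited tables of this test hold 19712 genes for MG vs. GC, 19981 for A1G vs. GC and 19764 for MG vs. A1G. In them the paper's counts at an adjusted p under 0.05 are 637, 260 and 172 genes. 376, 78 and 10 of those were also called by edgeR. The log2 fold change given in the tables equals the log2 ratio of mean TPM + 1 within 0.01 for 100% of genes, and is not the coefficient of the Wald test. The Wald statistic times its standard error gives the coefficient, whose correlation with the edgeR log2 fold change across genes was 0.938, 0.926 and 0.921 (Pearson's r, genes are not independent replicates).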

## Supplementary Information

Supplementary Information.

# Supplementary material for: Impact of spaceflight and artificial gravity on sulfur metabolism in mouse liver: sulfur metabolomic and transcriptomic analysis
**Source:** Sci Rep. 2021 Nov 8;11:21786. doi: 10.1038/s41598-021-01129-1
**Supplement:** Supplementary file 1 — Supplementary Information.

Impact of spaceflight and artificial gravity on sulfur metabolism in mouse liver: sulfur metabolomic and transcriptomic analysis

Ryo Kurosawa^{1,2,*}, Ryota Sugimoto¹, Hiroe Imai³, Kohei Atsuji^{1,2}, Koji Yamada^{1,2},
Yusuke Kawano^{1,4}, Iwao Ohtsu^{1,4,+,*} & Kengo Suzuki^{1,2,5,+,*}

+these authors contributed equally to this work

Supplemental Information

- Supplementary Figures (10)
- Supplementary Tables (5)
- Supplementary References

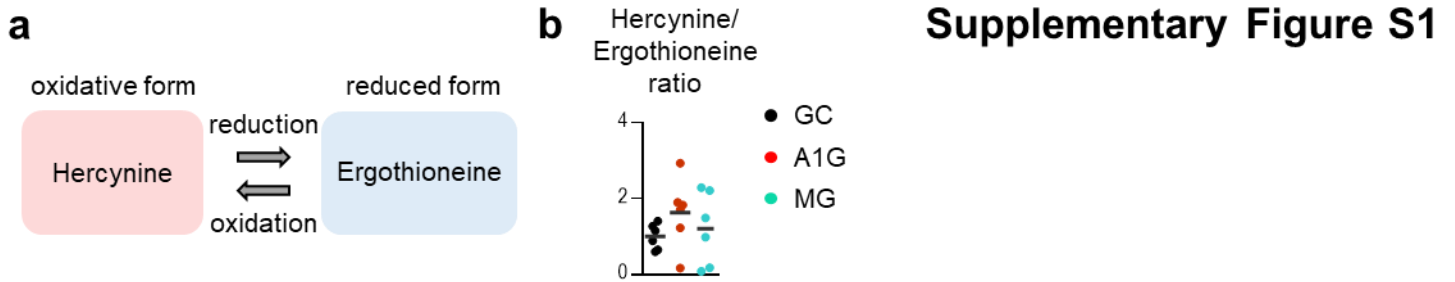

Supplementary Figure S1

Supplementary Figure S1. Shift of ergothioneine to the oxidized form. **(a)** An illustration of the reduction and oxidization reaction of ergothioneine and hercynine. **(b)** The ratio of the relative amount of hercynine to ergothioneine in the livers of control mice on Earth (GC), mice under artificial earth gravity in space (A1G), and mice under microgravity in space (MG). Each horizontal bar represents the mean. $*p < 0.05$. Comparisons of parameters were performed with one-way ANOVA followed by Dunnett's test for multiple comparisons ($n = 6$ each). Dot plots were made using GraphPad Prism 6.07 for Windows, GraphPad Software, San Diego, CA USA, www.graphpad.com.

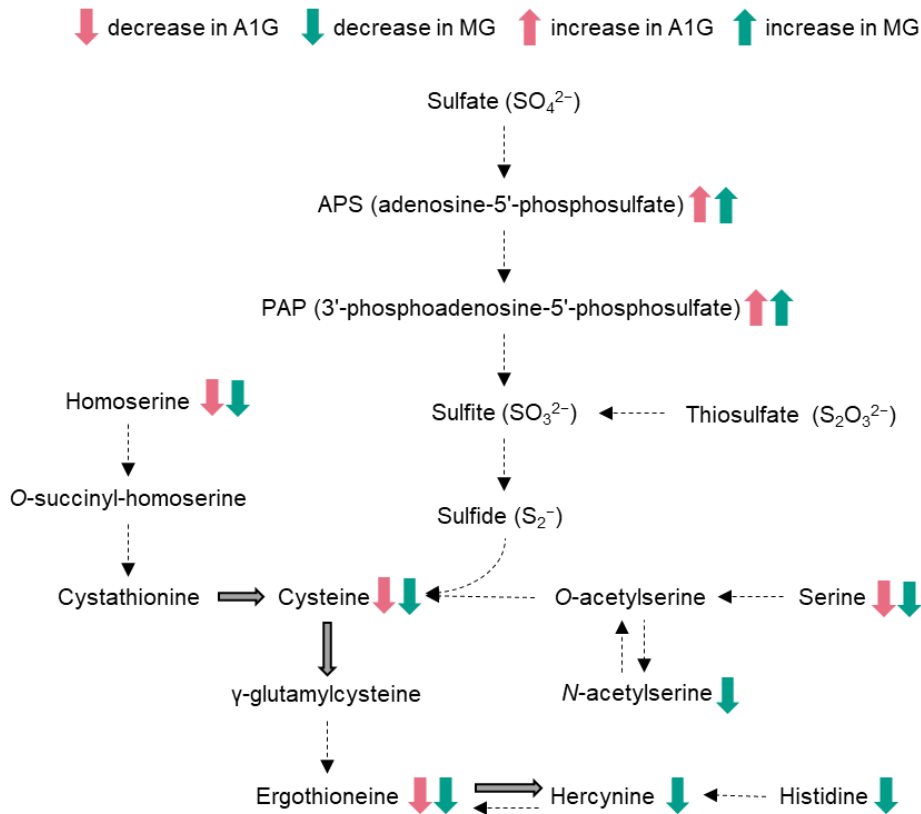

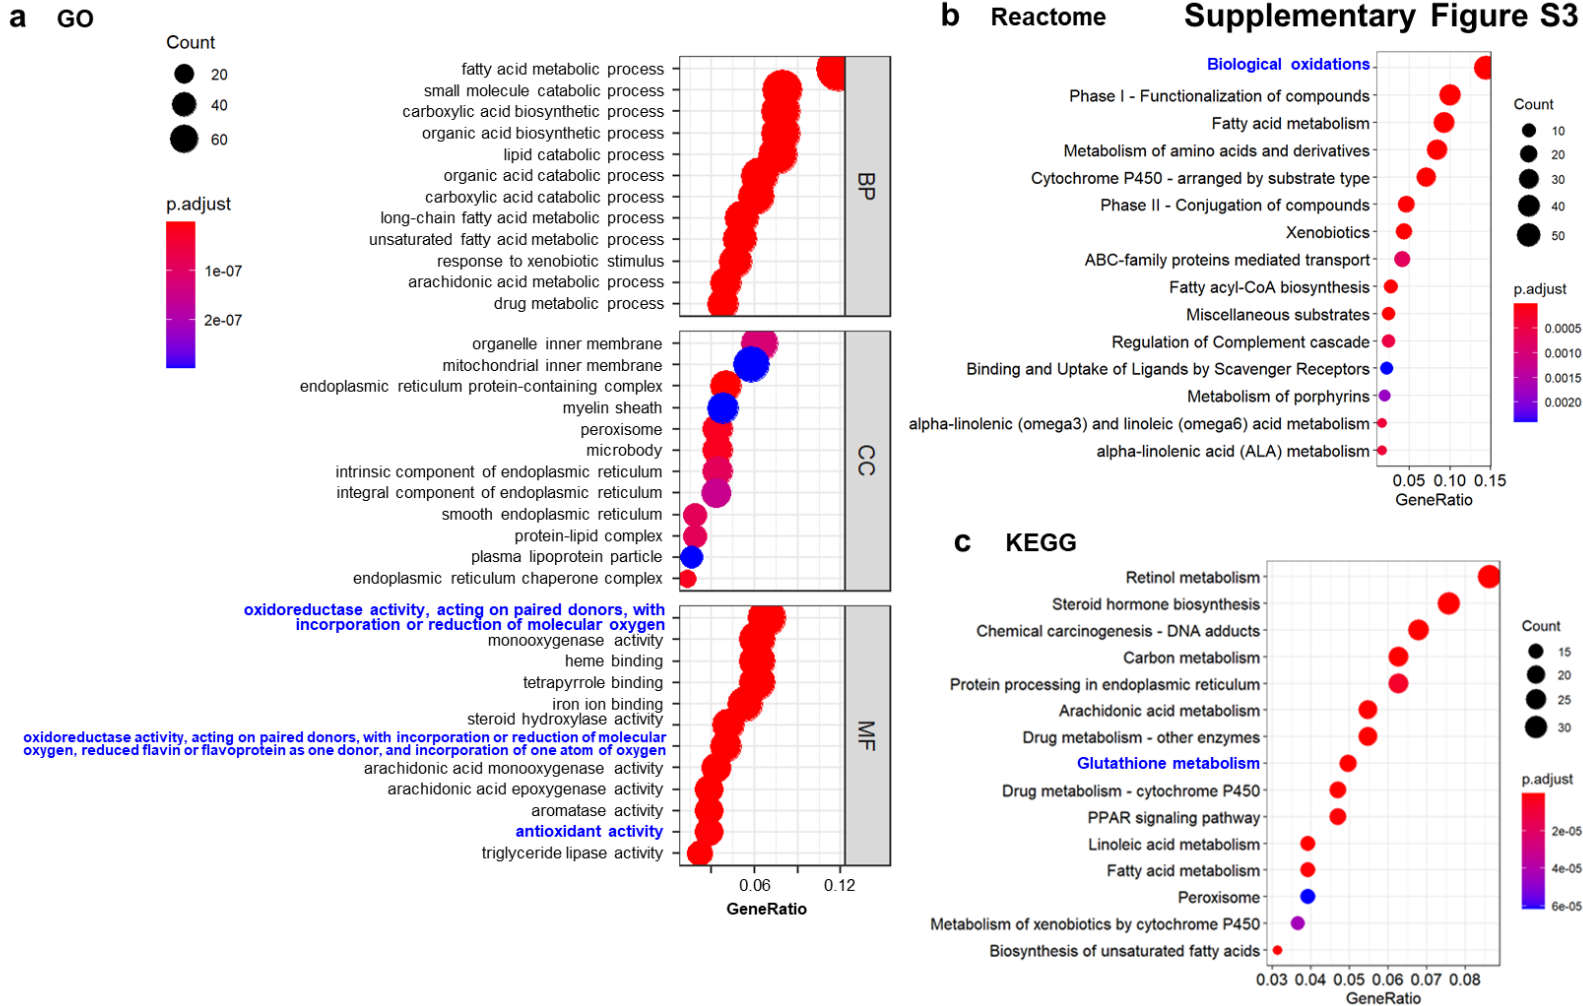

Supplementary Figure S3. Significant changes in genes related to oxidative stress and glutathione metabolism in the livers of MG mice compared to GC mice. GC, control mice on Earth; MG, mice under microgravity in space. Differentially expressed genes in the livers of MG compared to GC mice were annotated to biological concepts. Biological concepts are from GO terms (a), Reactome (b), or KEGG (c) pathways as a network. Dot color indicates the adjusted p-value of enrichment. Count means the number of significant genes in the pathway. Gene ratio means the ratio of Count to the number of genes in the pathway. Pathways colored blue are related to oxidative stress or glutathione metabolism. Analysis was conducted in R¹, using the R package clusterProfiler².

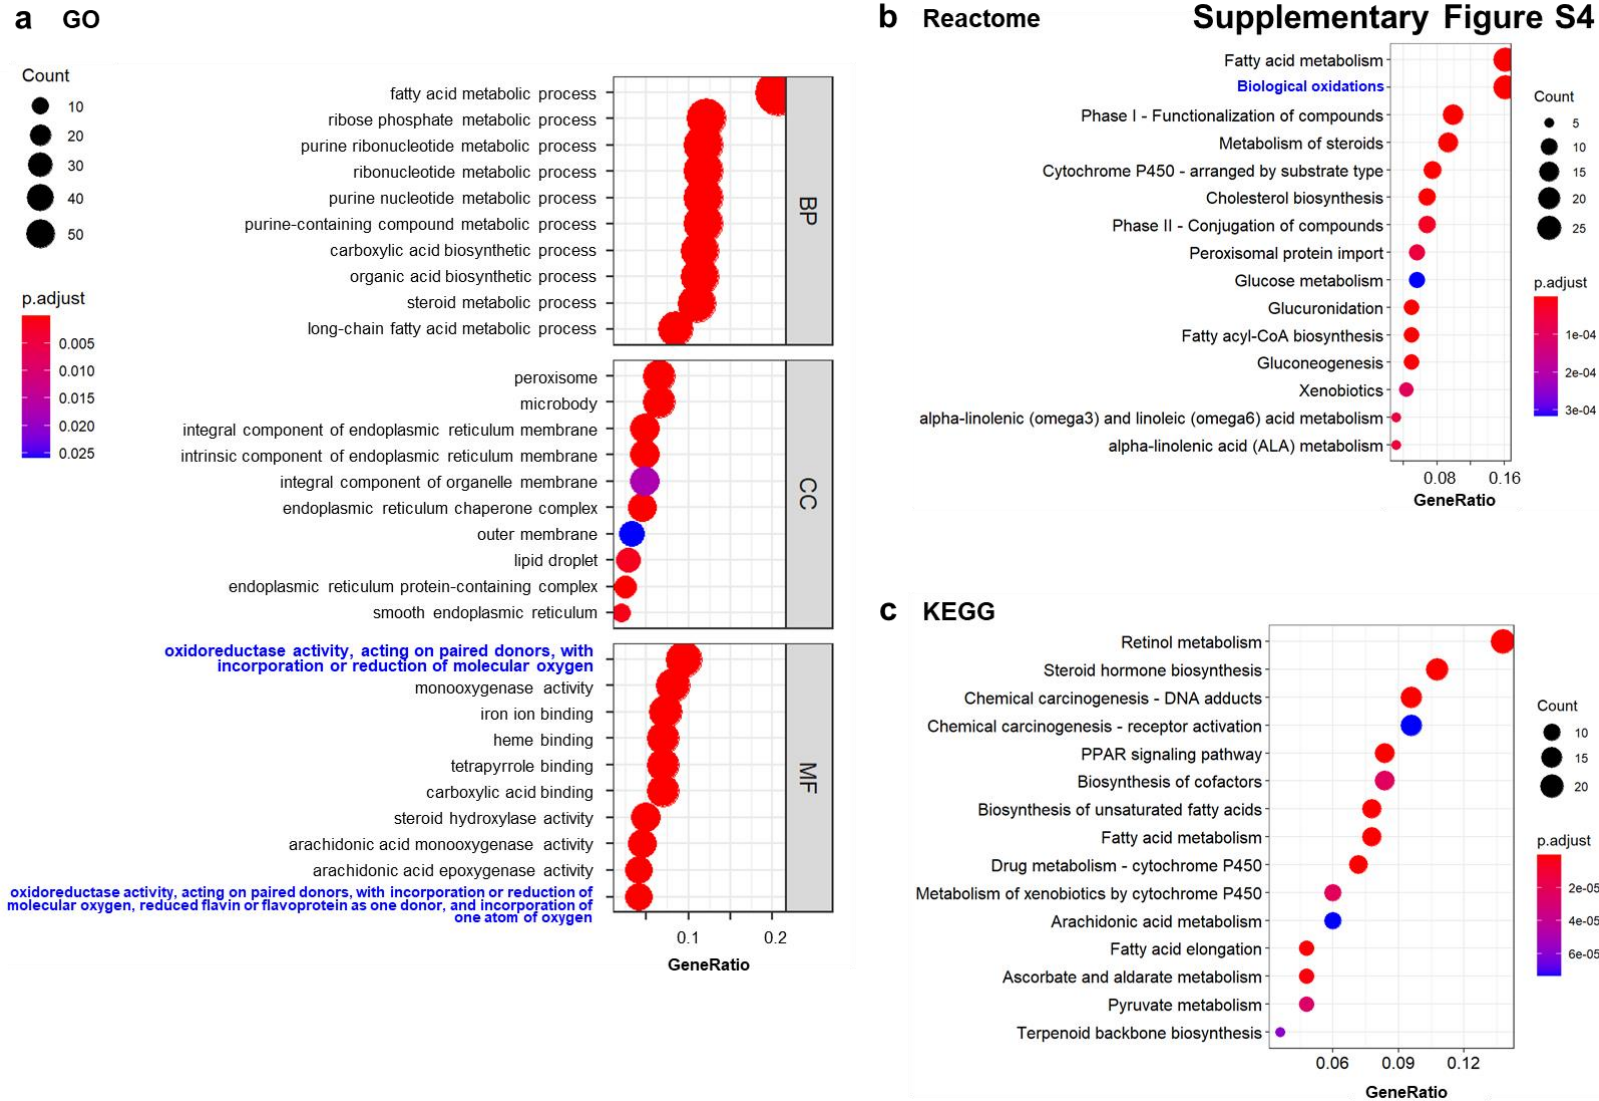

Supplementary Figure S4. Significant changes in genes related to oxidative stress and glutathione metabolism in the livers of A1G mice compared to GC mice. GC, control mice on Earth; A1G, mice under artificial earth gravity in space. Differentially expressed genes in the livers of MG compared to A1G mice were annotated to biological concepts. Biological concepts are from GO terms (**a**), Reactome (**b**), or KEGG (**c**) pathways as a network. Dot color indicates the adjusted p-value of enrichment. Count means the number of significant genes in the pathway. Gene ratio means the ratio of Count to the number of genes in the pathway. Pathways colored blue are related to oxidative stress or glutathione metabolism. Analysis was conducted in R¹, using the R package clusterProfiler².

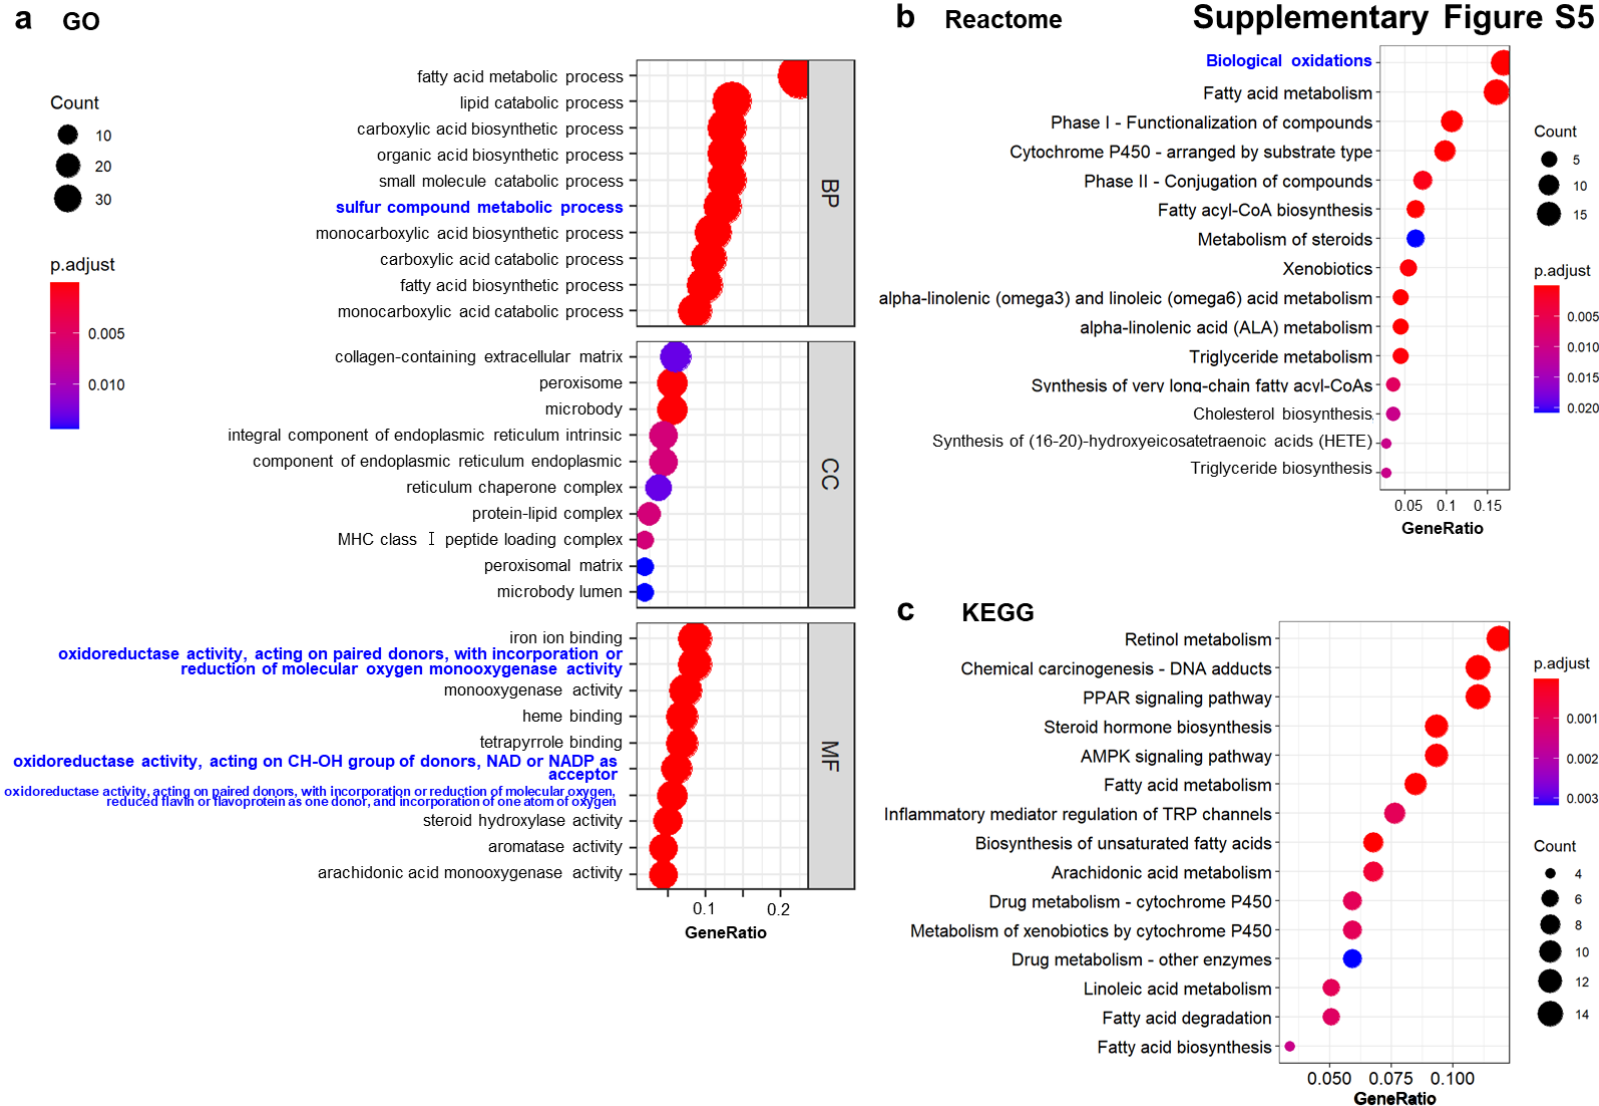

Supplementary Figure S5. Significant changes in genes related to oxidative stress and glutathione metabolism in the livers of MG mice compared to A1G mice. A1G, mice under artificial earth gravity in space; MG, mice under microgravity in space. Differentially expressed genes in the livers of MG compared to A1G mice were annotated to biological concepts. Biological concepts are from GO terms (**a**), Reactome (**b**), or KEGG (**c**) pathways as a network. Dot color indicates the adjusted p-value of enrichment. Count means the number of significant genes in the pathway. Gene ratio means the ratio of Count to the number of genes in the pathway. Pathways colored blue are related to oxidative stress or glutathione metabolism. Analysis was conducted in R¹, using the R package clusterProfiler².

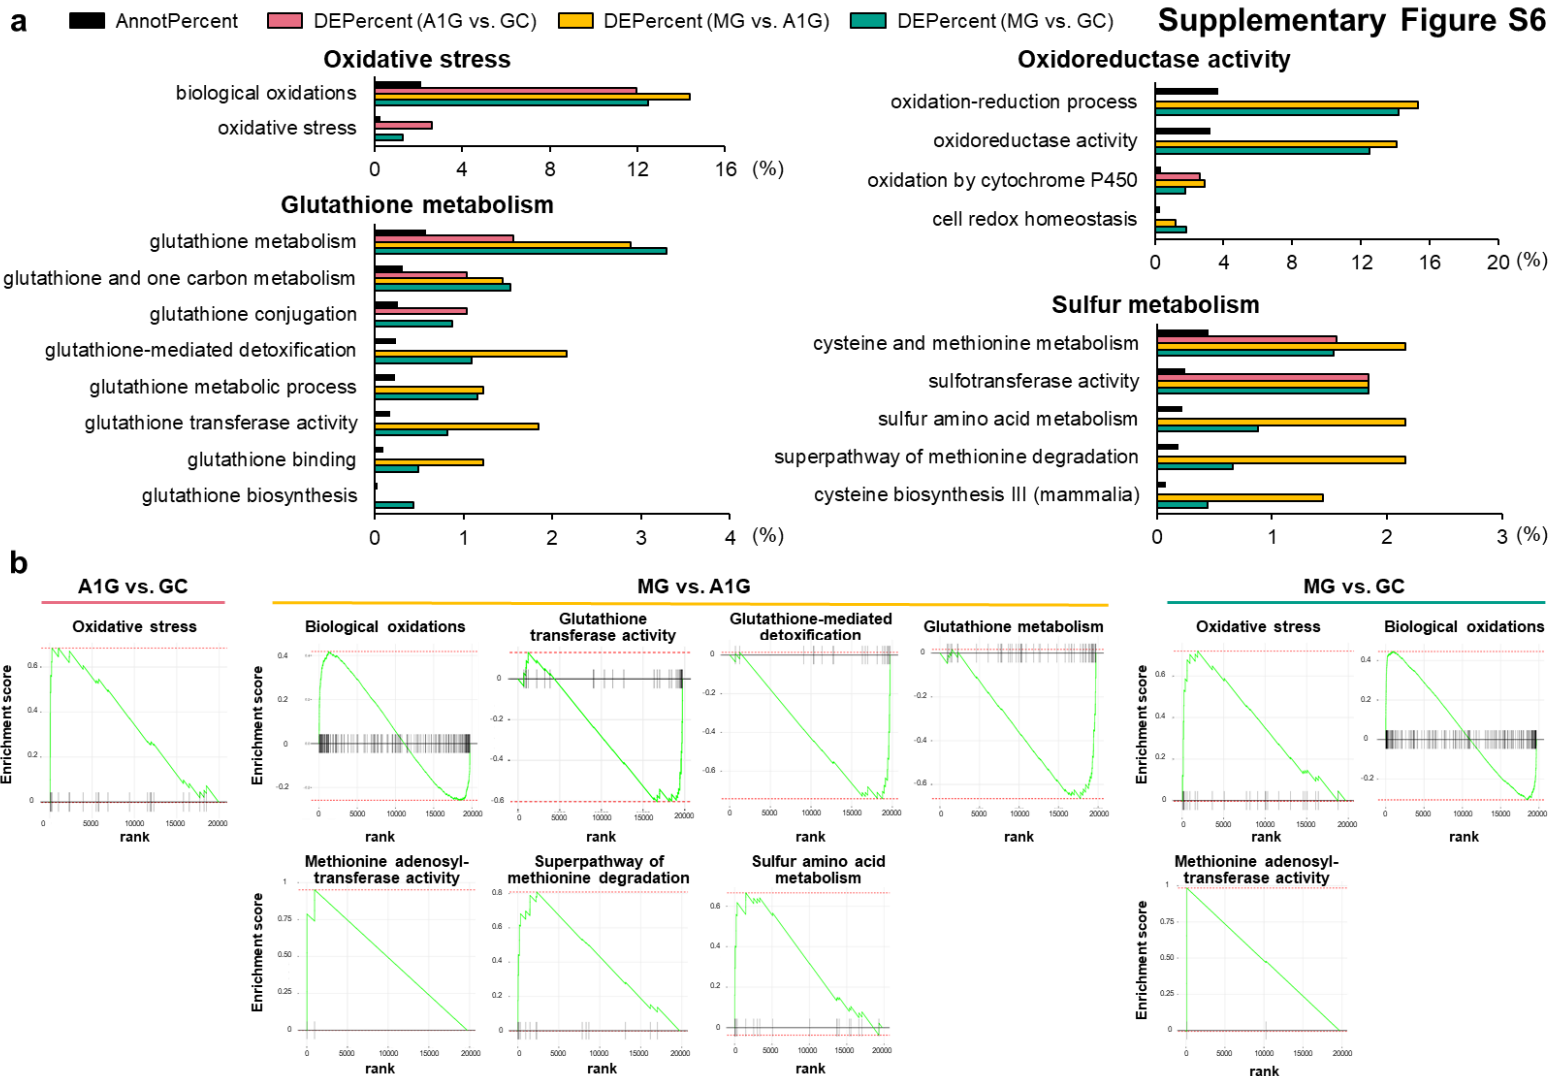

Supplementary Figure S6. Functional enrichment results and gene set enrichment analysis (GSEA) for the data of transcriptomics from the livers of control mice on Earth (GC), mice under artificial earth gravity in space (A1G), and mice under microgravity in space (MG). **(a)** Functional enrichment results with Gene Ontology (GO) pathways. The black column shows the percentage of genes annotated to each term (AnotPercent, the ratio of the number of genes annotated to each GO term to the number of genes annotated to GO). Color columns show the percentage of differentially expressed genes annotated to each GO term (DEPercent, the ratio of the number of differentially expressed genes annotated to each GO term to the total number of genes annotated to each GO term) between two groups. **(b)** GSEA with GO terms and pathways. RUG plots showing the enrichment score against the gene rank. Genes annotated to each category are displayed as marks along the x-axis. Analysis was conducted in R¹, using the R packages Goseq³ and fgsea⁴.

Supplementary Figure S7

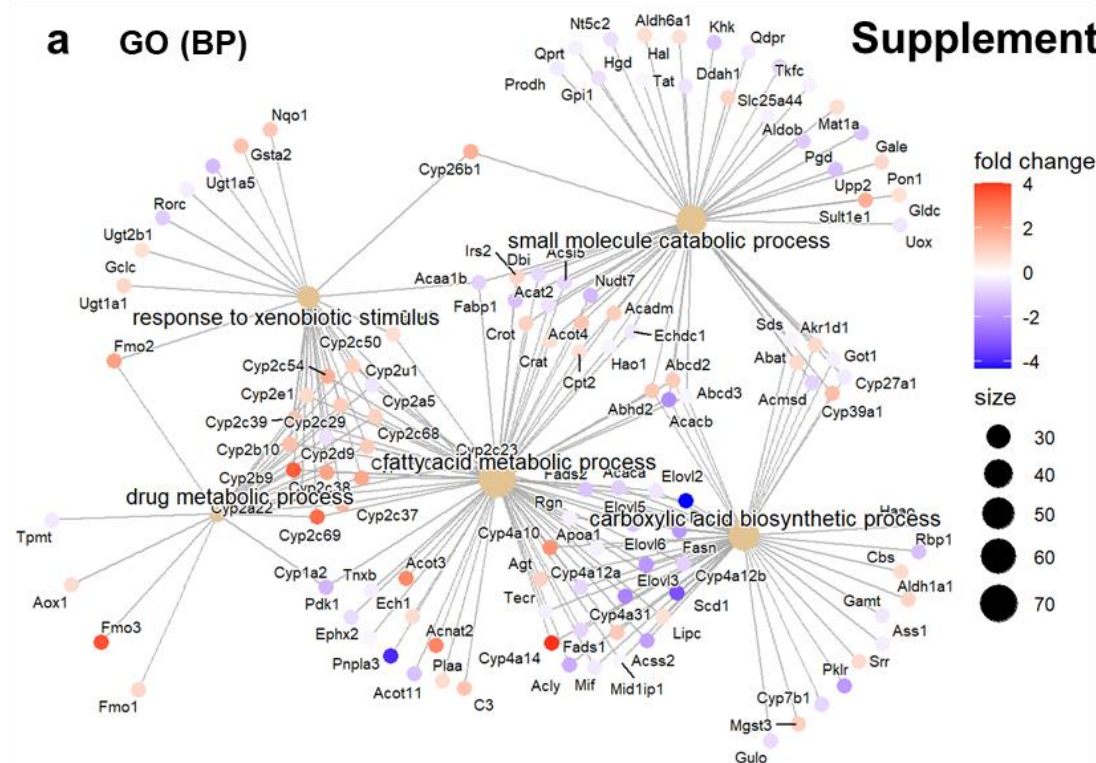

Supplementary Figure S7. The linkages of genes and biological concepts changed in the livers of MG mice compared to GC mice. GC, control mice on Earth; MG, mice under microgravity in space. **(a)** Biological concepts was from GO terms as a network. Dot color indicates the fold change of enrichment in the livers of MG compared to GC mice. “Size” means the node size. Analysis was conducted in R¹, using the R package clusterProfiler².

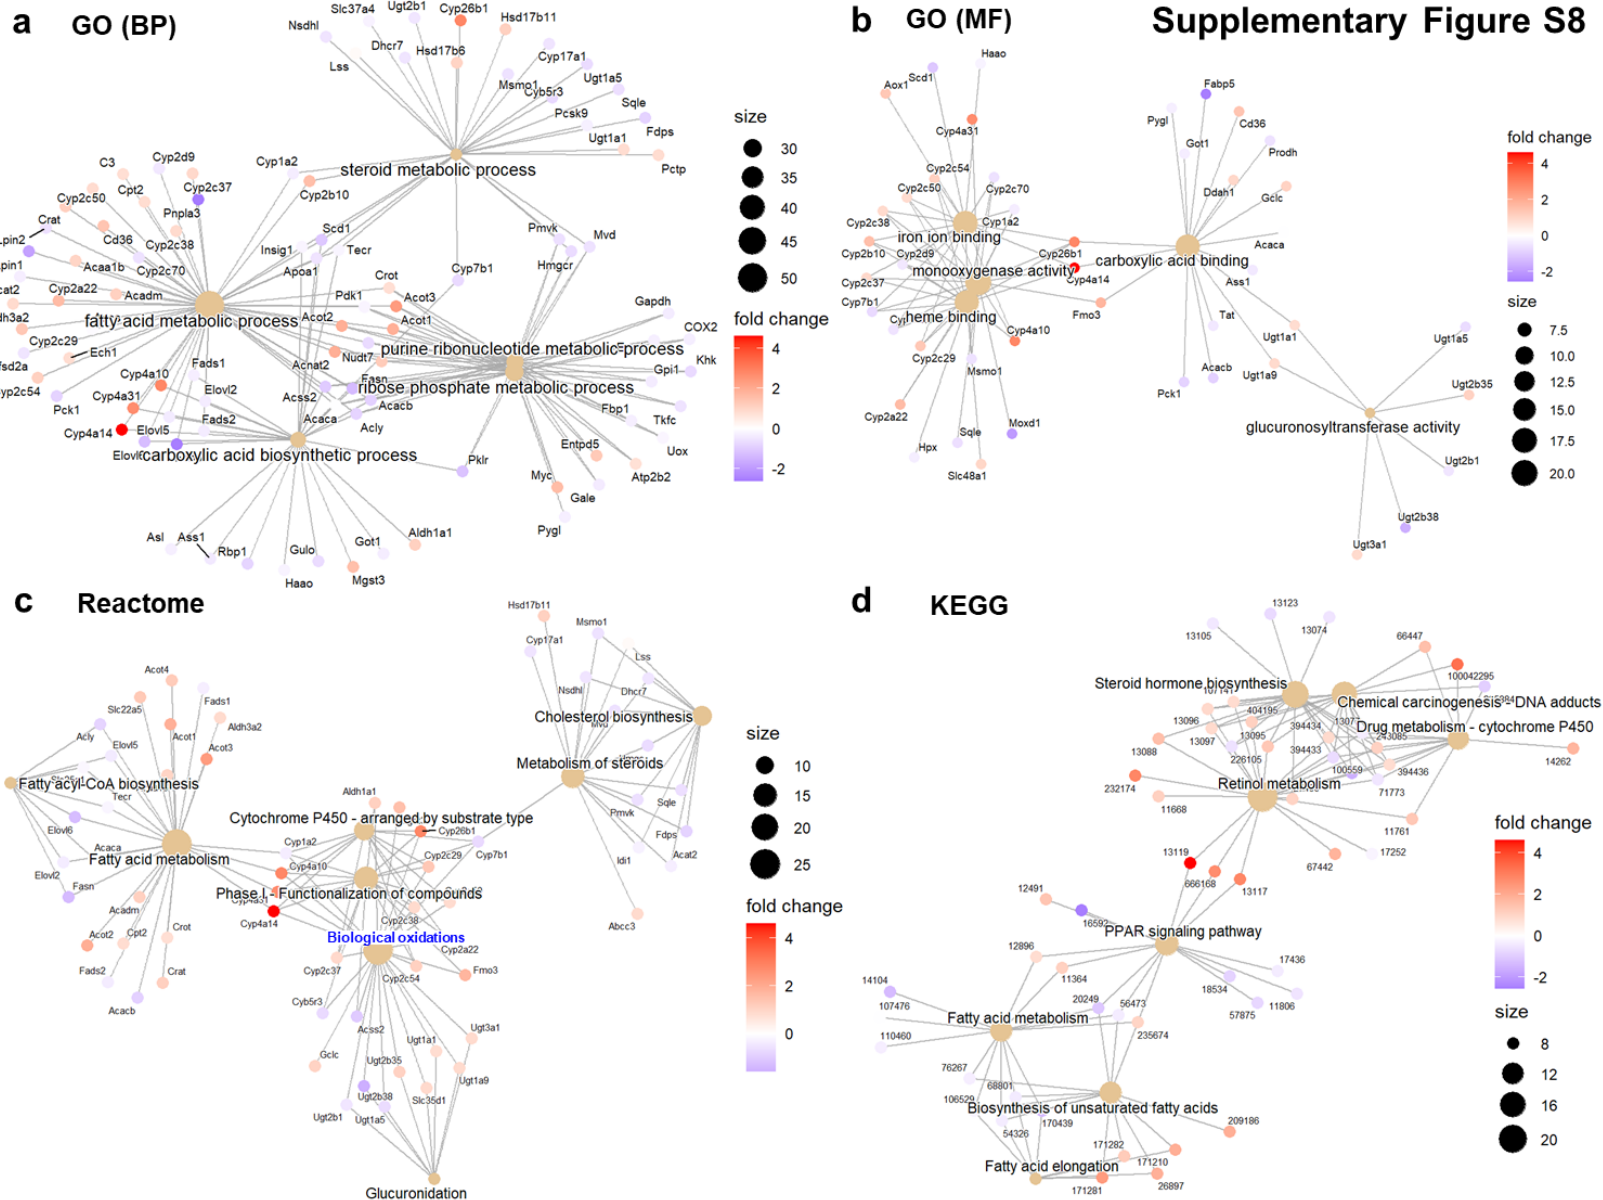

Supplementary Figure S8. The linkages of genes and biological concepts changed in the livers of A1G mice compared to GC mice. GC, control mice on Earth; A1G, mice under artificial earth gravity in space. Biological concepts were from GO terms (**a**, **b**, and **c**), or KEGG pathways (**d**) as a network. Dot color indicates the fold change of enrichment in the livers of A1G compared to GC mice. “Size” means the node size. Analysis was conducted in R¹, using the R package clusterProfiler².

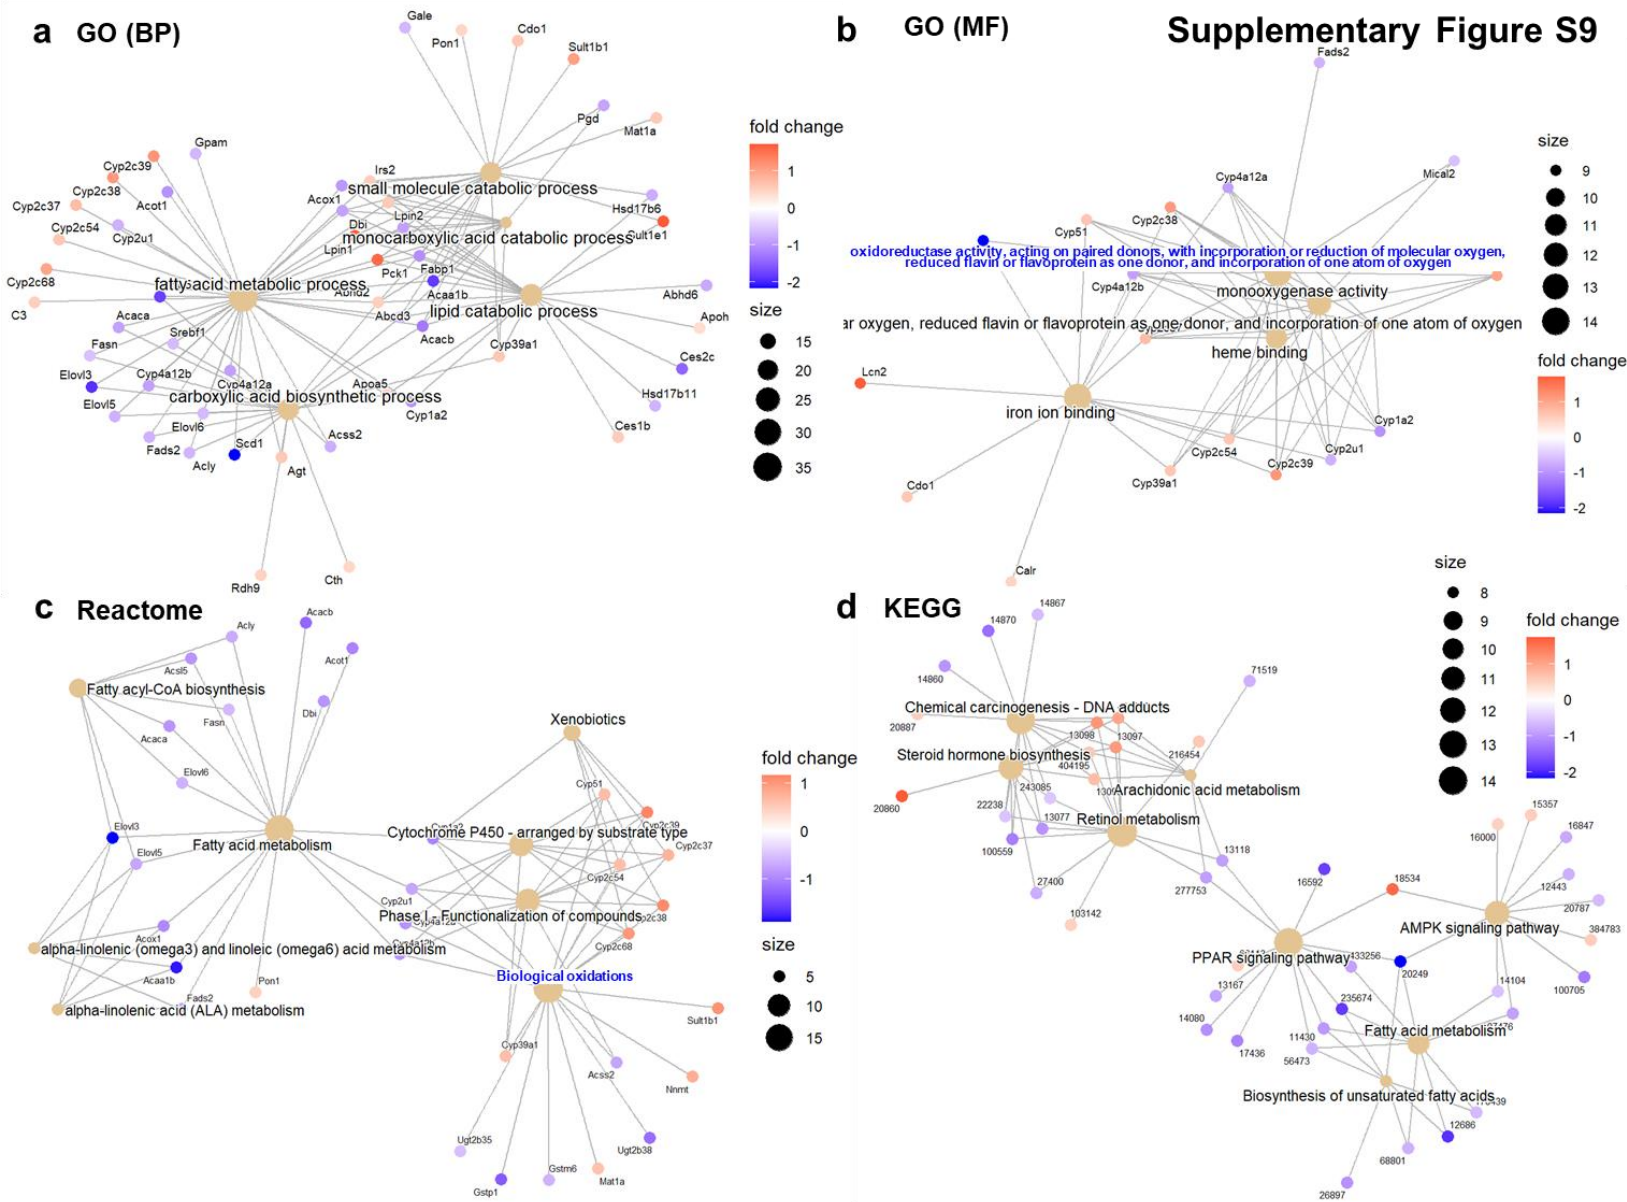

Supplementary Figure S9. The linkages of genes and biological concepts changed in the livers of MG mice compared to A1G mice. A1G, mice under artificial earth gravity in space; MG, mice under microgravity in space. Biological concepts were from GO terms (**a**, **b**, and **c**), or KEGG pathways (**d**) as a network. Dot color indicates the fold change of enrichment in the livers of MG compared to A1G mice. “Size” means the node size. Pathways colored blue are related to oxidative stress. Analysis was conducted in R¹, using the R package clusterProfiler².

Supplementary Figure S10

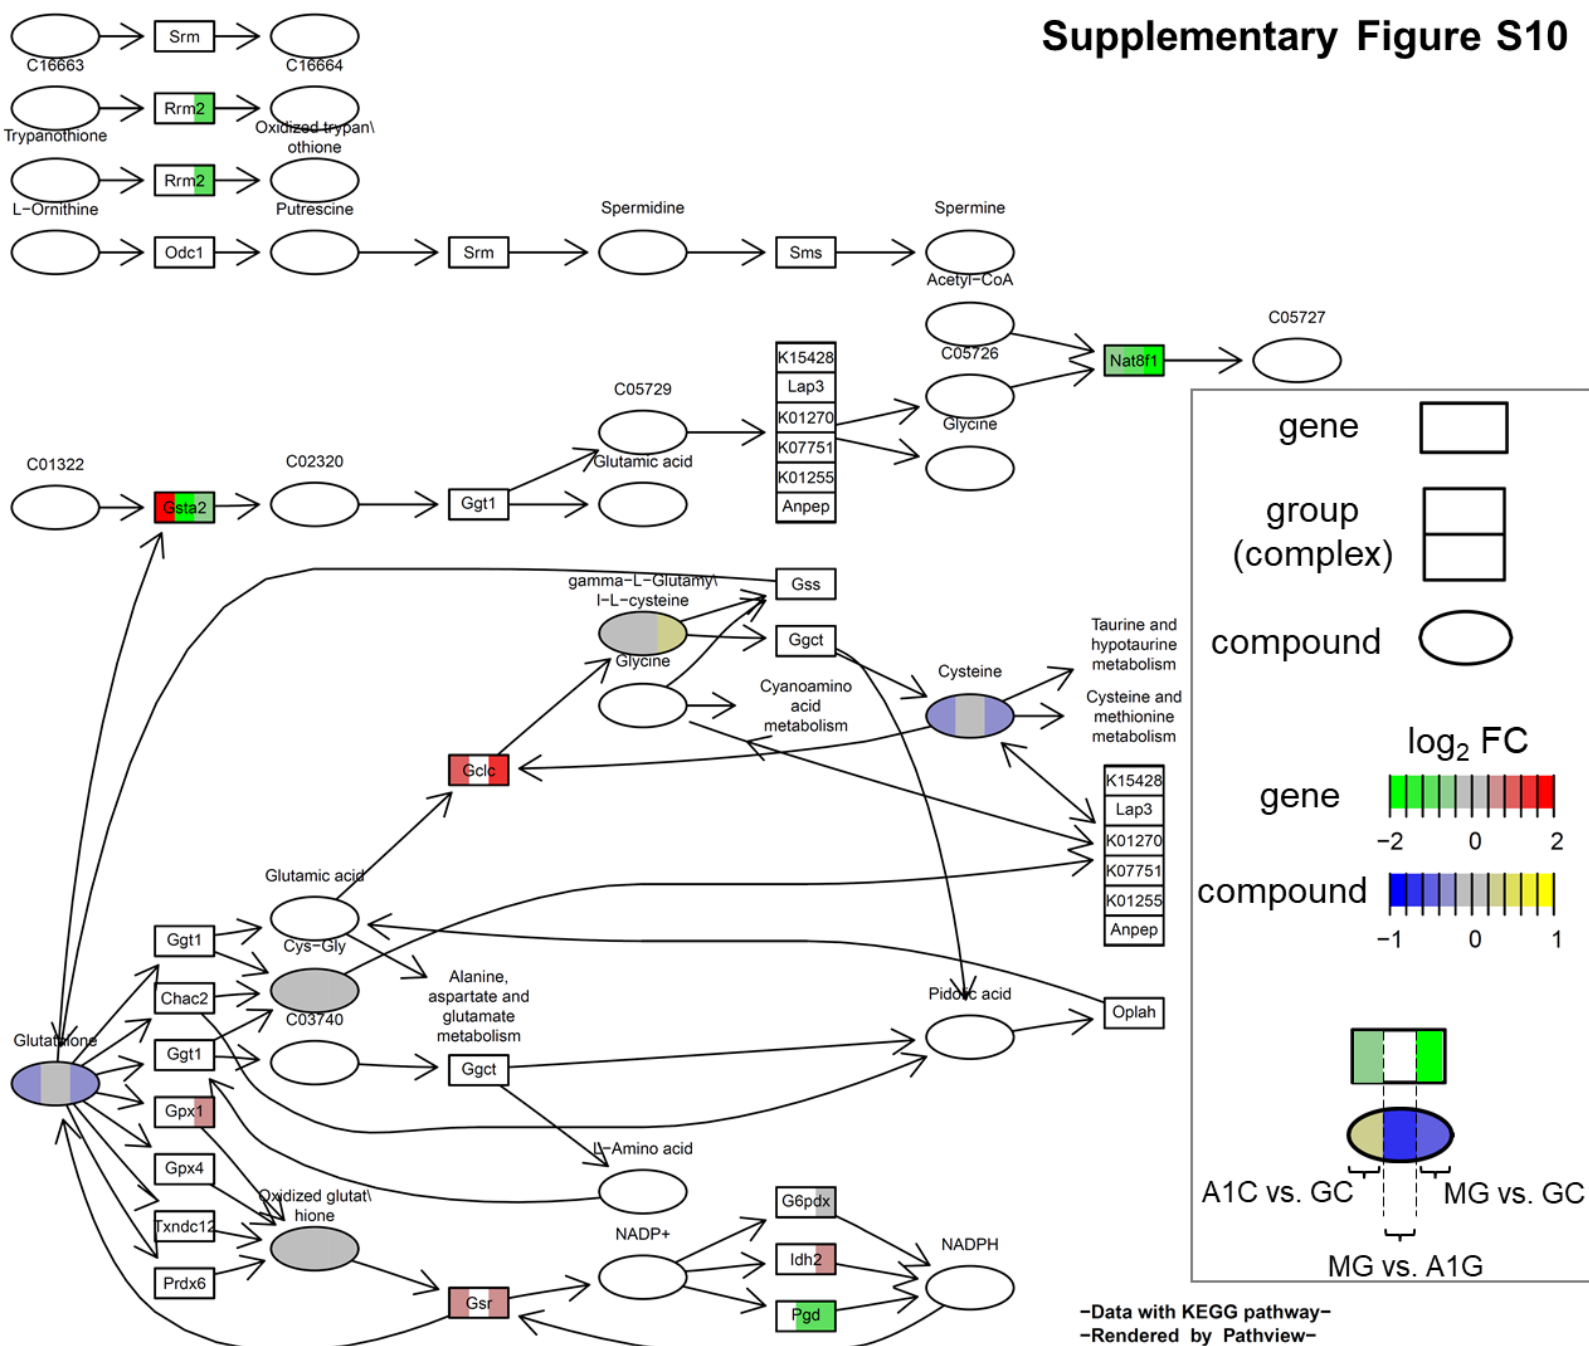

Supplementary Figure S10. Pathway-based data integration and visualization of KEGG PATHWAY 00480 “Glutathione metabolism”. Analysis was conducted in R¹ using the R package pathview⁵, which renders the metabolome and transcriptome data on the pathway. The color of genes and compounds means log₂ fold change (log₂FC), separated by 3 parts containing the ratio of A1G vs. GC (left), MG vs. A1G (middle), and MG vs. GC (right). Control mice on Earth (GC), mice under artificial earth-gravity in space (A1G), and mice under microgravity in space (MG). Images were obtained by KEGG^{6,7}.

	PC1	PC2		PC1	PC2
GS-bimane	-0.98798	-0.0501	Cysteine-S-bimane	-0.1589	0.009242
Thiamine	-0.79727	-0.2964	GSSG [M+2H] ²⁺	-0.13726	0.95857
Cysteine-bimane	-0.76822	-0.37685	O-phosphoserine	-0.12745	0.004461
Homoserine	-0.71144	0.005384	Glucose	-0.12271	0.146768
Taurine	-0.65587	-0.15588	Urea	-0.12053	0.090003
Histidine	-0.64502	0.203608	Homocysteine -<br>bimane	-0.10626	0.506683
Hercynine	-0.63165	0.374243	GS-S2-SG [M+2H] ²⁺	-0.094	-0.42692
Serine	-0.59173	-0.05081	Hypotaurine	-0.07112	0.119149
N-Acetylserine	-0.53702	-0.02679	Methionine	-0.0672	0.053662
Cysteine sulfonic acid	-0.47438	-0.27639	S-Methyl-cysteine	-0.05995	0.71875
Cystathionine	-0.44682	0.070911	Sulphide-dibimane	0.057161	0.671094
Ergothioneine	-0.44055	-0.64936	Lactic acid	0.147753	0.314428
GS-S2-bimane	-0.37125	-0.13703	γ-glutamylcysteine-<br>bimane	0.27159	-0.4545
GS-S-bimane	-0.23257	0.155242	Sulfite-bimane	0.307009	-0.80244
Thiosulfate-bimane	-0.21526	0.09968	GS-S3-bimane	0.447999	-0.60946
S-Adenosylhomocysteine	-0.19237	0.087156	GS-S3-SG [M+2H] ²⁺	0.45642	-0.58153
S-Adenosylmethionine	-0.17477	0.344367	GS-S4-bimane	0.460724	-0.55129
Cysteineglycine-bimane	-0.16298	0.087609	PAP	0.515578	0.71932
GS-S-SG [M+2H] ²⁺	-0.16237	0.691534	APS	0.526634	0.657506

Supplementary Table 1. Correlation coefficients derived from a non-metric multidimensional scaling (NMDS) of sulfur metabolomics in the livers of control mice on Earth (GC), mice under artificial earth gravity in space (A1G), and mice under microgravity in space (MG). PC, principal coordinate; GS, glutathione; GSSG, glutathione disulfide; PAP, 3'-phosphoadenosine-5'-phosphosulfate; APS, adenosine-5'-phosphosulfate.

	Pathway ID	Pathway	Database	num Genes	ES	NES	size	<i>p</i> -value	<i>p</i> adj
**A1G vs. GC**	WP412	oxidative stress	Wiki Pathways	9	0.684	2.105	28	2.1×10^{-4}	5.0×10^{-3}
	**GO ID or Pathway ID**	**GO term Pathway**	**Category or Database**	**num Genes**	**ES**	**NES**	**size**	**<i>p</i>-value**	**<i>p</i>adj**
	R-MMU-211859	biological oxidations	REACTOME	55	0.419	1.828	211	2.0×10^{-4}	4.0×10^{-3}
	GO:0004364	glutathione transferase activity	Function	24	-0.603	-2.065	46	2.0×10^{-4}	7.0×10^{-3}
	MOUSE_P WY-4061	glutathione-mediated detoxification	BIOCYC	10	-0.742	-2.172	23	1.9×10^{-4}	4.0×10^{-3}
**MG vs. A1G**	mmu00480	glutathione metabolism	KEGG	23	-0.665	-2.365	57	2.0×10^{-4}	4.0×10^{-3}
	GO:0004478	methionine adenosyltransferase activity	Function	6	0.952	1.956	6	2.0×10^{-4}	7.0×10^{-3}
	MOUSE_P WY-5328	superpathway of methionine degradation	BIOCYC	12	0.809	2.217	18	2.0×10^{-4}	4.0×10^{-3}
	R-MMU-1614635	sulfur amino acid metabolism	REACTOME	9	0.666	1.918	22	2.0×10^{-4}	4.0×10^{-3}
	**GO ID or Pathway ID**	**GO term Pathway**	**Category or Database**	**num Genes**	**ES**	**NES**	**size**	**<i>p</i>-value**	**<i>p</i>adj**
	WP412	oxidative Stress	Wiki Pathways	12	0.72	2.137	28	2.3×10^{-4}	6.0×10^{-3}
**MG vs. GC**	R-MMU-211859	biological oxidations	REACTOME	50	0.446	1.873	211	3.1×10^{-4}	7.0×10^{-3}
	GO:0004478	methionine adenosyltransferase activity	Function	3	0.985	1.953	6	2.1×10^{-4}	1.7×10^{-2}

Supplementary Table 2. Gene set enrichment analysis (GSEA) with Gene Ontology (GO) terms and pathways. GC, control mice on Earth; A1G, mice under artificial earth gravity in space; MG, mice under microgravity in space; ‘Pathway ID,’ pathway identifier; ‘GO ID,’ Gene Ontology identifier; ‘GO term,’ Gene Ontology term; ‘Pathway,’ pathway name; ‘Database,’ pathway source databases; ‘Category,’ the type of term in the Gene Ontology; ‘numGenes,’ the leading-edge genes that drive the enrichment of each category; ‘ES,’ enrichment score, which reflects the degree to which a gene set is overrepresented at the top or bottom of a ranked list of genes; ‘NES,’ normalized enrichment score; ‘Size,’ size of the pathway after removing missing genes in input gene names; ‘*P*-value,’ enrichment *p*-value of each category; ‘*P*adj,’ a Benjamini-Hochberg (BH)-adjusted *p*-value of each category ($n = 3$ each).

GO term or pathway	Gene Name	Full name	A1G vs. GC		MG vs. A1G		MG vs. GC	
			Fold change	p-value	Fold change	p-value	Fold change	p-value
Oxidative Stress	Mt1	metallothionein 1	0.44	2.8×10^{-1}	0.81	9.9×10^{-4}	1.25	1.5×10^{-1}
	Nqo1	NAD(P)H dehydrogenase, quinone 1	1.61	2.3×10^{-5}	-0.40	7.3×10^{-1}	1.22	2.2×10^{-4}
	Fos	FBJ osteosarcoma oncogene	2.10	1.2×10^{-4}	-0.95	5.6×10^{-1}	1.15	8.0×10^{-3}
	Junb	jun B proto-oncogene	0.36	6.7×10^{-1}	0.56	1.1×10^{-2}	0.93	1.0×10^{-3}
	Ugt1a1	UDP glucuronosyltransferase 1 family, polypeptide A1	0.82	5.0×10^{-5}	0.09	3.5×10^{-1}	0.91	1.0×10^{-7}
	Gsr	glutathione reductase	0.80	3.6×10^{-5}	-0.02	6.3×10^{-1}	0.78	1.3×10^{-4}
	Gstt2	glutathione S-transferase, theta 2	0.92	6.0×10^{-3}	-0.15	8.0×10^{-1}	0.77	2.7×10^{-2}
	Gpx1	glutathione peroxidase 1	0.55	9.0×10^{-3}	0.15	3.5×10^{-1}	0.70	1.1×10^{-4}
	Gclc	glutamate-cysteine ligase, catalytic subunit	1.06	2.8×10^{-5}	-0.38	4.6×10^{-2}	0.68	8.1×10^{-4}
	Txnrd1	thioredoxin reductase 1	0.85	1.0×10^{-3}	-0.27	1.2×10^{-1}	0.58	2.7×10^{-2}
	Hmox1	heme oxygenase 1	0.35	6.4×10^{-1}	0.13	3.8×10^{-1}	0.47	2.0×10^{-1}
	Sp1	trans-acting transcription factor 1	0.32	1.1×10^{-1}	-0.02	8.5×10^{-1}	0.30	6.9×10^{-2}
Biological oxidations	Cyp4a14	cytochrome P450, family 4, subfamily a, polypeptide 14	4.61	2.8×10^{-9}	-0.59	1.0	4.03	3.7×10^{-159}
	Fmo3	flavin containing monooxygenase 3	1.75	2.3×10^{-8}	1.88	6.0×10^{-3}	3.63	1.4×10^{-35}
	Cyp2b9	cytochrome P450, family 2, subfamily b, polypeptide 9	1.99	5.0×10^{-3}	1.43	6.5×10^{-2}	3.42	3.6×10^{-21}
	Cyp2c69	cytochrome P450, family 2, subfamily c, polypeptide 69	0.30	7.3×10^{-1}	2.81	7.7×10^{-4}	3.11	2.9×10^{-10}
	Cyp4a10	cytochrome P450, family 4, subfamily a, polypeptide 10	2.82	1.7×10^{-39}	-0.42	9.1×10^{-1}	2.40	3.2×10^{-6}
	Fmo2	flavin containing monooxygenase 2	0.75	2.6×10^{-2}	1.30	1.0×10^{-3}	2.05	6.7×10^{-16}
	Cyp2c38	cytochrome P450, family 2, subfamily c, polypeptide 38	0.87	6.0×10^{-4}	1.12	2.2×10^{-11}	1.99	1.4×10^{-5}
	Cyp2c40	cytochrome P450, family 2, subfamily c, polypeptide 40	0.18	7.7×10^{-1}	1.77	1.5×10^{-2}	1.94	8.9×10^{-5}
	Sult1e1	sulfotransferase family 1E, member 1	0.05	7.2×10^{-1}	1.74	9.5×10^{-7}	1.78	1.0×10^{-5}
	Cyp26b1	cytochrome P450, family 26, subfamily b, polypeptide 1	2.83	6.0×10^{-5}	-1.05	5.6×10^{-2}	1.77	3.6×10^{-15}
	Cyp2c54	cytochrome P450, family 2, subfamily c, polypeptide 54	1.12	3.0×10^{-5}	0.64	1.9×10^{-5}	1.76	7.9×10^{-32}
	Sult2a7	dehydroepiandrosterone (DHEA)-preferring, member 7	0.61	3.7×10^{-1}	1.08	5.0×10^{-3}	1.69	2.1×10^{-4}
	Cyp2c37	cytochrome P450, family 2, subfamily c, polypeptide 37	0.92	1.2×10^{-4}	0.74	1.5×10^{-7}	1.66	3.4×10^{-28}
	Cyp3a59	cytochrome P450, family 3, subfamily a, polypeptide 59	0.79	2.7×10^{-2}	0.70	2.0×10^{-3}	1.49	1.6×10^{-8}
	Cyp39a1	cytochrome P450, family 39, subfamily a, polypeptide 1	0.83	1.0×10^{-3}	0.63	1.5×10^{-5}	1.46	1.3×10^{-13}
	Cyp2b10	cytochrome P450, family 2, subfamily b, polypeptide 10	1.54	2.2×10^{-7}	-0.11	7.8×10^{-1}	1.43	3.0×10^{-6}
	Cyp2c39	cytochrome P450, family 2, subfamily c, polypeptide 39	0.25	8.1×10^{-1}	1.16	4.2×10^{-5}	1.41	2.7×10^{-5}
	Ces1b	carboxylesterase 1B	0.74	2.0×10^{-2}	0.58	5.5×10^{-6}	1.31	5.1×10^{-9}

Cyp4a31	cytochrome P450, family 4, subfamily a, polypeptide 31	2.69	1.5×10^{-16}	-1.48	5.7×10^{-2}	1.20	4.5×10^{-4}
Cyp2c68	cytochrome P450, family 2, subfamily c, polypeptide 68	0.17	5.2×10^{-1}	0.99	1.8×10^{-12}	1.15	3.9×10^{-11}
Cyp2c29	cytochrome P450, family 2, subfamily c, polypeptide 29	1.32	2.2×10^{-14}	-0.18	2.1×10^{-1}	1.13	1.1×10^{-10}
Mgst3	microsomal glutathione S-transferase 3	1.52	2.4×10^{-5}	-0.44	2.4×10^{-1}	1.08	4.1×10^{-4}
Cyp2a5	cytochrome P450, family 2, subfamily a, polypeptide 5	1.65	5.0×10^{-3}	-0.63	8.0×10^{-3}	1.02	2.9×10^{-7}
Cyp2c50	cytochrome P450, family 2, subfamily c, polypeptide 50	0.84	4.9×10^{-4}	0.15	1.8×10^{-1}	0.99	2.8×10^{-9}
Aldh1a1	aldehyde dehydrogenase family 1, subfamily A1	1.10	4.2×10^{-9}	-0.14	5.4×10^{-1}	0.96	2.0×10^{-7}
Maob	monoamine oxidase B	0.68	4.0×10^{-3}	0.26	2.2×10^{-2}	0.94	5.7×10^{-7}
Ugt1a1	UDP glucuronosyltransferase 1 family, polypeptide A1	0.82	5.0×10^{-5}	0.09	3.5×10^{-1}	0.91	1.0×10^{-7}
Fmo1	flavin containing monooxygenase 1	0.45	9.3×10^{-2}	0.44	4.5×10^{-4}	0.89	2.5×10^{-8}
Gclm	glutamate-cysteine ligase, modifier subunit	0.72	8.0×10^{-3}	0.16	2.3×10^{-1}	0.88	1.2×10^{-4}
Chac1	ChaC, cation transport regulator 1	-0.11	3.7×10^{-1}	0.99	1.0×10^{-3}	0.88	1.7×10^{-2}
Cyp3a13	cytochrome P450, family 3, subfamily a, polypeptide 13	0.48	1.5×10^{-1}	0.38	6.0×10^{-3}	0.86	3.5×10^{-6}
Cyp2e1	cytochrome P450, family 2, subfamily e, polypeptide 1	0.44	2.7×10^{-1}	0.39	8.0×10^{-4}	0.83	3.0×10^{-6}
Nnmt	nicotinamide N-methyltransferase	0.01	1.2×10^{-1}	0.79	1.3×10^{-7}	0.80	1.6×10^{-4}
Cyp3a25	cytochrome P450, family 3, subfamily a, polypeptide 25	0.54	6.7×10^{-2}	0.24	1.1×10^{-1}	0.78	1.9×10^{-4}
Gstt2	glutathione S-transferase, theta 2	0.92	6.0×10^{-3}	-0.15	8.0×10^{-1}	0.77	2.7×10^{-2}
Mat1a	methionine adenosyltransferase I, alpha	0.14	2.6×10^{-1}	0.61	6.2×10^{-8}	0.75	2.3×10^{-5}
Adh4	alcohol dehydrogenase 4 (class II), pi polypeptide	0.47	2.8×10^{-1}	0.26	1.6×10^{-2}	0.72	3.0×10^{-3}
Gclc	glutamate-cysteine ligase, catalytic subunit	1.06	2.8×10^{-5}	-0.38	4.6×10^{-2}	0.68	8.1×10^{-4}
Cyp3a11	cytochrome P450, family 3, subfamily a, polypeptide 11	0.72	5.5×10^{-1}	-0.05	8.3×10^{-1}	0.67	8.3×10^{-4}
Cmb1	carboxymethylglutaminyl dehydrogenase-like (Pseudomonas)	0.49	1.4×10^{-1}	0.18	1.6×10^{-1}	0.67	9.0×10^{-3}
Cyp2d26	cytochrome P450, family 2, subfamily d, polypeptide 26	0.40	3.8×10^{-1}	0.23	3.1×10^{-2}	0.63	5.0×10^{-3}
Cyp17a1	Glutathione S-transferase kappa 1	-0.53	1.5×10^{-4}	1.12	4.3×10^{-2}	0.59	7.2×10^{-1}
Sult1b1	sulfotransferase family 1B, member 1	-0.46	1.7×10^{-2}	1.05	4.1×10^{-6}	0.59	4.2×10^{-2}
Ugt1a6b	UDP glucuronosyltransferase 1 family, polypeptide A6B	0.48	2.1×10^{-1}	0.10	3.3×10^{-1}	0.57	2.5×10^{-2}
Ugdh	UDP-glucose dehydrogenase	0.89	4.0×10^{-3}	-0.34	3.6×10^{-1}	0.55	9.0×10^{-3}
Slc35d1	solute carrier family 35 (UDP-glucuronic acid/UDP-N-acetylgalactosamine dual transporter), member D1	0.89	9.9×10^{-5}	-0.35	1.8×10^{-2}	0.55	5.2×10^{-2}
Sult1a1	sulfotransferase family 1A, phenol-preferring, member 1	-0.03	9.0×10^{-2}	0.57	3.9×10^{-5}	0.54	5.5×10^{-2}
Ces1c	carboxylesterase 1C	0.27	1.0	0.25	2.5×10^{-2}	0.53	4.7×10^{-2}

Rxra	retinoid X receptor alpha	0.30	9.9×10^{-1}	0.19	4.2×10^{-2}	0.49	6.5×10^{-2}
Cyp2j5	cytochrome P450, family 2, subfamily j, polypeptide 5	0.31	7.5×10^{-1}	0.17	1.1×10^{-1}	0.48	6.9×10^{-2}
Ahcy	S-adenosylhomocysteine hydrolase	0.13	1.9×10^{-1}	0.32	6.0×10^{-3}	0.45	1.4×10^{-1}
Slc26a2	solute carrier family 26 (sulfate transporter), member 2	0.51	1.0×10^{-2}	-0.09	7.5×10^{-1}	0.42	2.8×10^{-2}
N6amt1	N-6 adenine-specific DNA methyltransferase 1 (putative)	0.06	5.6×10^{-1}	0.36	1.5×10^{-1}	0.42	4.5×10^{-1}
Cyp51	cytochrome P450, family 51	-0.31	9.4×10^{-4}	0.64	1.6×10^{-5}	0.33	4.2×10^{-1}
Cyp4f14	cytochrome P450, family 4, subfamily f, polypeptide 14	0.17	4.6×10^{-1}	0.17	1.7×10^{-1}	0.33	5.0×10^{-1}
Por	cytochrome p450 oxidoreductase	0.02	3.9×10^{-2}	0.30	1.7×10^{-2}	0.32	7.9×10^{-1}
Nr1h4	nuclear receptor subfamily 1, group H, member 4	0.15	4.3×10^{-1}	0.17	1.4×10^{-1}	0.32	7.0×10^{-1}
Gstz1	glutathione transferase zeta 1 (maleylacetoacetate isomerase)	0.17	2.6×10^{-1}	0.15	1.0×10^{-1}	0.32	8.0×10^{-1}
Cyp3a44	cytochrome P450, family 3, subfamily a, polypeptide 44	0.07	6.5×10^{-1}	0.23	4.8×10^{-2}	0.30	8.1×10^{-2}
Adh6b	alcohol dehydrogenase 6B	-0.06	4.3×10^{-1}	0.33	6.5×10^{-2}	0.27	2.2×10^{-1}
Sult2a8	sulfotransferase family 2A, dehydroepiandrosterone (DHEA)-preferring, member 8	0.08	1.2×10^{-1}	0.17	7.3×10^{-2}	0.25	8.8×10^{-1}
Abhd14b	abhydrolase domain containing 14b	0.02	5.9×10^{-2}	0.23	9.1×10^{-2}	0.25	6.5×10^{-1}
Cyp2d22	cytochrome P450, family 2, subfamily d, polypeptide 22	0.02	5.6×10^{-1}	0.20	2.9×10^{-2}	0.22	1.1×10^{-1}
Mgst2	microsomal glutathione S-transferase 2	-0.39	3.8×10^{-1}	0.60	1.5×10^{-1}	0.22	6.3×10^{-1}
Acsml	acyl-CoA synthetase medium-chain family member 1	0.07	1.5×10^{-1}	0.14	2.0×10^{-1}	0.21	6.1×10^{-1}
Gstk1	glutathione S-transferase kappa 1	0.01	9.2×10^{-2}	0.17	1.9×10^{-1}	0.19	6.2×10^{-1}
Cyp2d10	cytochrome P450, family 2, subfamily d, polypeptide 10	0.11	3.4×10^{-2}	0.04	1.7×10^{-1}	0.15	2.3×10^{-1}
Mat2a	methionine adenosyltransferase II, alpha	-0.13	1.5×10^{-1}	0.26	1.5×10^{-1}	0.13	9.7×10^{-1}
Marc2	mitochondrial amidoxime reducing component 2	-0.14	5.4×10^{-2}	0.25	7.4×10^{-2}	0.11	4.3×10^{-1}
Cyp2c67	cytochrome P450, family 2, subfamily c, polypeptide 67	-0.16	5.0×10^{-3}	0.25	3.0×10^{-2}	0.09	2.2×10^{-1}
Cyp2b19	cytochrome P450, family 2, subfamily b, polypeptide 19	-0.09	3.9×10^{-1}	0.14	1.9×10^{-1}	0.05	7.9×10^{-1}
Slc35b2	solute carrier family 35, member B2	-0.22	5.5×10^{-2}	0.20	1.9×10^{-1}	-0.02	4.9×10^{-1}

Supplementary Table 3. Differentially expressed genes annotated to Gene Ontology (GO)

terms or pathways related to oxidative stress in the livers of control mice on Earth (GC), mice under artificial earth gravity in space (A1G), and mice under microgravity in space (MG). Fold change shows log2 fold change of average gene expression values, and A1G vs. GC indicates the ratio of gene expression in A1G mice to GC mice. Red indicates significantly upregulated genes, whereas blue indicates significantly downregulated genes. Differentially expressed genes were detected by means of DESeq2⁸ cloud using a Wald test, a parametric fit type, and setting an adjusted *p*-value cutoff of 0.05 (*n* = 3 each).

GO term	Gene Name	Full name	A1G vs. GC		MG vs. A1G		MG vs. GC	
			Fold change	p-value	Fold change	p-value	Fold change	p-value
Glutathione transferase activity	Gsta2	glutathione S-transferase, alpha 2 (Yc2)	2.43	9.0×10^{-4}	-1.08	5.0×10^{-3}	1.36	9.5×10^{-6}
	Mgst3	microsomal glutathione S-transferase 3	1.52	2.4×10^{-5}	-0.44	2.4×10^{-1}	1.08	4.1×10^{-4}
	Gsta1	glutathione S-transferase, alpha 1 (Ya)	3.73	1.0×10^{-3}	-3.37	6.0×10^{-3}	0.36	5.2×10^{-1}
	Gstm1	glutathione S-transferase, mu 1	1.37	2.1×10^{-1}	-1.07	1.1×10^{-1}	0.30	9.3×10^{-1}
	Gstm2	glutathione S-transferase, mu 2	0.47	2.3×10^{-1}	-0.18	4.0×10^{-1}	0.29	8.8×10^{-1}
	Gstm4	glutathione S-transferase, mu 4	1.21	2.0×10^{-1}	-1.09	2.0×10^{-1}	0.13	4.2×10^{-1}
	Gsta4	glutathione S-transferase, alpha 4	1.03	1.2×10^{-2}	-0.99	6.6×10^{-5}	0.04	2.0×10^{-1}
	Mgst1	microsomal glutathione S-transferase 1	0.04	1.9×10^{-1}	-0.07	4.3×10^{-1}	-0.03	3.7×10^{-2}
	Gstm7	glutathione S-transferase, mu 7	0.44	7.9×10^{-1}	-0.50	7.5×10^{-2}	-0.07	4.8×10^{-2}
	Ltc4s	leukotriene C4 synthase	0.69	3.3×10^{-1}	-1.05	5.1×10^{-2}	-0.36	3.7×10^{-1}
	Gstm5	glutathione S-transferase, mu 5	-0.02	2.5×10^{-1}	-0.40	3.9×10^{-1}	-0.42	5.7×10^{-2}
	Gstm3	glutathione S-transferase, mu 3	1.07	4.6×10^{-1}	-1.63	2.1×10^{-2}	-0.56	8.3×10^{-4}
	Gstm6	glutathione S-transferase, mu 6	-0.03	5.2×10^{-2}	-0.62	3.5×10^{-4}	-0.65	4.5×10^{-7}
	Gstp2	glutathione S-transferase, pi 2	0.87	6.7×10^{-1}	-1.56	2.7×10^{-2}	-0.70	5.4×10^{-2}
	Gstp1	glutathione S-transferase, pi 1	0.18	3.2×10^{-1}	-1.35	4.6×10^{-16}	-1.17	2.4×10^{-20}
Glutathione-mediated detoxification	Gsta2	glutathione S-transferase, alpha 2 (Yc2)	2.43	9.0×10^{-4}	-1.08	5.0×10^{-3}	1.36	9.5×10^{-6}
	Gsta1	glutathione S-transferase, alpha 1 (Ya)	3.73	1.0×10^{-3}	-3.37	6.0×10^{-3}	0.36	5.2×10^{-1}
	Gstm1	glutathione S-transferase, mu 1	1.37	2.1×10^{-1}	-1.07	1.1×10^{-1}	0.30	9.3×10^{-1}
	Gsta4	glutathione S-transferase, alpha 4	1.03	1.2×10^{-2}	-0.99	6.6×10^{-5}	0.04	2.0×10^{-1}
	Anpep	alanyl (membrane) aminopeptidase	-0.06	6.2×10^{-1}	0.04	1.4×10^{-1}	-0.02	3.5×10^{-1}
	Gstm7	glutathione S-transferase, mu 7	0.44	7.9×10^{-1}	-0.50	7.5×10^{-2}	-0.07	4.8×10^{-2}
	Gstm3	glutathione S-transferase, mu 3	1.07	4.6×10^{-1}	-1.63	2.1×10^{-2}	-0.56	8.3×10^{-4}
	Gstm6	glutathione S-transferase, mu 6	-0.03	5.2×10^{-2}	-0.62	3.5×10^{-4}	-0.65	4.5×10^{-7}
	Gstp2	glutathione S-transferase, pi 2	0.87	6.7×10^{-1}	-1.56	2.7×10^{-2}	-0.70	5.4×10^{-2}
	Gstp1	glutathione S-transferase, pi 1	0.18	3.2×10^{-1}	-1.35	4.6×10^{-16}	-1.17	2.4×10^{-20}
Glutathione metabolism	Gsta2	glutathione S-transferase, alpha 2 (Yc2)	2.43	9.0×10^{-4}	-1.08	5.0×10^{-3}	1.36	9.5×10^{-6}
	Mgst3	microsomal glutathione S-transferase 3	1.52	2.4×10^{-5}	-0.44	2.4×10^{-1}	1.08	4.1×10^{-4}
	Gclc	glutamate-cysteine ligase, catalytic subunit	1.06	2.8×10^{-5}	-0.38	4.6×10^{-2}	0.68	8.1×10^{-4}
	Gsta1	glutathione S-transferase, alpha 1 (Ya)	3.73	1.0×10^{-3}	-3.37	6.0×10^{-3}	0.36	5.2×10^{-1}
	Gstm1	glutathione S-transferase, mu 1	1.37	2.1×10^{-1}	-1.07	1.1×10^{-1}	0.30	9.3×10^{-1}
	Odc1	ornithine decarboxylase, structural 1	0.54	1.3×10^{-1}	-0.26	1.3×10^{-1}	0.28	6.7×10^{-1}
	Oplah	5-oxoprolinase (ATP-hydrolysing)	0.44	4.2×10^{-1}	-0.22	2.9×10^{-1}	0.22	9.1×10^{-1}
	Ggt6	gamma-glutamyltransferase 6	0.56	1.4×10^{-1}	-0.41	4.8×10^{-2}	0.16	6.8×10^{-1}
	Gstm4	glutathione S-transferase, mu 4	1.21	2.0×10^{-1}	-1.09	2.0×10^{-1}	0.13	4.2×10^{-1}
	Idh1	isocitrate dehydrogenase 1 (NADP+), soluble	0.36	6.1×10^{-1}	-0.30	2.3×10^{-2}	0.06	9.2×10^{-2}

Gsta4	glutathione S-transferase, alpha 4	1.03	1.2×10^{-2}	-0.99	6.6×10^{-5}	0.04	2.0×10^{-1}
Anpep	alanyl (membrane)<br>aminopeptidase	-0.06	6.2×10^{-1}	0.04	1.4×10^{-1}	-0.02	3.5×10^{-1}
Gstm7	glutathione S-transferase, mu 7	0.44	7.9×10^{-1}	-0.50	7.5×10^{-2}	-0.07	4.8×10^{-2}
Sms	spermine synthase	0.11	7.6×10^{-1}	-0.40	2.9×10^{-1}	-0.29	1.7×10^{-1}
G6pdx	glucose-6-phosphate<br>dehydrogenase X-linked	-0.14	4.1×10^{-2}	-0.18	2.5×10^{-1}	-0.32	7.5×10^{-4}
Gpx6	glutathione peroxidase 6	0.13	7.3×10^{-1}	-0.55	2.0×10^{-1}	-0.42	1.1×10^{-1}
Gstm3	glutathione S-transferase, mu 3	1.07	4.6×10^{-1}	-1.63	2.1×10^{-2}	-0.56	8.3×10^{-4}
Gstm6	glutathione S-transferase, mu 6	-0.03	5.2×10^{-2}	-0.62	3.5×10^{-4}	-0.65	4.5×10^{-7}
Gstp2	glutathione S-transferase, pi 2	0.87	6.7×10^{-1}	-1.56	2.7×10^{-2}	-0.70	5.4×10^{-2}
Nat8	N-acetyltransferase 8 (GCN5-<br>related)	-0.27	3.4×10^{-2}	-0.52	5.7×10^{-2}	-0.78	2.0×10^{-5}
Rrm2	ribonucleotide reductase M2	-0.29	2.9×10^{-2}	-0.56	1.9×10^{-2}	-0.85	3.1×10^{-5}
Pgd	phosphogluconate dehydrogenase	-0.13	1.0×10^{-2}	-0.84	2.6×10^{-6}	-0.96	1.3×10^{-12}
Gstp1	glutathione S-transferase, pi 1	0.18	3.2×10^{-1}	-1.35	4.6×10^{-16}	-1.17	2.4×10^{-20}

Supplementary Table 4. Differentially expressed genes annotated to Gene Ontology (GO)

terms or pathways related to oxidative stress in the livers of control mice on Earth (GC), mice under artificial earth gravity in space (A1G), and mice under microgravity in space (MG). Fold change shows log2 fold change of average gene expression values, and A1G vs. GC indicates the ratio of gene expression in A1G mice to GC mice. 

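Over Supplementary Tables 3 to 5, the paper's fold change equals the log2 ratio of mean TPM + 1 within 0.01 for 115 of 115 genes, and the paper's p equals the unadjusted p of the deposited tables for 115. Of these genes, 111 were tested in edgeR. The edgeR adjusted p was under 0.05 for 31 in MG vs. GC, 6 in A1G vs. GC and 1 in MG vs. A1G. In the authors' deposited tables the adjusted p is under 0.05 for 49, 20 and 19, and the unadjusted p for 65, 46 and 54. TPM is a share of all transcripts, so it shifts when abundant transcripts change. The median excess of the log2 ratio of mean TPM + 1 over the edgeR log2 fold change was 0.26 in MG vs. GC, 0.28 in A1G vs. GC and -0.02 in MG vs. A1G. 78, 65 and 67 genes had a positive log2 fold change in edgeR, and 99, 93 and 71 in the paper's tables. The sign differed for 17, 29 and 2 genes, 0 of them called by edgeR.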

Red indicates significantly upregulated genes, whereas blue indicates significantly downregulated genes. Differentially expressed genes were detected by means of DESeq2⁸ cloud using a Wald test, a parametric fit type, and setting an adjusted *p*-value cutoff of 0.05 (*n* = 3 each).

GO term or pathway	Gene Name	Full name	A1G vs. GC		MG vs. A1G		MG vs. GC	
			Fold change	p-value	Fold change	p-value	Fold change	p-value
methionine adenosyl-transferase activity	Mat1a	methionine adenosyltransferase I, alpha	0.14	2.6×10^{-1}	0.61	6.2×10^{-8}	0.75	2.3×10^{-5}
	Mat2a	methionine adenosyltransferase II, alpha	-0.13	1.5×10^{-1}	0.26	1.5×10^{-1}	0.13	9.7×10^{-1}
Superpathway of methionine degradation	Cbs	methionine adenosyltransferase I, alpha	0.48	2.1×10^{-1}	0.35	7.0×10^{-3}	0.83	9.8×10^{-5}
	Mat1a	cystathionase (cystathionine gamma-lyase)	0.14	2.6×10^{-1}	0.61	6.2×10^{-8}	0.75	2.3×10^{-5}
	Cth	cysteine dioxygenase 1, cytosolic	0.16	4.8×10^{-1}	0.44	2.1×10^{-4}	0.60	1.5×10^{-2}
	Cdo1	sulfite oxidase	-0.03	5.7×10^{-2}	0.63	6.2×10^{-6}	0.60	8.0×10^{-3}
	Suox	S-adenosylhomocysteine hydrolase	0.33	6.6×10^{-1}	0.14	2.3×10^{-1}	0.46	1.2×10^{-1}
	Ahcy	betaine-homocysteine methyltransferase	0.13	1.9×10^{-1}	0.32	6.0×10^{-3}	0.45	1.4×10^{-1}
	Bhmt	propionyl Coenzyme A carboxylase, beta polypeptide	-0.46	9.1×10^{-2}	0.76	2.8×10^{-2}	0.30	9.2×10^{-1}
	Pccb	propionyl-Coenzyme A carboxylase, alpha polypeptide	0.18	3.6×10^{-1}	0.11	2.3×10^{-1}	0.28	8.8×10^{-1}
	Pcca	methionine adenosyltransferase II, beta	0.08	1.8×10^{-1}	0.09	3.6×10^{-1}	0.18	5.6×10^{-1}
	Mat2b	methionine adenosyltransferase II, alpha	0.02	1.4×10^{-1}	0.13	3.5×10^{-1}	0.15	4.7×10^{-1}
	Mat2a	betaine-homocysteine methyltransferase 2	-0.13	1.5×10^{-1}	0.26	1.5×10^{-1}	0.13	9.7×10^{-1}
	Bhmt2	methionine adenosyltransferase I, alpha	-0.10	9.0×10^{-3}	0.13	2.3×10^{-1}	0.03	9.4×10^{-2}
Sulfur amino acid metabolism	Gclm	glutamate-cysteine ligase, modifier subunit	0.72	8.0×10^{-3}	0.16	2.3×10^{-1}	0.88	1.2×10^{-4}
	Cbs	cystathionine beta-synthase	0.48	2.1×10^{-1}	0.35	7.0×10^{-3}	0.83	9.8×10^{-5}
	Mat1a	methionine adenosyltransferase I, alpha	0.14	2.6×10^{-1}	0.61	6.2×10^{-8}	0.75	2.3×10^{-5}
	Cth	cystathionase (cystathionine gamma-lyase)	0.16	4.8×10^{-1}	0.44	2.1×10^{-4}	0.60	1.5×10^{-2}
	Cdo1	cysteine dioxygenase 1, cytosolic	-0.03	5.7×10^{-2}	0.63	6.2×10^{-6}	0.60	8.0×10^{-3}
	Suox	sulfite oxidase	0.33	6.6×10^{-1}	0.14	2.3×10^{-1}	0.46	1.2×10^{-1}
	Ahcy	S-adenosylhomocysteine hydrolase	0.13	1.9×10^{-1}	0.32	6.0×10^{-3}	0.45	1.4×10^{-1}
	Bhmt	betaine-homocysteine methyltransferase	-0.46	9.1×10^{-2}	0.76	2.8×10^{-2}	0.30	9.2×10^{-1}
	Bhmt2	betaine-homocysteine methyltransferase 2	-0.10	9.0×10^{-3}	0.13	2.3×10^{-1}	0.03	9.4×10^{-2}

Supplementary Table 5. Differentially expressed genes annotated to Gene Ontology (GO)

terms or pathways related to oxidative stress in the livers of control mice on Earth (GC), mice under artificial earth gravity in space (A1G), and mice under microgravity in space (MG). Fold change shows log2 fold change of average gene expression values, and A1G vs. GC indicates the ratio of gene expression in A1G mice to GC mice. Red indicates significantly upregulated genes, whereas blue indicates significantly downregulated genes. Differentially expressed genes were detected by means of DESeq2⁸ cloud using a Wald test, a parametric fit type, and setting an adjusted *p*-value cutoff of 0.05 (*n* = 3 each).

References

- 1 R Core Team (2021). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. <https://www.R-project.org>.
- 2 Yu, G., Wang, L.-G., Han, Y. & He, Q.-Y. clusterProfiler: an R Package for Comparing Biological Themes Among Gene Clusters. *OMICS: J. Integrative Biol.* **16**, 284-287 (2012).
- 3 Young, M. D., Wakefield, M. J., Smyth, G. K. & Oshlack, A. Gene ontology analysis for RNA-seq: accounting for selection bias. *Genome Biol.* **11**, R14; 10.1186/gb-2010-11-2-r14 (2010).
- 4 Korotkevich, G. et al. *bioRxiv*; 10.1101/060012 (2021).
- 5 Luo, W. & Brouwer, C. Pathview: an R/Bioconductor package for pathway-based data integration and visualization. *Bioinformatics.* **29**, 1830-1831 (2013).
- 6 Kanehisa, M. & Goto, S. KEGG: kyoto encyclopedia of genes and genomes. *Nucleic Acids Res.* **1**, 27-30 (2000).
- 7 Kanehisa, M. Toward understanding the origin and evolution of cellular organisms. *Protein Sci.* **28**, 1947-1951 (2019).
- 8 Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550; 10.1186/s13059-014-0550-8 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

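The samples are livers of 9 male C57BL/6J mice, 3 per group: GC on the ground, A1G flown at 1 g in a centrifuge and MG flown in microgravity. Poly(A) RNA was made into stranded libraries and sequenced on a NovaSeq instrument, 1 library per mouse. The authors filtered reads with fastp 0.19.4 and quantified them with Salmon 0.9.1, and deposited a table of estimated counts per gene and a table of TPM, on the GRCm38 genome. The authors' estimated counts are not whole for 17.2% of values, and the deposited TPM are scaled to the length of the transcripts and to the sum of each library. For each comparison the authors also deposited a table of their DESeq2 Wald test, with a log2 fold change and its standard error, the Wald score, the p-value and the adjusted p-value. Columns were mapped to mice by the labels of the deposit, and 0 columns had no sample. The annotation release is not stated. Of the genes tested, 13166 were found in GENCODE M21, 11939 of them with the same version of the gene ID, and identities are given from that release. Symbols came from the authors' tables for 20524 IDs and from the reference for 14180, and 162 had none.

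The total of estimated counts was 23506273, 23180740.0 and 17399418 in GC replicates 1 to 3, 20596933, 19490377 and 23738049 in A1G and 16898348, 20303599 and 13189515 in MG. At these depths a gene of 100 counts carries a counting error of about a 10th of its value, which is below the spread between mice. Between mice of the same group the chi-square per gene, which is 1 for counting error alone, ran from 17.2 to 82.2, and Pearson's r of log2 CPM from 0.969 to 0.983. The 2 highest chi-square values are those of A1G replicate 1 against A1G replicates 2 and 3 (81.8 and 82.2).

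Counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10), which held 99.9% of all counts, out of 20550 genes with any count. Libraries were scaled by TMM, and all 9 were fitted with 1 coefficient per group (quasi-likelihood F test, common dispersion 0.0333, prior degrees of freedom 5.70, residual degrees of freedom 6). CPM are TMM-normalized, and log2 CPM use a prior count of 2. The standard error of a log2 fold change was derived from the F statistic. It is the absolute log2 fold change, fitted without a prior count, divided by the square root of F. With 3 mice per group the smallest exact p of a rank test is 0.1, so single genes were tested only in the model. Adjusted p values are Benjamini-Hochberg over all genes tested, and where stated over a list alone. Each list with measured members was tested with camera (limma 3.58.1, preset correlation 0.01), adjusted over the 48 lists of a comparison, and again with the correlation estimated from the residuals, which has few degrees of freedom here. fgsea 1.28.0 (minimum size 3) and fry were run on the same lists. At 0.05, camera called 20 lists in MG vs. GC, 21 in A1G vs. GC and 29 in MG vs. A1G, with an estimated correlation 3, 1 and 1, fgsea 19, 22 and 29, and fry 10, 8 and 5. The gene set collections the paper used were not at hand, so lists were written from textbook knowledge after reading the paper and its supplement, and families by symbol. The lists of Supplementary Tables 3 to 5 were counted but not tested as sets.

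The procedure was tested on simulated data, with counts drawn from the real means and library sizes and 200 genes changed, 100 by 2 times and 100 by 4 times. It recovered 65 and 98 of these in MG vs. GC, 73 and 94 in A1G vs. GC and 59 and 93 in MG vs. A1G, with 12 false calls among 175, 10 among 177 and 6 among 158. A fold of 2 can therefore be missed. Alternatives were other scalings (RLE, upper quartile, library size only), no filter or a stricter one (10 counts in every library), DESeq2 1.42.0 on 6 or 9 libraries, limma on log2 of TPM plus 1 or 0.1 (at least 1 TPM in 3 libraries, or no filter), robust empirical Bayes, only the 6 libraries compared, an absolute log2 fold change of at least 1, no mitochondrially encoded genes, a block for the replicate number, and each library left out in turn. The replicate numbers mark separate mice and no shared batch is stated. Chosen after seeing the data were leaving out the major urinary protein genes and the authors' deposited p-values adjusted over the genes tested.

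Genes were named by a fixed rule. It takes up to 10 genes per direction and comparison with the largest log2 fold change among called genes with a mean of at least 50 counts and no overlap of CPM between groups, the genes that the paper names, labels in Fig. 3b or lists in Supplementary Tables 3 to 5, whose values were seen there, and up to 4 members of each list, first those that passed, then those of smallest p. Some of the genes chosen by this rule, and one list that rests on them, are not reported here. The metabolite measurements of the paper, transcript levels and sequence variants were not analysed here. Conclusions of the paper on metabolites, on diet and on other tissues were not examined.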

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

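The tests of members outside gene families, of a female animal and of handling were chosen only after the result was seen, whereas that of library sizes without major urinary protein genes was set before. Genes of sex-biased expression are not discussed in the paper, and a signal in them is what marked these results. With an estimated correlation, the camera adjusted p was 0.00356 for the female-biased liver genes in MG vs. GC, 0.03 for the male-biased liver genes in MG vs. GC and 0.014 for the female-biased liver genes in MG vs. A1G.

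In MG vs. GC female-biased genes were higher and male-biased genes lower. Reads shared between paralogs as the whole cause are argued against, though weakly, by the members outside multigene families, whose median log2 fold change was 0.82 ± 0.39 (standard error) for 8 female-biased genes, 3 of which rose, and -1.04 ± 0.47 for 14 male-biased genes, 8 of which fell, against a bound of 0.3 either way. The rule asked only that the median pass the bound by more than its standard error. These standard errors take genes as independent, although all were measured in the same mice. The abundant major urinary protein genes took fewer counts in MG than in GC. With library sizes alone this shifts all other genes up in MG, so it cannot lower the 29 other male-biased genes. Their median was -0.97 with library sizes alone and was bound to fall without those genes, to -1.06 ± 0.29, which does not test the shift. The female-biased genes, which it could raise, had a median of 1.85 without those genes in the library sizes, against 0.05 for all genes. This argues against the shift as the whole cause of their rise, though it was not part of the test set before. A female animal is argued against by the counts of 4 Y-linked genes, of which the lowest MG library held 1.21 times the GC mean (GC 0.956 to 1.07, highest MG 1.25). Flight and separate handling of the ground mice cannot be told apart in MG vs. GC (0.00356), since no GC mouse flew. MG and A1G flew together, and between them the camera adjusted p with an estimated correlation was 0.014 for the female-biased liver genes and 0.192 for the male-biased liver genes, so a response to the gravity level remains open. These groups also differed in CO2 concentration, and both were back on Earth before dissection.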

How the results depend on the processing

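Where a named gene or a list passed 0.05 with or without an alternative, its direction in the test did not turn. For fry and for camera with an estimated correlation, the direction of a list was taken from the main test, so those tests could not show a turn. Of 1071 values of named genes that passed in neither, 19 had the opposite sign. Some list medians changed sign with the scaling, but in limma on log2(TPM + 1) the median of all genes itself moved to 0.24 against GC. The share of higher calls turned as well, from 35.3% in MG vs. GC to 64.6% with library sizes alone and 81.4% in limma on log2(TPM + 1). Of 2732 values of single named genes over 26 alternatives, 2268 stayed on their side of 0.05, 341 lost the call and 123 gained one, and of 2906 values of gene lists over 28 alternatives 2631, 197 and 78. The numbers of called genes moved as well, and the cause was not tested unless stated. Without a filter on low counts edgeR called 803 genes in MG vs. GC, 384 in A1G vs. GC and 188 in MG vs. A1G, DESeq2 865, 339 and 183 on 6 libraries and 887, 414 and 189 on all 9, and the authors' p-values adjusted over the genes tested, an alternative chosen after seeing the data, 695, 319 and 188. In the same order the number of genes called in both comparisons against GC was 252, 229, 259 and 215. limma on log2(TPM + 1) without a filter called 261, 1 and 0, with 1 in both, and in MG vs. A1G 2 with a filter and 0 with log2(TPM + 0.1). Only the 6 libraries compared gave 517 in MG vs. GC, 51 in A1G vs. GC and 0 in MG vs. A1G, with 33 in both comparisons against GC. Asking for an absolute log2 fold change of at least 1 left 202 and 49 against GC, 36 in both, and 17 of the 26 calls under 'biological oxidations' in MG vs. GC, since it only removes genes. Library sizes alone gave 1 in MG vs. A1G and robust empirical Bayes 34. Without the major urinary protein genes, also chosen after seeing the data, A1G vs. GC held 48 and both comparisons against GC shared 37.

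Among the list tests, the oxidative stress defence enzymes in MG vs. GC moved to an adjusted p of 0.0214, 0.0193 and 0.000131 in limma on log2(TPM + 1), on log2(TPM + 0.1) and on log2(TPM + 1) without a filter, and in A1G vs. GC to 0.00218 in the last. With an estimated correlation and with fry, the p of the glutathione S-transferase genes in MG vs. A1G was 0.364 and 0.317, that of the methionine cycle, trans-sulfuration and cysteine catabolism list in MG vs. A1G 0.276 and 0.129, that of the cytochrome P450 genes in MG vs. GC 0.292 and 0.0668, and that of the male-biased liver genes in MG vs. A1G 0.192 and 0.129. For fatty acid and triglyceride synthesis in MG vs. A1G it was 0.074 with an estimated correlation.

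With each library left out in turn, the called genes ranged from 181 to 642 in MG vs. GC, 4 to 204 in A1G vs. GC and 0 to 48 in MG vs. A1G, those called in both comparisons against GC from 3 to 141, the calls under 'biological oxidations' in MG vs. GC from 17 to 30 and the lists called in MG vs. GC from 19 to 23. The adjusted p of the oxidative stress defence enzymes ranged from 0.0348 to 0.79 in MG vs. GC and 0.137 to 0.929 in A1G vs. GC, of the glutathione S-transferase genes from 7.41e-10 to 0.0919, of the methionine cycle, trans-sulfuration and cysteine catabolism list from 9.29e-07 to 0.0191, of the cytochrome P450 genes from 5.52e-05 to 0.08, and in MG vs. A1G of fatty acid and triglyceride synthesis from 2.31e-24 to 1.17e-11, of the female-biased liver genes from 5.08e-33 to 1.42e-21 and of the male-biased liver genes from 4.64e-22 to 1.44e-06. These ranges also reflect fewer libraries.

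A block for the replicate number gave 509 calls in MG vs. GC, 145 in A1G vs. GC, 44 in MG vs. A1G and 102 in both comparisons against GC, but the numbers mark separate mice, and of 9 pairs of mice with the same number 1 had a correlation of deviations from the group mean over 0.1 (from -0.01 to 0.11). With 3 mice per group the 10 ways to split 6 libraries are too few for a share under 0.05: the real split called 439, 85 and 10 genes in the 3 comparisons, the highest other split 0, 1 and 1, and 1 of 10 splits, the real one, called as many.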

Differences from the paper's values

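In A1G vs. GC the paper's count is about 260 genes in Fig. 3a, read by eye, and edgeR called 85 at the same adjusted p of 0.05. Of the 24 alternatives set before the data were examined, the count came within 1.5 times of the paper's without a filter on low counts (384), with DESeq2 on 6 libraries (339) and without GC replicate 3 (204), and in the other 21 it did not. From A1G to MG the paper's count is about 170 in Fig. 3a, read by eye, and edgeR called 10. The count came within 1.5 times without a filter on low counts (188) and with DESeq2 on 6 (183) and 9 libraries (189), and in the other 21 of 24 it did not. For the genes called in both comparisons against GC and not in MG vs. A1G, the paper's legend of Fig. 3 gives 150, and edgeR called 62. Within 1.5 times were no filter (217), DESeq2 on 6 libraries (202) and the fit without GC replicate 3 (139), and the other 21 of 24 were not. The authors' deposited p-values adjusted over the genes tested, an alternative chosen after seeing the values, gave 319, 188 and 185 in the same order, and drop 0 of the paper's called genes in A1G vs. GC, 0 in MG vs. A1G and 1 in MG vs. GC.

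The paper describes *Gclc* and the glutathione S-transferase genes as higher in MG than in GC. Here *Gclc* did not pass, and of 24 measured glutathione S-transferase genes 0 rose and 2 fell. Of the alternatives only the authors' p-values over the genes tested, chosen after seeing the values, called *Gclc*. By the log2 ratio of mean TPM + 1, as in the paper's tables, *Gclc* had 0.68 and the authors' adjusted p for it is 0.029. By the same ratio *Gsta2* had 1.36 (authors' adjusted p 0.00071) and *Mgst3* 1.07 (0.016). Lower by it were *Gstp1* at -1.17 (1e-17), *Gstm6* at -0.65 (4.7e-05) and *Gstm3* at -0.56 (0.03). The paper describes genes of oxidative stress as higher in A1G than in GC, from an enrichment test of a whole gene set. That test was not repeated here, and counts of single genes do not test the set. Of the 12 genes that the supplement prints for it, edgeR called 0 there, while 12 had a positive log2 fold change and 7 were higher over the list alone. The number called higher there was 6 without a filter on low counts, 4 and 4 with DESeq2 on 6 and 9 libraries, 3 with library sizes alone, 2 with a block for the replicate number, 2 and 2 by limma on log2(TPM + 1) and log2(TPM + 0.1), 1 with a stricter filter, 1 with robust empirical Bayes and 6 by the authors' p-values over the genes tested, chosen after seeing the values. The paper also describes biological oxidations as higher in A1G than in GC, again from an enrichment test of the set. Here 6 of 68 rose and none fell there, while Fig. 4c and Supplementary Table 2 set this list under MG vs. A1G and MG vs. GC. The discussion places the lower glutathione sets in MG vs. GC, where the results section has MG vs. A1G. For MG vs. GC 4 genes under 'glutathione metabolism' fell, and in MG vs. A1G 0, where all of them had a negative log2 fold change. Over all genes edgeR called 439 in MG vs. GC and 10 in MG vs. A1G, so these counts do not show which comparison holds the lower sets. The paper describes *Mat1a*, *Cth* and *Cdo1* as higher in MG than in A1G, and edgeR called none of them there, with positive log2 fold changes in all 3. *Mat1a* was called there without a filter on low counts, with DESeq2 on 6 and 9 libraries, with robust empirical Bayes and without A1G replicate 1, and *Cdo1* without a filter and with DESeq2 on 6 and 9 libraries. The authors' p-values over the genes tested called all 3 (chosen after seeing the values), and nothing else called *Cth*.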

Other observations

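Genes of dividing cells and of the matrix stood lower in MG. Of 20 cell cycle genes, 1 fell in MG vs. GC, *Rrm2*, and none rose (0 higher and 5 lower over the list alone, camera adjusted p = 8.11e-05, 0.124 with an estimated correlation), while *Mcm2*, a part of the helicase that opens DNA for copying, did not pass (-1.55 ± 0.40, adjusted p = 0.0578, n = 3 mice per group), and the number that fell was 3 without MG replicate 3. In MG vs. A1G the cell cycle list stood lower with no member past 0.05 (0 higher and 5 lower over the list alone, camera adjusted p = 0.000275, 0.162 with an estimated correlation): edgeR called 0 higher and 0 lower, against 0 higher and 5 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1). Of 21 genes of extracellular matrix and fibrosis, 2 fell in MG vs. GC, *Col1a1* (-1.78 ± 0.38, adjusted p = 0.0258) and *Col1a2* (-1.22 ± 0.27, adjusted p = 0.0288), the chains of type I collagen (0 higher and 6 lower over the list alone, camera adjusted p = 0.00123, 0.586 with an estimated correlation), and in MG vs. A1G the list had 0 higher and 6 lower over the list alone (camera adjusted p = 1.83e-07, 0.269 with an estimated correlation), and edgeR called 0 higher and 0 lower, against 0 higher and 7 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1). The number of extracellular matrix and fibrosis genes that fell in MG vs. GC was 0 without GC replicate 2, MG replicate 1 or MG replicate 2, 1 without GC replicate 1 or MG replicate 3 and 4 without A1G replicate 1. *Col1a1* is also one of 12 hepatic stellate cell markers, of which 8 had a negative log2 fold change in MG vs. GC and 9 in MG vs. A1G (camera adjusted p = 0.266 and 0.0191, the latter 0.478 with an estimated correlation and 0.0755 without A1G replicate 2, 0.188 without A1G replicate 3 and 0.0876 without MG replicate 3). Of 76 nuclear respiratory chain subunits, 4 fell in MG vs. GC and none rose (1 higher and 14 lower over the list alone, camera adjusted p = 1.78e-12, 0.628 with an estimated correlation), namely *Ndufa8* of complex I (-0.58 ± 0.13, adjusted p = 0.0343), cytochrome c, *Cycs* (-0.57 ± 0.13, adjusted p = 0.0322), *Cyc1* of complex III (-0.52 ± 0.11, adjusted p = 0.0270) and *Cox5a* of complex IV (-0.51 ± 0.13, adjusted p = 0.0481). The number was 0 without GC replicate 1, GC replicate 2, A1G replicate 3, MG replicate 1 or MG replicate 2, 1 without A1G replicate 2, 2 without MG replicate 3 and 19 without GC replicate 3. The median log2 fold change of the 83 cytosolic ribosomal proteins was -0.23 in MG vs. GC (camera adjusted p = 5.04e-08, 0.636 with an estimated correlation), which turned to 0.04 in log2(TPM + 1), and edgeR called 0 higher and 0 lower, against 1 higher and 24 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1), with a number that fell of 11 without GC replicate 3. For A1G vs. GC their median was -0.20 (camera adjusted p = 4.39e-08, 0.588 with an estimated correlation), which turned to 0.09 in log2(TPM + 1), with a number that fell of 0, against 2 without GC replicate 3, and in MG vs. A1G the camera adjusted p was 0.311, against 0.0267 without A1G replicate 3 and 0.00842 without MG replicate 1. The median of all genes in log2(TPM + 1) was 0.24 in both comparisons against GC, above those of the ribosomal proteins. The 13 mitochondrially encoded genes did not change (camera adjusted p = 0.726, 0.136 and 0.178 in MG vs. GC, A1G vs. GC and MG vs. A1G, the last 0.0454 without A1G replicate 2), with 0 higher and 0 lower over the list alone in MG vs. GC: edgeR called 0 higher and 0 lower, against 0 higher and 0 lower at an unadjusted p under 0.05 and 2 higher and 0 lower by limma on log2(TPM + 1). Their camera adjusted p in A1G vs. GC passed in 1 of 9 fits that each left out a library (0.0306).

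Genes of the zones of the liver lobule moved in both directions. Of 18 pericentral hepatocyte genes, which act near the central vein, 1 rose and 2 fell in MG vs. GC (4 higher and 3 lower over the list alone, camera adjusted p = 0.628), among them *Gulo*, which makes vitamin C (-0.91 ± 0.19, adjusted p = 0.0248), and in A1G vs. GC 1 rose and 1 fell, again *Gulo* (-0.96 ± 0.19, adjusted p = 0.0499), which none of 7 fits without GC replicate 1, GC replicate 2, A1G replicate 1, A1G replicate 3 or an MG replicate called. The number of pericentral hepatocyte genes that rose in MG vs. GC was 2 without GC replicate 1, A1G replicate 1 or MG replicate 2, and the number that fell 1 without GC replicate 1, GC replicate 2 or MG replicate 1, while in A1G vs. GC the number that fell was 0 without GC replicate 1, GC replicate 2, A1G replicate 1, A1G replicate 3, MG replicate 1, MG replicate 2 or MG replicate 3 and 2 without GC replicate 3. Of 18 periportal hepatocyte genes, 1 rose and 1 fell in MG vs. GC (4 higher and 5 lower over the list alone, camera adjusted p = 0.48): *Pigr*, which carries immunoglobulin A into bile (0.71 ± 0.13, adjusted p = 0.0105), and *Cdh1*, E-cadherin (-1.41 ± 0.20, adjusted p = 0.00285). Of 21 genes of bile acid synthesis and transport, 1 rose and 2 fell in MG vs. GC (2 higher and 2 lower over the list alone, camera adjusted p = 0.27), the rise being *Cyp39a1* (1.33 ± 0.17, adjusted p = 0.00191), and the number of bile acid synthesis and transport genes that fell was 0 without GC replicate 1, GC replicate 2 or MG replicate 3 and 1 without A1G replicate 3, MG replicate 1 or MG replicate 2, and that rose 2 without A1G replicate 1 or MG replicate 2. That list stood higher in MG than in A1G (1 higher and 0 lower over the list alone, camera adjusted p = 0.0073, 0.275 with an estimated correlation, 0.153 without A1G replicate 1 and 0.0588 without MG replicate 3), where edgeR called 0 higher and 0 lower, against 5 higher and 0 lower at an unadjusted p under 0.05 and 0 higher and 0 lower by limma on log2(TPM + 1), and in A1G vs. GC the camera adjusted p was 0.516. Of 32 genes of complement, coagulation and scavenging, 2 rose and 1 fell in MG vs. GC (2 higher and 4 lower over the list alone, camera adjusted p = 0.42): *C3*, *Apoh*, which binds phospholipids (0.48 ± 0.11, adjusted p = 0.0349), and *C9*, which forms the pore of complement (-1.16 ± 0.26, adjusted p = 0.0347). The number of complement, coagulation and scavenging genes that fell was 0 without GC replicate 1, GC replicate 2, GC replicate 3, MG replicate 1, MG replicate 2 or MG replicate 3 and 6 without A1G replicate 1, and that rose 1 without GC replicate 2, A1G replicate 3, MG replicate 1, MG replicate 2 or MG replicate 3. From GC to A1G *Tsc22d3* was the only call among 27 circadian clock and output genes (0 higher and 4 lower over the list alone, camera adjusted p = 0.0155, 0.451 with an estimated correlation, with a median of -0.18 that turned to 0.05 in log2(TPM + 1)), a number that was 0 without GC replicate 1, GC replicate 2, A1G replicate 3 or MG replicate 2 and 2 without MG replicate 3, and in MG vs. GC edgeR called 0 higher and 0 lower, against 2 higher and 5 lower at an unadjusted p under 0.05 and 1 higher and 0 lower by limma on log2(TPM + 1) for them (0 higher and 0 lower over the list alone, camera adjusted p = 0.266), with a number that fell of 1 without GC replicate 3 or A1G replicate 1. Their camera adjusted p in MG vs. A1G was 0.257, against 0.0274 without MG replicate 3. The median of all genes in log2(TPM + 1) was 0.24 in A1G vs. GC, so that of the circadian list stayed below it.

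The camera adjusted p in A1G vs. GC and MG vs. A1G was 0.000273 (down) and 0.0017 (up) for the periportal hepatocyte genes, 2.16e-06 (down) and 3.83e-05 (up) for complement, coagulation and scavenging, and 8.29e-11 (down, with a median of -0.23 that turned to 0.05 in log2(TPM + 1)) and 0.0579 (down) for the nuclear respiratory chain subunits, with 0 members past 0.05, and with an estimated correlation 0.303 and 0.287, 0.475 and 0.43, and 0.512 and 0.853. Without A1G replicate 1 it was 0.244 for the periportal hepatocyte genes and 0.38 for complement, coagulation and scavenging in MG vs. A1G, and the number of periportal hepatocyte genes that fell in A1G vs. GC was 1 without MG replicate 3 and 2 without A1G replicate 2. For the nuclear respiratory chain subunits in MG vs. A1G it was 0.0435 without GC replicate 3, 0.00105 without A1G replicate 1, 0.0454 without A1G replicate 3 and 0.00519 without MG replicate 2. Over MG vs. GC, A1G vs. GC and MG vs. A1G, it was 0.877, 0.0329 and 0.00363 for hepatocyte markers, 0.264, 0.0012 and 0.0542 for liver sinusoidal endothelial cell markers, 0.142, 0.401 and 0.249 for Kupffer cell markers, 0.266, 0.702 and 0.0191 for hepatic stellate cell markers, 0.0646, 0.824 and 0.0161 for cholangiocyte markers and 0.0168, 0.289 and 0.0455 for erythroid cell markers. It was 0.453, 0.262 and 0.882 for T and NK cell markers, 0.367, 0.158 and 0.736 for B and plasma cell markers, 0.701, 0.875 and 0.736 for dendritic cell and monocyte markers, 0.146, 0.379 and 0.289 for adipocyte markers and 0.00846, 0.000918 and 0.882 for exocrine pancreas markers, the last a single gene, and no neutrophil markers had enough counts. The values under 0.05 pointed up for hepatocyte markers in MG vs. A1G and liver sinusoidal endothelial cell markers, and down for the others. With an estimated correlation they became 0.475 and 0.28 for hepatocyte markers, 0.475 for liver sinusoidal endothelial cell markers, 0.478 for hepatic stellate cell markers, 0.287 for cholangiocyte markers, 0.636 and 0.591 for erythroid cell markers and 0.124 and 0.0889 for exocrine pancreas markers. In log2(TPM + 1) the median of all genes in A1G vs. GC was 0.24, above those given here for the respiratory chain subunits and hepatocyte markers. The preset values became 0.0749 without GC replicate 2, 0.144 without GC replicate 3, 0.0792 without A1G replicate 1 and 0.05 without MG replicate 3 in A1G vs. GC and 0.0803 without A1G replicate 1 in MG vs. A1G for hepatocyte markers, whose median of -0.22 in A1G vs. GC turned to 0.02 in log2(TPM + 1). For MG vs. A1G they became 0.0755 without A1G replicate 2, 0.188 without A1G replicate 3 and 0.0876 without MG replicate 3 for hepatic stellate cell markers, 0.0593 without A1G replicate 3, 0.0573 without MG replicate 2 and 0.0957 without MG replicate 3 for cholangiocyte markers and 0.0593 without GC replicate 1, 0.0501 without GC replicate 2, 0.0667 without GC replicate 3, 0.816 without A1G replicate 2, 0.218 without A1G replicate 3, 0.424 without MG replicate 1 and 0.071 without MG replicate 3 for erythroid cell markers, and for the last in MG vs. GC 0.102 without MG replicate 1. Some values over 0.05 passed it with 1 library left out: in MG vs. GC 0.00955 without GC replicate 1 for Kupffer cell markers, 0.0201 without GC replicate 2 for liver sinusoidal endothelial cell markers, 0.0072 without GC replicate 3 and 0.0103 without MG replicate 1 for cholangiocyte markers and 0.0394 without MG replicate 1 for B and plasma cell markers, in A1G vs. GC 0.0391 without GC replicate 1 and 0.00102 without A1G replicate 3 for Kupffer cell markers, 0.00854 without A1G replicate 2 for erythroid cell markers, 0.033 without GC replicate 2 for B and plasma cell markers and 0.0316 without A1G replicate 3 for dendritic cell and monocyte markers, and in MG vs. A1G 0.035 without A1G replicate 2 for Kupffer cell markers, 0.041 without GC replicate 1, 0.015 without A1G replicate 3 and 0.000523 without MG replicate 1 for liver sinusoidal endothelial cell markers and 0.0191 without A1G replicate 1 for adipocyte markers. Beside *Col1a1*, calls among the marker genes were *Ptprb* of the endothelium in A1G vs. GC (0.78 ± 0.15, adjusted p = 0.0458) and, in MG vs. GC and with few counts, *Folr2* of Kupffer cells (-0.90 ± 0.20, adjusted p = 0.0295), *Cd4* (-2.81 ± 0.58, adjusted p = 0.0212) and *Cela1* (-1.05 ± 0.19, adjusted p = 0.0123), the last of which fell in A1G vs. GC as well (-1.07 ± 0.19, adjusted p = 0.0360). From GC to MG the number that fell was 0 without GC replicate 1, GC replicate 2, MG replicate 1, MG replicate 2 or MG replicate 3 among Kupffer cell markers, 0 without GC replicate 1, GC replicate 2, MG replicate 1, MG replicate 2 or MG replicate 3 among T and NK cell markers, 0 without GC replicate 1, GC replicate 2, MG replicate 1 or MG replicate 2 and 2 without A1G replicate 1 among hepatic stellate cell markers and 0 without GC replicate 1, GC replicate 2 or MG replicate 2 among exocrine pancreas markers.

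Of the tests on glutathione S-transferase genes, those of a single library and of a wrong label were chosen only after the result was seen, and that of other cell types before. The family stood lower in MG than in A1G, with a median of -0.322, and a single A1G library as the source of this shift of the family fits the data: without A1G replicate 1 the median was -0.0641 and the camera adjusted p 0.0919, whereas without A1G replicate 3 it was 7.41e-10. In A1G replicate 1, 9 of the genes lay more than 1 (log2) above the other A1G libraries. The shift does not rest on that library for every member: with each library left out in turn, the log2 fold change in MG vs. A1G lay between -1.56 and -0.88 for *Gstp1* and between -0.65 and -0.53 for *Gstm6*, which both fell in MG vs. GC, although none of these tests passed in MG vs. A1G. The score of the female-biased liver genes in that library (1.18) lay outside the range of GC (up to 0.274) and of MG (from 2.05), unlike that of a wrongly labelled GC or MG mouse. On the first principal component of all genes, however, that library (23.2) lay inside the range of MG (18.8 to 29.8). On the second it lay at -13.3, beside the other A1G mice (-10.7 and -13.2) and outside the range of MG (1.18 to 14.9). The components thus point different ways, and a wrong label is not settled by them. RNA of other cell types is argued against by the largest excess of a marker list there (0.332, B and plasma cells, where 1 was needed). Whether that mouse responded more strongly to flight or differed for another reason stays open with 3 mice per group.

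Both tests on TPM ratios were set before the result was seen. In the authors' tables the log2 ratio of mean TPM + 1 lies above the DESeq2 log2 fold change by a median of 0.256 in MG vs. GC and 0.274 in A1G vs. GC, and -0.0219 in MG vs. A1G. The major urinary protein genes held 14.5% of TPM in GC, 7.08% in A1G and 5.34% in MG, and leaving them out brought the gap to 0.113 ± 0.00195 in MG vs. GC and 0.157 in A1G vs. GC, so they do not account for all of it. A ratio of means in place of a mean of logs does not account for it either, since the gap with mean log2(TPM + 1) was 0.259 in MG vs. GC. What makes up the rest stays open.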
